# Single cell transcriptomic analysis reveals cellular diversity of murine esophageal epithelium

**DOI:** 10.1038/s41467-022-29747-x

**Published:** 2022-04-20

**Authors:** Mohammad Faujul Kabir, Adam L. Karami, Ricardo Cruz-Acuña, Alena Klochkova, Reshu Saxena, Anbin Mu, Mary Grace Murray, Jasmine Cruz, Annie D. Fuller, Margarette H. Clevenger, Kumaraswamy Naidu Chitrala, Yinfei Tan, Kelsey Keith, Jozef Madzo, Hugh Huang, Jaroslav Jelinek, Tatiana Karakasheva, Kathryn E. Hamilton, Amanda B. Muir, Marie-Pier Tétreault, Kelly A. Whelan

**Keywords:** Transcriptomics, Transcriptomics, RNA sequencing

## Abstract

Although morphologic progression coupled with expression of specific molecular markers has been characterized along the esophageal squamous differentiation gradient, the molecular heterogeneity within cell types along this trajectory has yet to be classified at the single cell level. To address this knowledge gap, we perform single cell RNA-sequencing of 44,679 murine esophageal epithelial, to identify 11 distinct cell populations as well as pathways alterations along the basal-superficial axis and in each individual population. We evaluate the impact of aging upon esophageal epithelial cell populations and demonstrate age-associated mitochondrial dysfunction. We compare single cell transcriptomic profiles in 3D murine organoids and human esophageal biopsies with that of murine esophageal epithelium. Finally, we employ pseudotemporal trajectory analysis to develop a working model of cell fate determination in murine esophageal epithelium. These studies provide comprehensive molecular perspective on the cellular heterogeneity of murine esophageal epithelium in the context of homeostasis and aging.

## Abstract (web summary)

The level of cellular diversity in the esophageal epithelium has yet to be classified at the single cell level. Here the authors analyze the transcriptome of 44,679 murine esophageal keratinocytes to identify an unexpected level of cellular heterogeneity.

## Introduction

In stratified squamous epithelium of the esophagus, basal cells give rise to overlying keratinocytes that exhibit a gradient of squamous differentiation as they move toward the lumen and ultimately desquamate. Squamous cell differentiation (SCD) in esophageal keratinocytes is marked by downregulation of basal cell markers, including cytokeratins KRT14 and KRT5^1,2^ and transcription factors SOX2^3^ and p63^4^, concomitant with induction of KRT4, KRT13, and Involucrin in early differentiation (suprabasal cells)^5,6^, then Filaggrin and Loricrin in late differentiation (superficial cells)^7,8^. SCD is coupled to the cell cycle in the esophagus with proliferation restricted to basal cells in the mouse^9,10^. Interestingly, proliferation in the human esophagus has been noted in the first layer of suprabasal cells, potentially due to the presence of a quiescent basal cell layer and actively cycling parabasal cell layer^11,12^. Presently, controversy exists regarding to what degree, if any, heterogeneity exists within basal esophageal keratinocytes in both human and mouse^13–20^.

Age represents a well-established risk factor for development of esophageal lesions, both premalignant and malignant. Recent studies further demonstrate age-associated remodeling of esophageal epithelium via expansion of clones with mutations in cancer driver genes^21,22^. These genetic events become highly prevalent among physiologically normal human esophageal epithelium with age, despite a lack of gross alterations in tissue histology^21,22^. Although these studies provide valuable insight into the impact of tissue aging upon the mutational spectrum of esophageal epithelial cells, how aging influences the cellular landscape of epithelium at the transcriptional level has yet to be elucidated.

Here, we implement single cell RNA-Sequencing (scRNA-Seq) to provide a survey of murine esophageal epithelium in young and aged mice revealing 11 transcriptionally distinct epithelial cell populations: 6 basal, 1 suprabasal, and 4 superficial. We then perform in-depth characterization of pathways associated with both the 3 stages of lineage commitment and the individual cell populations comprising the basal, suprabasal and superficial compartments. We continue to evaluate the impact of tissue aging upon the representation and transcriptional profiles of the 11 identified murine esophageal epithelial cell populations demonstrating that mitochondrial dysfunction is a feature of aged esophageal epithelium. Assessment of the 11 identified murine esophageal cell populations in scRNA-Seq data from three-dimensional (3D) murine esophageal organoids reveals marked conservation of epithelial heterogeneity. By contrast, only 6 of the 11 cell populations identified in murine esophageal epithelium are recapitulated in human biopsy specimens. We finally utilize pseudotemporal projection in the 11 epithelial cell populations to delineate cell trajectories in murine esophageal epithelial cells as they traverse the basal-suprabasal-superficial continuum during squamous differentiation. In sum, these data provide a comprehensive analysis of the cellular and molecular heterogeneity of murine esophageal epithelial cells in the context of homeostasis and tissue aging.

## Results

### Identification and molecular characterization of cell populations in murine esophageal epithelium

We utilized scRNA-Seq to investigate the molecular heterogeneity of murine esophageal epithelium at the level of single cell resolution. 

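Supplementary Fig. S1 sets the peeled epithelial sheets beside the tissue peeled away from them by bulk RNA-Seq. Its legend gives n = 3 animals without naming them, so all 14 bulk RNA-Seq samples, from 9 C57Black6 mice, were analysed. Peeled epithelium was sequenced from 5 aged and 4 young mice. Stroma, which is the name the methods and the sample labels use and which appears to be the tissue the legend calls muscle layer, was sequenced from 3 of these aged mice (O1, O2 and O3) and 2 of these young mice (Y1 and Y3). The other 4 mice (OF5, OM8, YF5 and YM4) carry codes of another form and have epithelium only. The methods place the aged mice at 19 months or more and the young mice at 4 months or less. The design text of the deposited series gives 18 months or more and 4 months or less, and the sample labels only aged or young. The authors aligned the reads to the GRCm38.p6 mouse genome with Rsubread and deposited whole-number counts for 55291 genes, listed by symbol and not normalized. Whether reads that match several genes were counted, and whether strand was used, is not given in the paper's text. Total counts ranged from 8406735 to 20424019 in aged epithelium (median 16477424, n = 5), from 8217516 to 21867101 in young epithelium (median 13595035, n = 4) and from 13257833 to 15644580 in aged stroma (median 15360319, n = 3), and were 15315509 and 14954878 in young stroma. From these counts, epithelium and stroma were compared with edgeR's quasi-likelihood test after TMM normalization. The filterByExpr filter kept 16791 genes, and DEGs were genes with an adjusted p-value (Benjamini-Hochberg) under 0.05. Normalized counts are CPM values on the TMM-adjusted library size. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The layers of one mouse were treated as separate samples, as in the methods, which name no pairing. Counting error is covered by these tests only as far as it adds to the spread between samples.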

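Keratin genes separated the peeled epithelium from the stroma in these samples. Krt5 (chromosome 15, 101707070 to 101712898 in GRCm38, a protein-coding gene) had 618 ± 281 normalized counts in epithelium (SD, n = 9) and 6.76 ± 6.81 in stroma (SD, n = 5), a log2 fold change of 6.51 (standard error 0.77, adjusted p = 2.08e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Krt14 (chromosome 11, 100203162 to 100207548) had 263 ± 121 normalized counts in epithelium (SD, n = 9) and 4.32 ± 3.66 in stroma (SD, n = 5), a log2 fold change of 5.92 (standard error 0.66, adjusted p = 1.29e-06 from the same edgeR test). The differentiation marker Krt13 (chromosome 11, 100117327 to 100121566) had 15800 ± 6532 normalized counts in epithelium (SD, n = 9) against 66.3 ± 76.3 in stroma (SD, n = 5), a log2 fold change of 7.90 (standard error 0.84, adjusted p = 1.08e-07). Keratins form a gene family, and reads shared between its members may have been divided by the authors' counting. Across the 16 genes that the paper's text uses as basal or differentiation markers (Krt14, Krt5, Krt15, Sox2, Trp63, Mki67, Col17a1, Fabp5, Krt13, Krt4, Krtdap, Lor, Flg, Ivl, Atp1b3 and Cnfn), the log2 fold change ran from 2.49 for Atp1b3 to 7.96 for Krt4. Each of the 16 was a DEG, and for each the lowest of the 9 epithelial samples was above the highest of the 5 stromal samples. Of the 45 genes listed in Supplementary Fig. S5 for basal, suprabasal and superficial cells, 39 were DEGs higher in epithelium, and the count was also 39 when p-values were adjusted over the 45 genes alone. These were 12 of the 15 basal, 12 of the 15 suprabasal and all 15 superficial genes. Dst, Dcn and Chchd10 were DEGs lower in epithelium, with log2 fold changes of -2.08, -1.07 and -3.92. S100a6, Mt1 and Depp1 did not differ beyond the spread between samples. The median log2 fold change of the 45 genes was 5.92, above each of 10000 random lists of the same size matched on mean expression. With mouse as a block, in the 5 mice with both layers, 40 of these genes were DEGs higher in epithelium. The filter moved the count most: with at least 10 counts required in every sample, 27 of the 45 genes were tested and 22 were DEGs higher in epithelium. This filter asks for counts in stroma too. By design it therefore drops markers absent there, such as Lor and Cnfn, which had 0 normalized counts in the stroma of O1. The paper states that the peeled sheets are epithelial-enriched and cites Supplementary Fig. S1.

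**Figure D1:**
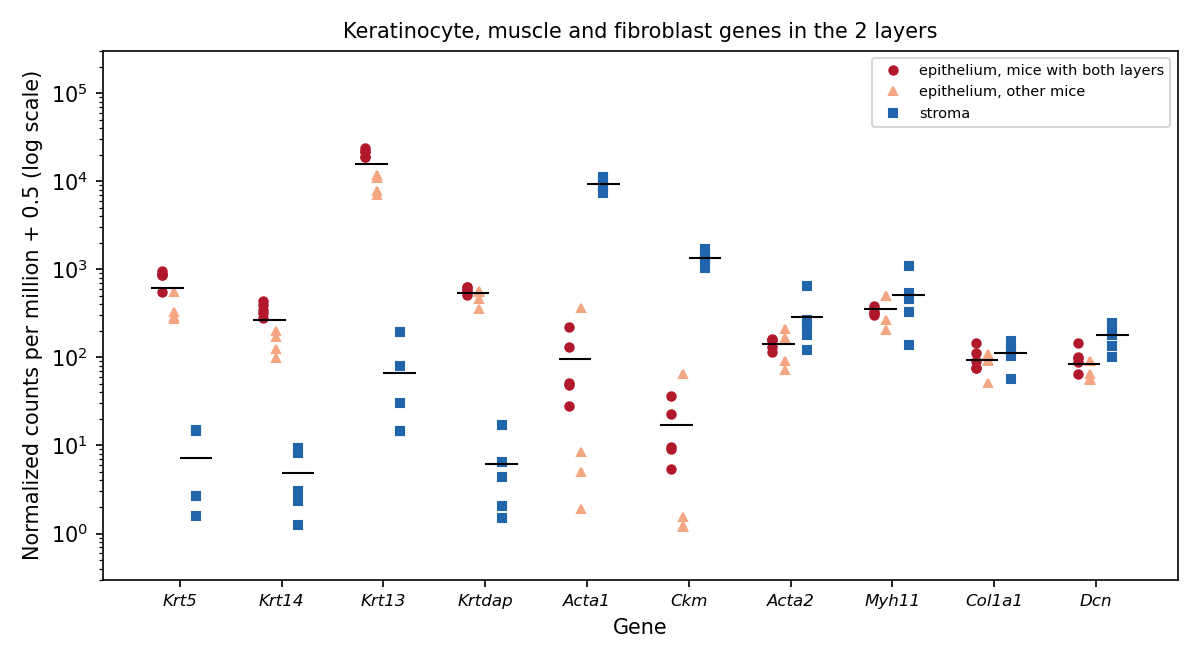
Normalized counts (CPM), plus 0.5, of 10 genes in each bulk RNA-Seq sample, on a log scale; points are samples, marked by layer and by whether stroma of the same mouse was sequenced, and black lines are the means of the 9 epithelial and the 5 stromal samples. Krt5, Krt14, Krt13 and Krtdap lie higher in every epithelial sample than in any stromal sample, Acta1 and Ckm lie lower, and the layers overlap for Acta2, Myh11, Col1a1 and Dcn.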

Esophageal muscle layers were peeled from dissected esophagi and resulting epithelial-enriched tissue sheets (Supplementary Fig. S1) from 5 young (≤3 months) and 5 aged (≥19 months) mice were subjected to scRNA-Seq using the 10X Genomics platform (Fig. 1a). To maximize input data from initial studies, each sample from young and aged mice were integrated for dimensionality reduction. This minimized age-based effects as well as intra- and inter-sample variability and ensured that similar cell types across age groups were grouped in the same clusters. Additionally, integration enabled direct comparisons of the representation and differential gene expression within clusters in young and aged mice. Seurat’s unsupervised dimensionality reduction and clustering workflow with Uniform Manifold Approximation and Projection (UMAP) of the 44,679 analyzed cells revealed 11 epithelial cell populations with distinct transcriptional profiles (Fig. 1b, c; Supplementary Figs. S2–S4).

**Fig. 1:**
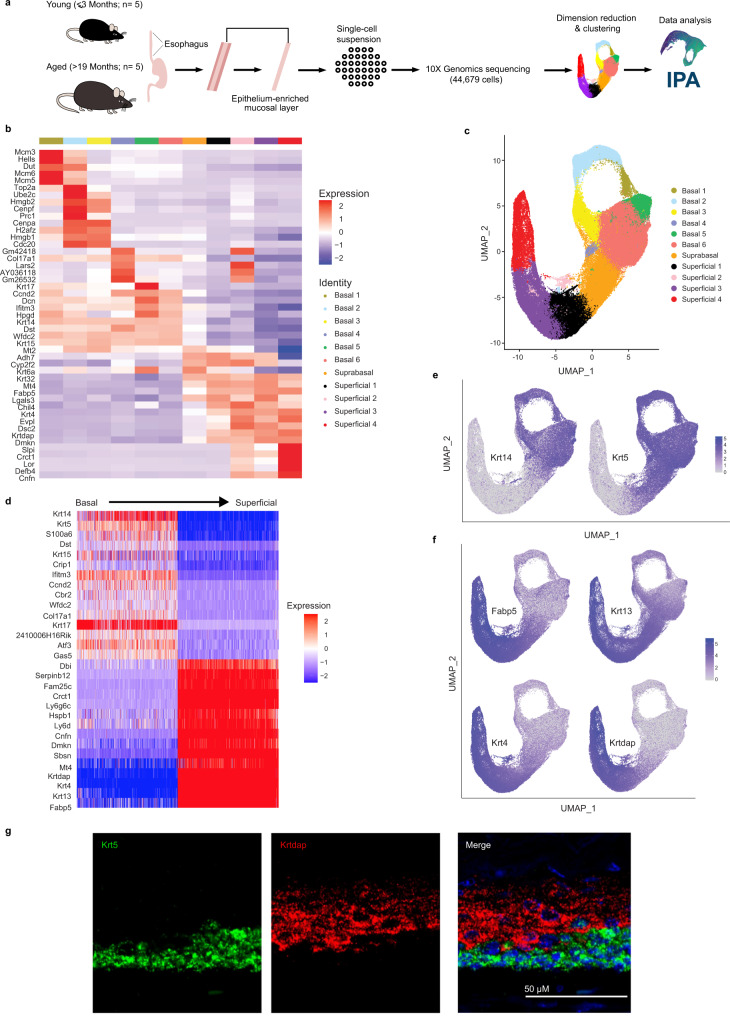
Identification of cell populations in murine esophageal epithelium. **a** Schematic overview of experimental design. **b** Expression z-scores for the top 5 upregulated genes in each cluster. Red indicates enrichment while blue indicates inhibition. **c** Seurat’s Uniform Manifold Approximation and Projection (UMAP) was used to identify distinct cell populations within the epithelial dataset. Eleven epithelial cell populations were identified. **d** Genes identified as primary contributors to UMAP based on their loadings are listed and their expression z-scores in cells across the epithelial dataset are shown. Red indicates enrichment while blue indicates inhibition. **e**, **f** Log1p normalized expression of the basal markers Krt14 and Krt5 (**e**) and superficial markers Fabp5, Krt13, Krt4, and Krtdap (**f**) across the epithelial dataset is shown. Purple indicates enrichment. **g** Representative image of RNA fluorescence in situ hybridization to visualize Krt5 and Krtdap in murine esophageal epithelium in situ (*n* = 6 animals). Scale bar, 50 μm.

To reveal sources of heterogeneity within the data, calculated UMAP dimensionality reduction was projected onto the entire epithelial dataset and loadings were determined for all genes. Among the genes that most significantly impacted cell population identification were Krt14 and Krt5 (encoding Cytokeratins 14 and 5) as well as Fabp5 (encoding Fatty acid binding protein), Krt13, Krt4 (encoding Cytokeratins 13 and 4) and Krtdap (encoding Keratinocyte differentiation-associated protein) (Fig. 1d) and we utilized these markers collectively to identify basal, suprabasal, and superficial cells within our dataset (Fig. 1e, f). RNA-FISH for Krt5 and Krtdap confirmed the expected localization of these genes in situ (Fig. 1g).

Examination of known molecular features associated with basal and differentiated esophageal keratinocytes supported our population classifications. In addition to Krt5 and Krt14, the putative basal cell markers Krt15, Sox2, and Trp63 displayed marked differential gene expression when comparing esophageal epithelial subsets identified as basal cells to those defined as suprabasal or superficial (Fig. 2a). Additionally, Mki67 expression was most abundant in population basal 2 with limited expression in basal 1 and basal 3 (Fig. 2a), consistent with restriction of proliferation to the basal cell compartment in murine esophageal epithelium. With regard to known markers of squamous differentiation, Krt4, Krt13, Krtdap, and Lor (encoding Loricrin) expression was low in basal cell populations with induction becoming apparent in superficial cells (Fig. 2a) while only a limited number of cells in the population superficial 4 exhibited expression of Flg (encoding Filaggrin) or Ivl (encoding Involucrin) (Fig. 2a).

**Fig. 2:**
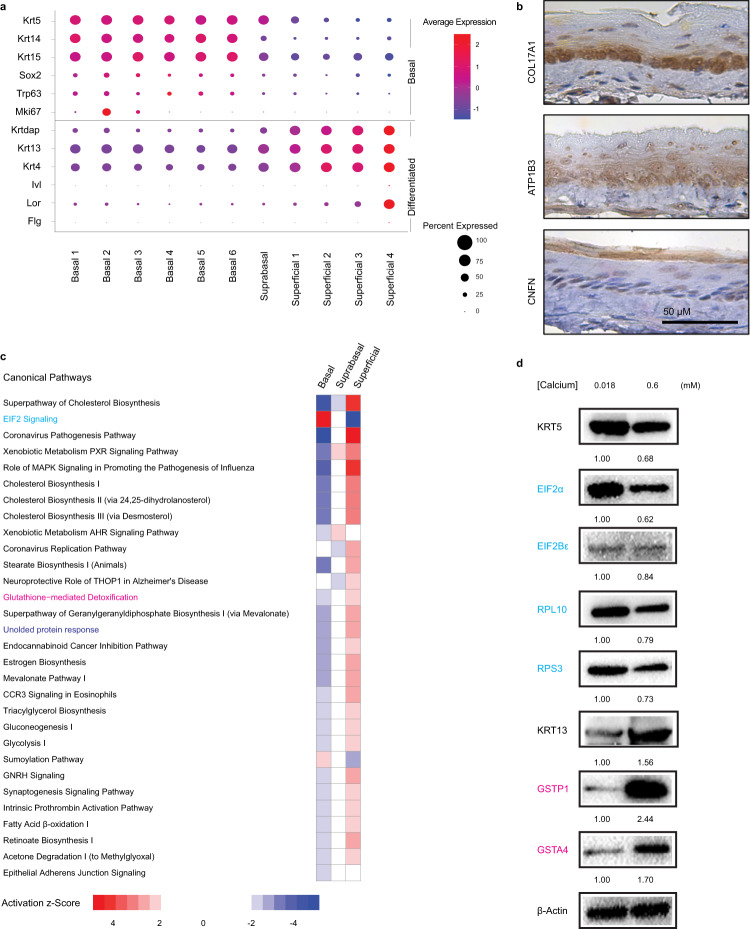
Molecular characterization of the basal/differentiated cell axis in murine esophageal epithelium. **a** Cluster-average expression z-scores of putative basal and differentiated markers. Circle size reflects percentage of cells with non-zero expression level for indicated genes. Color intensity reflects average expression level across all cells within each cluster with red indicating enrichment and purple indicating inhibition. **b** Immunohistochemistry for indicated proteins in murine esophageal epithelium (*n* = 6 animals). Scale bar, 50 µm. **c** Ingenuity pathway analysis prediction of canonical pathways and their activation state in each cell types. In heat map, ranking is based upon activation z-score and color intensity depicts relative value of activation z-score. A positive value (red) indicates activation while a negative value (blue) indicates inhibition of the respective pathway. **d** Western blot analysis of representative proteins involved in eukaryotic initiation factor (EIF) 2 signaling and glutathione-mediated detoxification in primary murine esophageal keratinocytes cultured in media with indicated calcium concentrations. Densitometry determined relative level of indicated proteins normalized to β-actin. All experiments were repeated three times independently. Uncropped and unprocessed full scans are included in the source data. Source data are provided as a Source Data file.

Unbiased determination of transcripts displaying differential expression across the three stages of lineage commitment was also performed in murine esophageal epithelium with various established markers for basal, suprabasal and superficial subsets identified (Supplementary Fig. S5). Additionally, several genes that have yet to be associated with the squamous differentiation gradient in the mouse esophagus were identified (Supplementary Fig. S5). Immunohistochemical staining provided validation of COL17A1, ATP1B3 and CNFN as markers of basal, suprabasal and superficial cells, respectively, in murine esophageal epithelium (Fig. 2b). Ingenuity Pathway Analysis (IPA) of differentially expressed genes (DEGs) in the collective basal, suprabasal, and superficial cell populations further provided insight into the dynamic molecular signatures associated with lineage commitment in esophageal keratinocytes (Fig. 2c; Supplementary Fig. S6). IPA predicted activation of the unfolded protein response (UPR) in superficial cells as compared to basal cells. Indeed, UPR has previously been shown to be upregulated during and required for SCD in the esophagus^23^. As other pathways identified by IPA have yet to be implicated in esophageal differentiation to the best of our knowledge, this analysis provides a number of potential pathways to explore in relation to esophageal SCD, including eukaryotic initiation factor (EIF) 2 signaling, cholesterol biosynthesis, glutathione-mediated detoxification, glucose and fatty acid metabolism, and sumoylation. As these data are based on changes in genes expression, we sought to validate changes at the protein level in mediators of eIF2 signaling (predicted to be activated in basal cells as compared to differentiated cells) and glutathione-mediated detoxification (predicted to be activated in differentiated cells) (Fig. 2c) in murine esophageal keratinocytes undergoing SCD in response to high calcium (0.6 mM) in vitro (Fig. 2d). Immunoblotting analysis revealed that EIF2α, EIF2Bε, RPL10, and RPS3 (associated with EIF2 signaling) are more abundant in murine esophageal keratinocytes cultured in 0.018 mM calcium whereas GSTP1 and GSTA4 (associated with glutathione-mediated detoxification) are more abundant in murine esophageal keratinocytes undergoing calcium-mediated SCD (Fig. 2d).

We continued to utilize IPA to evaluate alterations in pathways, transcription factors, and kinases in the 11 individual cell populations identified in murine esophageal epithelium based upon activation z score (Fig. 3a; Supplementary Fig. S7). Among the parameters analyzed by IPA, a number displayed similar trends in prediction among cells classified as basal (e.g. pathways associated with cholesterol biosynthesis and sterol regulatory element binding transcription factor (SREBF) 1 and 2 are predicted to be inhibited in several basal populations) as well as those classified as superficial populations (e.g. pathways associated with cholesterol biosynthesis and SREBF1 and 2 are predicted to be activated in several superficial populations) (Fig. 3a, Supplementary Fig. S7a). It is important to note, however, that population-specific pathway signatures were also detected (Fig. 3b), indicating that there are unique molecular features in the individual cell populations that we have identified in the basal and superficial compartments. This finding is significant as it supports the individual molecular identity of the 11 identified populations which has the potential to be further linked to specific functional roles for each cell type.

**Fig. 3:**
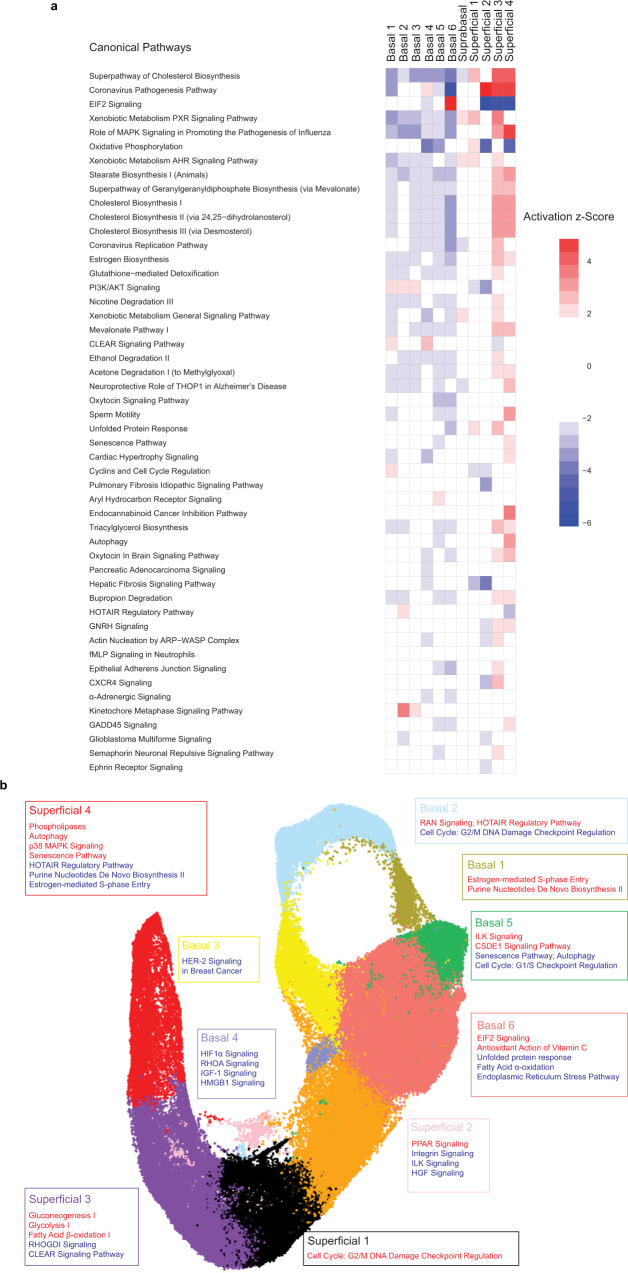
Molecular characterization of the individual cell populations identified in murine esophageal epithelium. **a** Ingenuity pathway analysis (IPA) prediction of canonical pathways and their activation state in each cluster. In heat map, ranking is based upon activation z-score and color intensity depicts relative value of activation z-score. A positive value (red) indicates activation while a negative value (blue) indicates inhibition of the respective pathway. **b** Representative unique pathways identified by IPA in each population in murine esophageal epithelium along with their activation state. Source data are provided as a Source Data file. Source data are provided as a Source Data file.

### Defining age-associated alterations in esophageal epithelial biology

We next aimed to investigate the impact of tissue aging upon the cellular and molecular landscape of esophageal epithelium. We did not identify age-associated alteration in the relative representation of any of the 11 murine esophageal cell populations (Fig. 4a, b). Although these data suggest that esophageal epithelial cellular heterogeneity is stable in the context of tissue aging, age-associated alterations were detected across the transcriptional profiles of the 11 murine esophageal epithelial to varying degrees (Supplementary Fig. S8). IPA revealed that the majority of pathways showing age-associated alterations in murine esophageal epithelial populations were predicted to be activated (Fig. 4c). By contrast, oxidative phosphorylation was predicted to be inhibited in basal populations 2, 5, and 6 as well as in superficial populations 1, 2, and 3 (Fig. 4c). In evaluating the 130 genes displaying age-associated differential expression in young and aged, we found that 11 were associated with mitochondrial biology (Supplementary Fig. S9). To determine whether these findings based upon gene expression analysis were relevant to mitochondrial biology, we evaluated mitochondrial DNA (mtDNA) content and complex I activity in the esophageal epithelial-enriched layer of young and aged mice (Fig. 4d, e). Increased mtDNA levels coupled with decreased complex I activity supported age-associated disruption of mitochondrial biology in esophageal epithelium of aged mice.

**Fig. 4:**
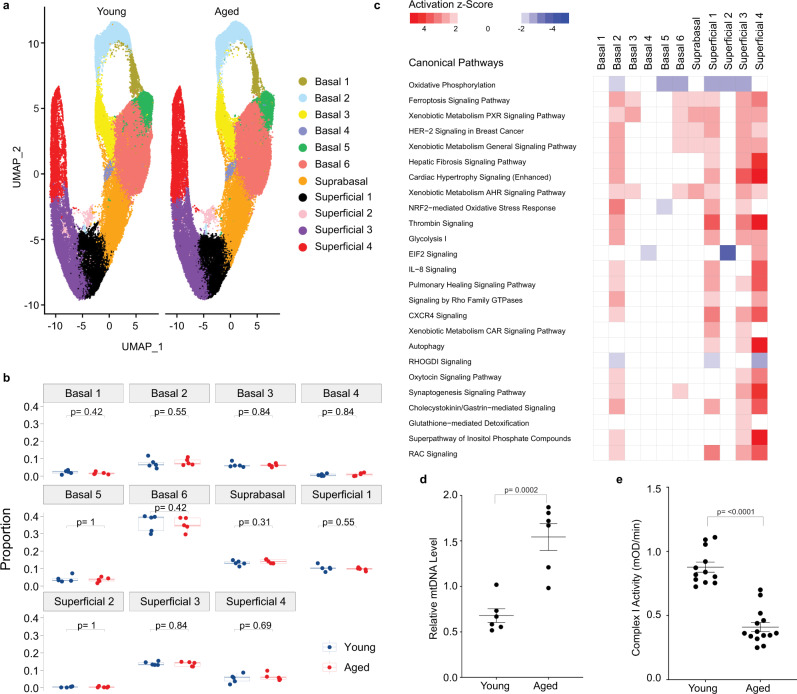
Age-associated alterations in murine esophageal epithelium. **a** Uniform Manifold Approximation and Projection (UMAP) visualization of Seurat cell populations in young and aged esophageal epithelium. **b** Proportion of each cell population as a fraction of all cells in the epithelium for each age group (*n* = 5 animals per age group). Indicated *p* values were determined using Wilcoxon signed-ranked test without adjustment for multiple comparisons. Log_2_ of the odds ratio of fractional proportions of each cell population. Odds ratio calculated by fractions in each respective cluster in aged mice over young mice. Each individual scatter point represents proportion indicated, box indicates quartiles, whiskers indicate minima and maxima. Mean is indicated by line striking through box. **c** Ingenuity pathway analysis identified the canonical pathways significantly altered in esophageal epithelial cell populations in aged mice relative to young mice. A positive value (red) indicates activation while a negative value (blue) indicates inhibition of the respective pathway. **d** DNA level of mitochondrial D-loop was determined relative to nuclear DNA-encoded gene Ikbβ in epithelial-enriched mucosal layer from young (*n* = 6 animals) and aged (*n* = 6 animals) C57B6 mice. *p = 0.0002. **e** Mitochondrial complex I activity was measured in esophageal tissue lysates from young (*n* = 12 animals) and aged (*n* = 14 animals) mice. *p < 0.0001. In (**d**, **e**) two-tail**e**d *t* test was used to compare means and data are represented as mean ± SEM. Source data are provided as a Source Data file.

### Evaluation of identified murine esophageal cell populations in murine esophageal organoids and human biopsy specimens

We next aimed to determine the relevance of the 11 cell populations identified in our murine esophageal epithelial data set in both 3D esophageal organoid culture and in human esophageal epithelium. After performing scRNA-Seq on 9,487 cells derived from murine 3D esophageal organoids and imputing cell identities established in our murine esophageal epithelial dataset (Fig. 5a, b), we found that 10 of the 11 murine epithelial cell populations were predicted to be present in 3D organoids with varying levels of transcriptional similarity among the clusters (Fig. 5c, d). Differences in the representation of several populations was also noted with decreased percentages of basal 2 and 3 as well as superficial 3 and 4 in 3D organoids where percentages of basal 5 and the suprabasal population were increased (Fig. 5e). Notably, a cell population with transcriptional similarity to superficial population 2 was not detected in 3D organoids (Fig. 5e). We continued to explore the relationship between our murine esophageal epithelial dataset and human esophageal epithelium using a published dataset in which scRNA-Seq profiled the cellular heterogeneity within normal esophageal tissue biopsies from 9 human subjects^24^. In this dataset, human esophageal epithelium was grouped into 5 cell populations: basal, suprabasal, suprabasal dividing, intermediate, and superficial (Fig. 6a). In comparison to our findings in murine 3D organoids, there was lower degree of similarity between murine and human esophageal epithelium with only 6 of the 11 murine epithelial cell populations predicted to be present in human biopsies (Fig. 6b–d). Among these 6 populations, we detected decreased representation of basal populations 1 and 6, superficial population 3, increased representation of superficial population 4, and no change in the representation of basal populations 2 and 5 in human esophageal epithelium (Fig. 6d). Taken together, these data indicate that murine 3D organoids largely recapitulate the cellular heterogeneity present in the murine esophageal epithelium, particularly with regard to basal cells, while there are marked differences in the cellular heterogeneity present in murine and human esophageal epithelium.

**Fig. 5:**
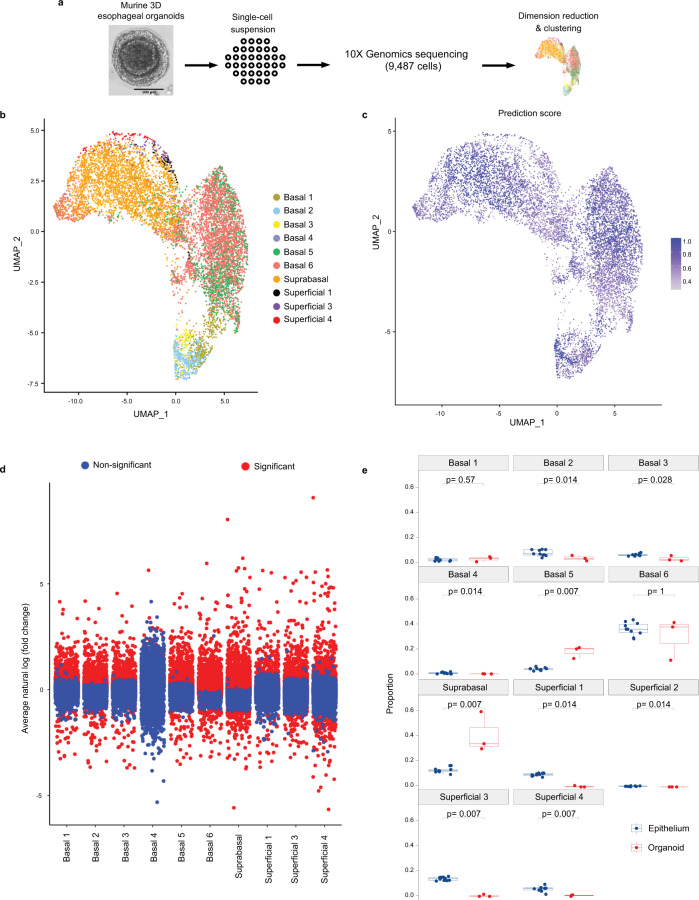
Imputation of cell populations identified in murine esophageal epithelium in 3D murine esophageal organoids. **a** Schematic overview of experimental design of single cell RNA-Sequencing (scRNA-Seq) from murine esophageal organoids established from mice (*n* = 3 independent experiments) and cultured for 15 days. Scale bar, 100 µm. **b** Seurat’s Uniform Manifold Approximation and Projection (UMAP) was used to visualize cell clusters within the epithelial dataset. **c** Prediction scores (based on confidence scale ranging from 0 to 1) of each cell population identified in organoids using classifications derived from murine esophageal epithelial scRNA-Seq dataset. Color intensity reflects the relative confidence that the predicted cluster identity is accurate with purple indicating cells with highest prediction confidence. **d** Average natural log fold change (FC) of individual genes in indicated cell population from murine 3D organoids as compared to the murine esophageal epithelial dataset. Genes marked as significant (indicated in red) have *p* < 0.05. **e** Comparison of proportions of each epithelial cluster in murine epithelial dataset (*n* = 10 animals) and 3D organoids (*n* = 3 independent experiments). Indicated *p* values in (**d**, **e**) were determined using Wilcoxon signed-rank test without adjustment for multiple comparisons. Each individual scatter point represents proportion indicated, box indicates quartiles, whiskers indicate minima and maxima. Mean is indicated by line striking through box. Source data are provided as a Source Data file.

**Fig. 6:**
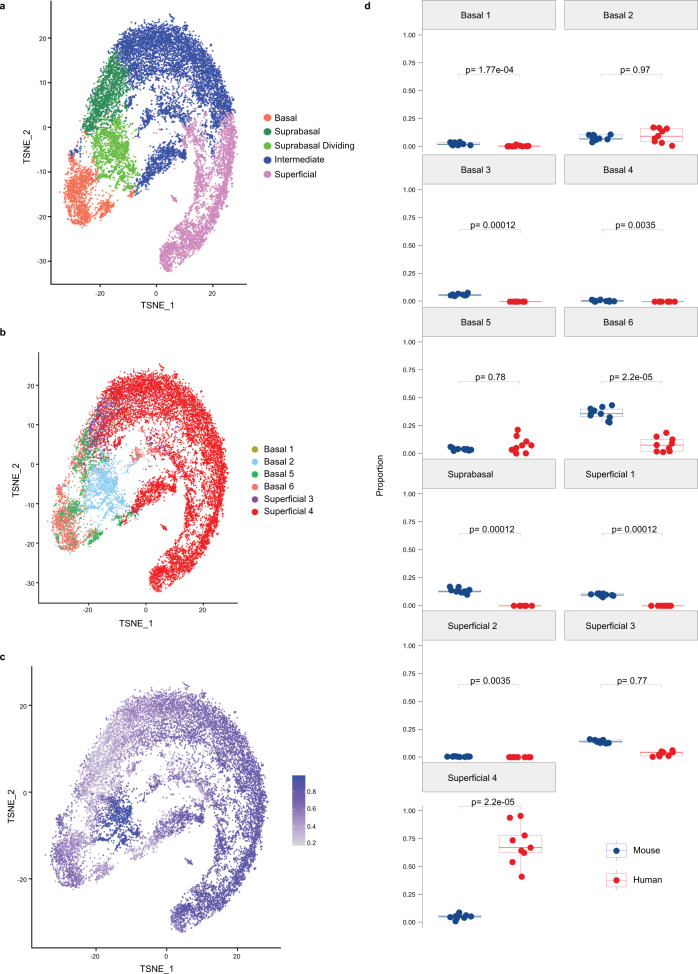
Imputation of cell populations identified in murine esophageal epithelium in human esophageal epithelial dataset. **a** Seurat’s t-distributed Stochastic Neighbor Embedding (tSNE) was used to visualize the cell clusters classified by Nowicki-Osuch and Zhang, et al.^24^ in the human esophageal epithelium. **b** tSNE visualization was used to visualize cell identities in human esophageal epithelial cells that are most comparable to the populations identified in the primary murine esophageal epithelial dataset. **c** Prediction scores (based on confidence scale ranging from 0 to 1) of each cell identified in human esophageal epithelium using classifications derived from murine esophageal epithelial single cell RNA-Sequencing dataset. Color intensity reflects the relative confidence that the predicted cluster identity is accurate with purple indicating cells with highest prediction confidence. **d** Comparison of proportions of each epithelial population in murine epithelial dataset (*n* = 10 animals) and human epithelial dataset (*n* = 9 human subjects). Indicated *p* values were determined using Wilcoxon signed-rank test without adjustment for multiple comparisons. Each individual scatter point represents proportion indicated, box indicates quartiles, whiskers indicate minima and maxima. Mean is indicated by line striking through box. Source data are provided as a Source Data file.

### Mapping cell fate trajectories murine esophageal epithelium

Finally, we aimed to characterize the relationships existing between individual epithelial cell populations along the proliferation/differentiation axis in murine esophageal epithelium (Supplementary Fig. S10). We employed Monocle 3 for pseudotemporal trajectory inference mapping of the gene expression profiles (Fig. 7a) and clusters (Fig. 7b) comprising our dataset. With this technique, the overall cluster distribution found using Seurat is conserved in the Monocle 3 UMAP projection with the following notable exceptions: enhanced dispersion of basal population 5 and altered localization of basal population 4 (Fig. 7b). These differences are a result of distinct batch correction techniques employed by each algorithm with Seurat utilizing an internal integration technique^25^ and Monocle 3 employing matching mutual nearest neighbors batch correction^26^. In order to construct a model of cell fate determination in murine esophageal epithelium we further evaluated cell cycle-associated genes across our data set (Fig. 7c). By integrating pseudotime projection with mapping of cell clusters and cell cycle-associated genes we developed a model wherein root cells located in the portion of basal population 6 located adjacent to the S phase-enriched cell fraction move into the cell cycle, giving rise to basal populations 1, 2, and 3 sequentially (Fig. 7d). As cells exit the cell cycle, they return to the G0/G1-enriched basal 6 pool which represents a decision point at which cells may either re-enter the cell cycle or remain in G0/G1 phase (Fig. 7d). Of the cells remaining in G0/G1, terminal differentiation appears to be the trajectory that most cells follow, moving from the basal population 6 pool to the suprabasal population and then sequentially through superficial populations 1, 3, and 4 with pseudotime failing to resolve the trajectory of superficial population 2. (Fig. 7d). Interestingly, a subset of G0/G1 appear to represent a third cell fate that is distinct from either murine esophageal basal cells that are destined to undergo cycling/self-renewal or to undergo SCD (Fig. 7d). This ‘alternative cell fate’ trajectory is enriched for a subset of basal population 6 and also in cells comprising basal populations 4 and 5 (Fig. 7d). We continued to examine gene modules in the pseudotemporal projection of our dataset (Fig. 7e). Of particular interest is module 18, which represents a set of genes displaying robust enrichment in basal populations 4, 5 and 6. IPA analysis of the genes in module 18 predicted alterations in several pathways, including Wnt/β-catenin signaling and regulation of epithelial mesenchymal transition (EMT), suggesting that these factors may contribute to alternative cell fate trajectory in murine esophageal epithelium.

**Fig. 7:**
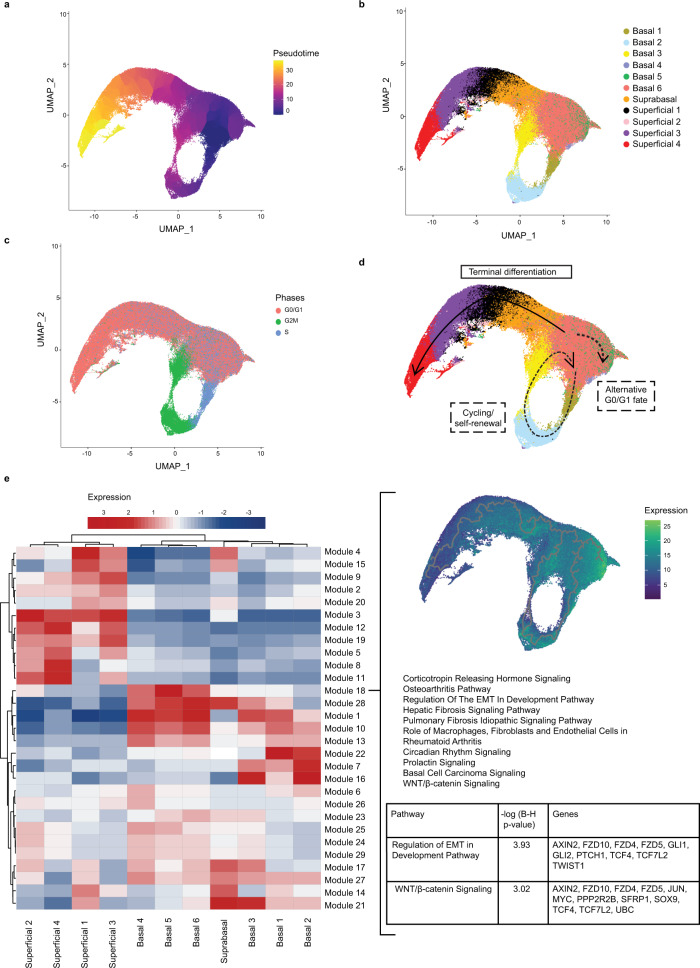
Pseudotemporal projection of cell populations and proposed model of cell fate in in murine esophageal epithelium. **a** Monocle 3’s Uniform Manifold Approximation and Projection (UMAP) visualization of murine epithelial cells in the dataset. Each cell is colored by its inferred pseudotime value with dark purple representing the earliest cells and bright yellow representing the latest cells in the trajectory. **b** Clusters identified in in the integrated analysis of the epithelium labeled in the pseudotime projection. **c** Expression of genes associated with each phase of the cell cycle were labeled in pseudotime projection. **d** A proposed model of cell fate trajectories in murine esophageal epithelium. **e** Modules of co-expressed genes and their expression in the 11 cell populations identified in murine esophageal epithelium. A positive value (red) indicates activation while a negative value (blue) indicates inhibition of the respective pathway. Module 18 is highlighted because of its enrichment in basal clusters 4, 5, and 6, which comprise the proposed alternative cell fate in murine esophageal epithelium. Within Module 18, relative gene expression level is indicated from lowest (dark blue) to highest (light green). Significantly enriched pathways as identified by Ingenuity pathway analysis are listed along with genes in two pathways of interest, Regulation of epithelial mesenchymal transition (EMT) in Development Pathways and Wnt/β-catenin Signaling.

## Discussion

There is a growing body of literature in which scRNA-Seq technology is leveraged for molecular characterization of squamous epithelial tissues^27,28^, including the normal and diseased esophagus^24,29–35^. Our study represents a significant advance in the field of squamous epithelial biology, analyzing the transcriptome of 44,679 esophageal keratinocytes to resolve the cellular landscape of normal murine esophageal epithelium. We further provide in-depth molecular characterization of the collective profiles of basal, suprabasal, and superficial cells as well as the 11 individual cell populations identified in murine esophageal epithelium. Such characterizations are hypothesis-generating, identifying candidate pathways, transcription factors, and kinases that may be explored in subsequent functional investigations with regard to their roles in regulating SCD in the esophagus as well as in establishing and/or maintaining the identities of the 11 epithelial cell populations. For example, the downregulation of pathways associated with metabolism of nutrients, including cholesterol, glucose, and fatty acids, are predicted to be upregulated in superficial cells as compared to basal cells. Should differences in the metabolic activity of basal and superficial cells be validated, a critical consideration as our findings are based upon transcriptomic profiling, it will be of interest to determine whether they are merely a reflection of differential energy demands or if such alterations may actively contribute to SCD. While metabolic reprogramming has been linked to cell differentiation in various cell types, including mesenchymal stem cells^36,37^, it has not been explored in the context of SCD in the esophagus.

In addition to shared molecular features based upon stage of lineage commitment, IPA analysis further predicts that each of the 11 cell populations identified in murine esophageal epithelium displays unique pathway alterations. Although these findings will require further validation, they support the notion that the identified cell populations may have discrete roles in the esophagus. Defining the functional significance of the 6 identified basal cell populations is of particular interest as the question of what degree, if any, heterogeneity exists among esophageal basal cells remains controversial. Lineage tracing in mice coupled with mathematical modeling support a single-progenitor model wherein all esophageal basal cells have equal capacity to proliferate or differentiate to facilitate tissue renewal^16,20^. However, several other studies have identified markers associated with functional heterogeneity in the mouse esophagus. Slow-cycling/long-lived esophageal basal cells with self-renewal capacity have been identified by positivity for CD34, KRT15, or a combination of high integrin a6 and low CD71 expression^14,17,18^. By contrast, work by DeWard et al. indicates that a proliferative subset of basal cells defined by high expression of integrin β4 and positivity for CD73 exhibits the greatest stem cell potential in murine esophageal epithelium^15^. Herein, we integrate pseudotemporal trajectory inference mapping with expression of cycle-associated genes in the 11 cell populations identified in murine esophageal epithelium to develop a model of cell fate trajectories. We propose that G0/G1 cells in basal population 6 give rise to a pool of cells that may continually move through the cell cycle (termed ‘cycling/self-renewal’), providing the capacity for tissue renewal. Such as population is consistent with the rapidly cycling progenitor population identified in the basal layer of murine oral epithelium^27^. After exiting the G2/M phase of the cell cycle, cells stemming from basal population 6 may instead elect to remain in G0/G1 with two possible trajectories: terminal differentiation or an alternative cell fate. Studies in both murine esophageal and oral epithelium support then notion that squamous epithelial cells in the basal cell layer may either remain in the cell cycle, acting as proliferative progenitor cells, or exit the cell cycle as they prepare to migrate away from the basal layer and initiate terminal differentiation^16,27^. What remains to be determined, however, is the biological significance of the alternative cell fate trajectory identified in esophageal epithelium. The end point of this trajectory is comprised of basal clusters 4, 5, and 6 and is associated with enrichment for Wnt/β-catenin signaling and regulation of EMT, both of which have been associated with stemness in esophageal epithelium^15,38–40^. Though it is tempting to speculate that this alternative trajectory may represent cells in the G0/G1 phase of the cell cycle with increased stem potential, perhaps consistent with a slow-cycling or long-lived cell population, functional studies are necessary to investigate this hypothesis. Data from the current study will serve as a valuable resource to facilitate identification of specific markers of the 6 individual basal cell populations in murine esophageal epithelium. Subsequent lineage tracing and ablation strategies may then be used to define specific roles for these cell populations in the context of esophageal homeostasis as well as disease models.

Our findings further indicate that esophageal organoids, which have been increasingly employed to study esophageal biology in an ex vivo setting^15,17,41–47^, may prove to be a valuable tool in defining the functional roles of individual esophageal epithelial populations. Indeed, 10 of the 11 cell populations identified in murine esophageal epithelium, including all 6 basal populations, are predicted to be represented when murine esophageal keratinocytes are cultured in this 3D experimental platform. Superficial population 2 is the only population that does not appear to be represented in 3D organoids. Notably, pseuodotemporal trajectory inference in our murine epithelial dataset failed to incorporate superficial population 2 into the projected trajectory, revealing that cells in the suprabasal population moved sequentially through superficial populations 1, 3, and 4, the latter of which is the most terminally differentiated population. Although this finding raises questions regarding the significance of superficial cluster 2 with regard to SCD in the esophagus, it also indicates that cell populations making up the typical trajectory for cells undergoing SCD are preserved in 3D organoids.

Despite notable differences when comparing murine and human esophageal epithelium, including increased number of cell layers and the lack of luminal keratin deposition as well as the presence of papillae and a largely quiescent basal cell layer in the human esophageal epithelium^11,12^, the mouse is commonly used as a model system to study esophageal biology. Here, we report marked inter-species variability with regard to cellular heterogeneity when comparing human and murine esophageal epithelium. Our data indicate that only 6 of the 11 cell types identified in mouse esophageal epithelium are predicted to be present in normal human esophageal epithelium. Notably, these 6 cell types account for all phases of the cell cycle with S phase-enriched basal population 1, G2/M phase-enriched basal 2, as well basal populations 5 and 6 and superficial populations 3 and 4, all four of which are G0/G1 phase-enriched. Consistent with the presence of a quiescent basal cell layer and proliferative suprabasal cell layer in humans, our data indicate the population defined as ‘basal’ in human esophageal epithelium is comprised largely of G0/G1-enriched basal populations 5 and 6 while the ‘suprabasal dividing’ population in humans is comprised of basal populations 1 (S-enriched) and 2 (G2/M-enriched). The human ‘suprabasal dividing’ and ‘superficial’ populations further display highest level of transcriptional similarity to their murine counterparts as indicted by prediction scoring. Thus, although our studies indicate decreased cellular heterogeneity in human esophageal epithelium relative to its murine counterpart, there is conservation of both the cell cycle and the basal/superficial cell axis. Additionally, the presence of a COL17A1 as a marker of basal cells in murine esophageal epithelium is consistent with studies in human esophageal epithelium^11,29^. Further studies are required to determine if the molecular signatures associated with basal and superficial cells in murine esophageal epithelium are conserved in human esophageal epithelium. Should this prove to be the case, it would support the potential translational utility of findings related to esophageal biology in murine models.

An additional strength of the current study is the evaluation of the impact of tissue aging upon the cellular and molecular landscape of murine esophageal epithelium. Our findings indicate that representation of the individual 11 cell populations comprising mouse esophageal epithelium is stable in the context of aging; however, the transcriptional profiles in these subsets are altered. In esophageal epithelium of aged mice, IPA predicted inhibition of oxidative phosphorylation and analysis of complex I activity supported impaired mitochondrial function. mtDNA level, however, was found to be increased in aged esophageal epithelium, potentially as an attempt to restore mitochondrial function. IPA further predicted enrichment of several stress-associated pathways that have been demonstrated to intersect with mitochondrial biology, including ferroptosis signaling pathway, NRF2-mediated oxidative stress, and autophagy. It remains to be determined how such alterations may play a role in age-associated esophageal diseases, including cancer.

In sum, this study provides in-depth analysis of the cellular and molecular landscape of murine esophageal epithelium under homeostasis and in the context of tissue aging. In addition to the noted future directions, it will be of interest to examine the spatial organization and interact ions of the 11 cell types identified as well as how these parameters may be influenced by aging and exposure to stimuli relevant to esophageal diseases. Such studies will build upon the cellular roadmap for murine esophageal epithelium established in the current study and further our understanding of mechanisms of homeostasis and disease in this organ.

## Methods

### Ethical considerations

All research for the current study complies with all relevant ethical regulations. All murine studies were performed under a Temple University Institutional Animal Care & Use Committee-approved protocol (#5018).

### Murine epithelial tissue collection and processing

Wild type C57Black6 mice (Cat# 000664) were purchased from Jackson Laboratories at age 10 weeks or 70 weeks. Mice were allowed to acclimate for at least 2 weeks prior to use for experiments. Mice were housed in individually ventilated caging racks on corncob bedding with 12:12 light-dark cycle. Mice had ad libitum access to filter-sterilized water and standard irradiated chow. Cages were changed every 2 weeks. Temperature was maintained at 68–72° F. Humidity was maintained between 30% and 70%. Whole esophagi were dissected from young (≤4 months; Range 12–13 weeks) and aged (≥19 months; Range 19–20 months) mice. For experiments using epithelium-enriched mucosal layer, muscle layer was physically removed using forceps then the esophagus was cut open longitudinally to expose epithelial surface. 

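Bulk RNA-Seq of both layers gives a measure of how much muscle RNA remained after this step. The sarcomeric actin gene Acta1 (chromosome 8, 123891769 to 123894751 in GRCm38) had 95.7 ± 125 normalized counts in peeled epithelium (SD, n = 9) and 9389 ± 1663 in stroma (SD, n = 5), so that its mean in epithelium was 1.02% of that in stroma. Its log2 fold change was -6.62 (standard error 1.01, adjusted p = 3.94e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between epithelial samples, Acta1 ranged from 1.38 to 367 normalized counts. All 12 skeletal muscle genes examined (Acta1, Ckm, Des, Tnnt3, Myh1, Myh2, Myh4, Mylpf, Tnni2, Tnnc2, Ttn and Neb) were DEGs lower in epithelium, with log2 fold changes from -7.39 to -4.53 and a median of -6.52. Des did not follow Acta1 between epithelial samples. It had 178 and 163 normalized counts in OF5 and YM4, where Acta1 had 1.38 and 4.50, so its counts there need not come from skeletal muscle. Reads of the neighbouring myosin genes Myh1, Myh2 and Myh4 may have been divided between them by the authors' counting. Smooth muscle and fibroblast genes differed less between the layers. Of the 5 smooth muscle genes, Acta2 (log2 fold change -1.04) and Smtn (-0.89) were DEGs lower in epithelium, while Myh11 (-0.55), Cnn1 (-0.92) and Tagln (0.22) were not DEGs. Their median of -0.89 lay at percentile 24.9 of 10000 random lists matched on mean expression. Among the 6 fibroblast genes, Col3a1 (log2 fold change -0.86), Dcn (-1.07) and Pdgfra (-1.05) were DEGs lower in epithelium, and Col1a1 (-0.24), Col1a2 (-0.36) and Lum (-0.20) were not. Their median of -0.61 lay at percentile 12.5 of the matched random lists. In simulated counts with 200 of 16320 genes changed, 13 of 68 genes changed by a log2 of 1 were recovered between the layers. In the data, 9441 genes were DEGs, which makes the adjusted threshold less strict than in the simulation. How often changes of this size are missed here was therefore not measured. Col1a1 had 93.4 ± 26.5 normalized counts in epithelium (SD, n = 9) and 111 ± 35.3 in stroma (SD, n = 5). The sign of Tagln and of Lum changed between processing alternatives. Which smooth muscle genes were DEGs also varied over the 15 alternatives: Cnn1 was a DEG lower in epithelium in 3 and Myh11 in 2 of them, while Acta2 was not in 4 and Smtn not in 2. With at least 10 counts in every sample, all 4 smooth muscle genes tested and 5 of the fibroblast genes were DEGs lower in epithelium; without mouse Y1 4 smooth muscle genes were, and without O2 neither Acta2 nor Smtn was. With mouse as a block, Acta2 had a log2 fold change of -0.75 (adjusted p = 0.0678 from the same edgeR test) and was no longer a DEG.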

For single cell isolation, peeled esophageal epithelium of 5 young (12–13 weeks of age; 2 male, 3 female) and 5 aged (84–85 weeks of age; 2 male, 3 female) mice were incubated in 1 ml of 1X Dispase I (Corning 354235) in Hank’s Balanced Salt Solution (HBSS) (Gibco 14025-076) containing penicillin/streptomycin (1% v/v Gibco 15140-122), gentamycin (5 μg/ml, Apex 25–533), Fungizone (500 μg/ml, Genesis 25–541) for 10 min at 37 °C with shaking at 1,000 RPM (ThermoMixer F1.5 Eppendorf). Following removal from Dispase I, esophageal epithelium was chopped into 3 pieces with sharp scissors then incubated in 1 ml of 0.25% Trypsin-EDTA for 10 min at 37 °C with shaking at 1000 RPM. Trypsin and tissue pieces were forced through a cell strainer (70 μm) into a 50 ml conical tube containing 4 ml of soybean trypsin inhibitor (STI). Cells were pelleted at 1200 RPM for 5 min and pellets were then resuspended in 500 μl of complete mouse keratinocyte–serum-free medium (Gibco Cat# 37010022). Cell number and viability were measured by Automated Cell Count (Invitrogen Countess II FL) by mixing 10 μl of cell suspension with 10 μl 0.4% trypan blue solution (1:1). For single-cell experiments, at least 300,000 cells were isolated from each mouse, serving as individual biological replicates. Dead cells were removed by Miltenyi Biotec dead cell removal kit (Cat# 130-090-101) and OctoMACS starting kit (130-042-108) according to manufacturer’s instructions. Cells with 80–95% viability were used for single cell encapsulation. For downstream molecular studies, epithelium-enriched mucosal layer or whole esophagus were processed as described below.

### scRNA library preparation and sequencing

The single cell droplets were generated with chromium single-cell controller using Chromium Next GEM Single Cell 3’ Kit v3.1 (10x Genomics, cat# 1000121). 5000–7000 cells were collected to make cDNA at the single cell level. Full-length cDNA with UMI was synthesized via reverse-transcription in the droplet. After PCR amplification and purification, cDNA was fragmented to around 270 bp and the Illumina adapters with index were ligated to the fragmented cDNA. After PCR, purification, and size selection, the single cell RNA libraries were 450 bp in length and sequenced on Illumina sequencer at R1 = 28 bp, R2 = 91 bp.

### Deconvolution of scRNA-seq reads

Deconvolution of scRNA-Seq reads followed the 10X Genomics Cell Ranger (v6.0.0) pipeline^48^. Massively parallel digital transcriptional profiling of single cells was performed using the command ‘cellranger count with FASTQ files’ as input from each sample. For cellranger count, R1 and R2 were trimmed to 28 and 91 bp, respectively, to remove PCR adapters. The mouse genome mm10 (GENCODE vM23/Ensembl 98) was used as the reference for genome alignment and feature counting. From the output, the filtered matrices are used for downstream analyses.

### Data filtering, integration, dimensionality reduction, and clustering

The matrices for each murine peeled epithelium sample were imported and transformed into Seurat (v4) objects for further processing. Cells with over 10% of their transcripts consisting of mitochondrial genes, over 3,000 unique genes, and over 10,000 total UMI were excluded to remove doublets or dead/dying cells. A total of 173,396 cell reads (replicate reads from 45,003 unique cells) passed this threshold for further analyses. Analysis of the filtered matrices follows the Seurat integration workflow described by Stuart, et. al.^25^ using the SCTransform function, which normalizes counts while accounting for read depth and subsequently searches for the top 2000 most variable feature per sample with the corrected counts for integration. Reciprocal PCA was then used to find integration transcript anchors between all of the matrices. Genes used for integration were ranked by the number of matrices they appear in. From this point on, dimensionality reduction used the genes and values that were pre-processed using the integration workflow. However, raw and normalized counts were stored for downstream differential expression tests. The resulting dataset was then reduced dimensionally via PCA, resulting in 30 principal components. An elbow plot was generated to see the standard deviations of each component, which verifies that the first 30 principal components contain most of the sources of variation in the dataset. To capture all the sources of variation in the dataset, all principal components were then used as input to the UMAP dimensionality reduction procedure (arXiv:1802.03426). Because of our interest in the relationship between cell cycle phases and cell fates, we opted not to regress cell cycle genes in our dimensionality reduction steps. A Shared Nearest Neighbor (SNN) graph was then constructed with the principal components of PCA by first determining the nearest neighbors for each cell and subsequently creating the SNN guided by the neighborhood overlap between each cell and its nearest neighbors. Clusters were then determined by a modularity optimization algorithm by Waltman and van Eck^49^. The initial clustering discovered non-epithelial populations that were subsequently excised, leaving in 172,283 cell reads from 44,679 unique cells identified as epithelial and used for further analyses. The remaining cells were then re-clustered with a repeat of the integration workflow described above. To choose an optimal clustering resolution, a clustering tree was generated with the R package clustree which depicts the movement of cells across clusters as resolution is increased from 0.1 to 1 with 0.1 increments. The resolution 0.2 was chosen, as it is the earliest resolution that created several clusters that were stable as the resolution was increased, as well as having a minimal number of clusters that were composed of multiple clusters from the next lowest resolution. Described dimensionality reduction and clustering procedures were also used for the murine organoid samples. Because of the presence of dead and dying cells, cells with <1500 unique genes were excluded from the dataset before dimensionality reduction and clustering. As a result, 9487 unique cells were used for dimensionality reduction and clustering for further analyses.

### Cell cluster analyses

For each cluster, DEGs were calculated by comparing the expression of genes within the cells of the cluster over the expression of the genes in all other clusters. The statistical workflow to determine differential expression was Seurat’s implementation of the Wilcoxon’s signed-rank test. The significance cutoff for DEGs is a Bonferroni-adjusted *p* value of 0.05, and the fold change cutoff is below −0.25 or above 0.25 natural log fold change. To characterize the differential regulation of pathways in each cluste, DEGs that pass the cutoff from each cluster were exported into “IPA [http://www.ingenuity.com]” (Qiagen) for IPA core and comparison analysis. The Seurat function CellCycleScoring was used to predict the cell cycle of each cell. The function takes as input a list of S phase upregulated genes and G2/M upregulated genes, and outputs the score for each phase. The S and G2/M phase genes were provided within the Seurat package as objects “cc.genes.updated.2019$s.genes” and “cc.genes.updated.2019$g2m.genes”, respectively. The cell cycle phase is determined by the dominating score. Cells with weak scores for both phases are classified as G0/G1 phase cells. To compare each clusters’ proportional size between the different age groups, each sample’s cluster proportions were calculated, and a Wilcoxon signed-rank test was performed to compare the mean cluster proportions between the two age groups.

### Pseudotime

For pseudotemporal inference, cells analyzed with Seurat were exported to Monocle 3. Pre-processing in Monocle 3 follows the methodology outlined by Cao et al.^26^, which includes a batch correction step treating each mouse as a different batch to find a commonly shared reduced dimension. To verify that the cluster stratification of our primary murine epithelial dataset was reproducible, we used Monocle’s default parameters without any changes. Monocle 3’s procedure results in a UMAP structure, from which a trajectory graph was inferred. To model how epithelial cells cycle and assume different cell fates, the cells of basal cluster 6 prior to entrance into the S phase of the cell cycle were chosen as the root population. Finally, to further elucidate the biological processes that govern epithelial proliferation and differentiation, Monocle 3 was also used to find modules of co-expressed genes.

### Bulk RNA-seq comparison of epithelial and stromal tissue

To identify DEGs between epithelial and stromal tissue, FASTQ files from both epithelial and stromal bulk RNA-Seq experiments were first aligned to the GRCm38.p6 mouse genome from GENCODE using the library Rsubread on R^50^. 

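The counts of the bulk RNA-Seq samples fall unevenly over genes. The gene CT010467.1, annotated as ribosomal RNA (chromosome 17, 39846353 to 39848827 in GRCm38), took 10.4% to 23.3% of the counts in the epithelium of the 5 mice with both layers, 63.9% to 73.9% in the epithelium of OF5, OM8, YF5 and YM4, and 1.47% to 1.88% in stroma. It overlaps the genes Gm42418 and AY036118 in sequence. A 57-base locus annotated as a microRNA, Gm23935 (chromosome 16, 11144125 to 11144181), has the same sequence as Gm24270 (chromosome 9, 56223715 to 56223771), and took 15.0% to 20.5% of the counts in the epithelium of the 5 mice with both layers. How reads of such repeated loci were assigned is not given in the paper's text. The layer comparison rests most on protein-coding genes. Counts on these were 1041386 to 1432506 per sample in OF5, OM8, YF5 and YM4 and 7959314 to 11051045 in the epithelium of the other 5 mice. Total counts also differed, from 8217516 to 9399448 in the former and from 16477424 to 21867101 in the latter. Part of this gap is therefore total depth. Mitochondrially encoded genes took 1.53% to 6.24% of the counts in epithelium and 15.5% to 27.9% in stroma, in every sample mostly on the mitochondrial rRNA genes mt-Rnr1 and mt-Rnr2. The number of genes with at least 1 count ran from 16695 to 41308 per sample, and was 20115 in the stroma of O3 and 41308 in the stroma of Y3 at totals of 15644580 and 14954878 counts. On the TMM-adjusted library size of the layer comparison, 3 counts correspond to 0.707 to 1.25 normalized counts in OF5, OM8, YF5 and YM4 and to 0.0872 to 0.175 in the other samples. Library size factors from TMM were 0.256 to 0.506 in OF5, OM8, YF5 and YM4 and 1.28 to 1.74 in the other samples. The 20 pairs of samples of one condition differed by more than sampling noise, with a chi-square of at least 9.93 per degree of freedom. No pair therefore looked like one library sequenced again, and each sample was counted once. Set against sampling noise alone, this cannot show that the samples are independent.

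**Figure D2:**
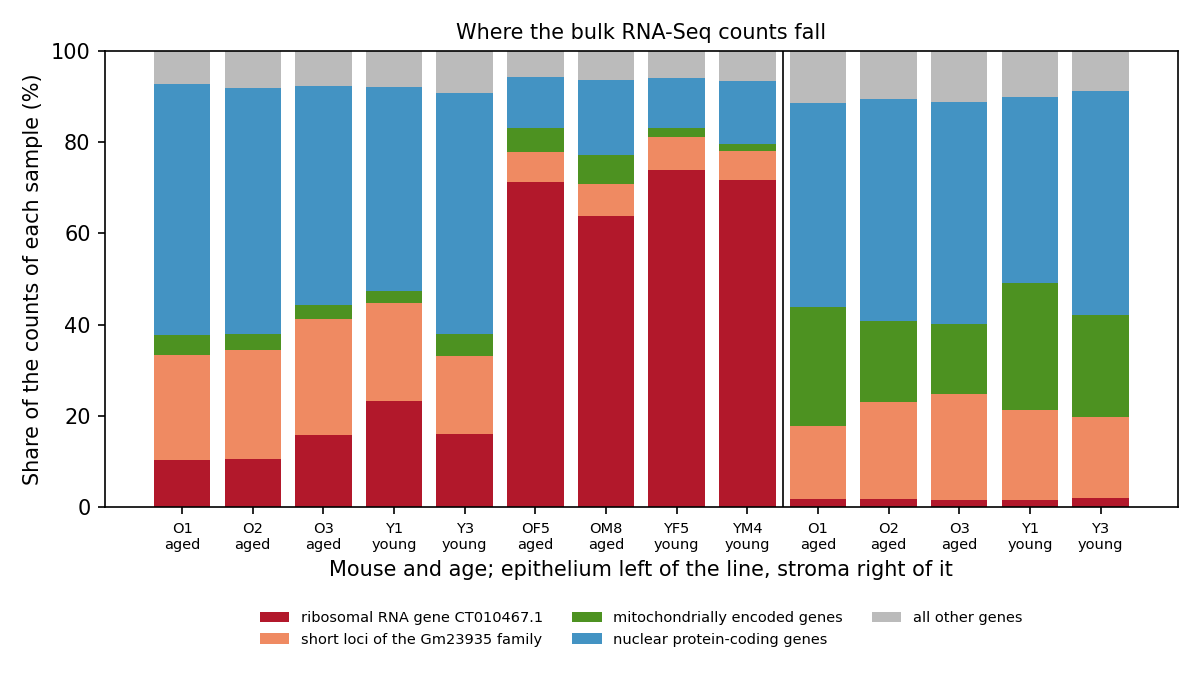
Share of the counts of each bulk RNA-Seq sample, in percent, on the ribosomal RNA gene CT010467.1, the short loci of the Gm23935 family, mitochondrially encoded genes, nuclear protein-coding genes and all other genes. Each bar is one sample, with the 9 epithelial samples on the left of the line and the 5 stromal samples on its right; the ribosomal RNA gene takes 63.9% or more in OF5, OM8, YF5 and YM4 and 23.3% or less in every other sample.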

The resulting BAM files were then summarized at the gene level and counted using Rsubread’s featureCounts functionality, producing a counts matrix for all the epithelial and stromal samples and their gene counts. The count matrix was then used to compare epithelial and stromal gene counts using the library DESeq2 in R^51^ with an alpha of 0.05.

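With edgeR's quasi-likelihood test on the 9 epithelial and 5 stromal samples, 9441 of the 16791 genes tested were DEGs at an adjusted p-value (Benjamini-Hochberg) under 0.05. Of these, 4382 were higher and 5059 lower in epithelium. For 5253 of them, no epithelial sample overlapped any stromal sample, a separation that chance gives for 0.0999% of genes. DESeq2, the library the authors used, called 10018 DEGs from the same samples, of which 9281 were shared and had the same direction. The filter on low counts moved the number most, to 14026 DEGs among 49574 genes without a filter and to 4316 among 6711 genes with at least 10 counts in every sample. The 5 mice with both layers allow a paired comparison. In genes tested in both layers, the deviations of a mouse's epithelium and stroma from their group means correlated at a mean r of 0.0863 across genes over the 5 same-mouse pairs, against -0.0536 over 8 pairs of different mice of the same age. Centring on group means of 2 or 3 mice by itself sets same-mouse and different-mouse pairs against each other, genes are not independent replicates, and no p-value is attached to this difference. With mouse as a block, 8590 of 16713 genes were DEGs, 4587 higher and 4003 lower in epithelium, and without the block the same 10 samples gave 9400. With each of the 5 mice left out in turn, the number of DEGs was between 8395 and 9484. Among DEGs with an average log2 CPM of at least 5 and no overlap between the layers, the 5 largest increases in epithelium were in Lce3e (log2 fold change 9.91), Serpinb11 (9.63), Defb4 (9.51), Lce3a (9.10) and Klk14 (9.06). Lce3e (chromosome 3, 92967061 to 92968281 in GRCm38) had 132 ± 40.7 normalized counts in epithelium (SD, n = 9) and 0.122 ± 0.144 in stroma (SD, n = 5), with an adjusted p of 3.25e-12 from the edgeR test. Lce3e and Lce3a are paralogs whose reads the counting may have divided. The 5 largest decreases were in Cfd (log2 fold change -9.55), Igkc (-8.37), Ttn (-7.39), Ighm (-7.38) and Cox6a2 (-7.37). Ttn (chromosome 2, 76703980 to 76982547) had 174 ± 177 normalized counts in epithelium (SD, n = 9) and 29129 ± 8230 in stroma (SD, n = 5), with an adjusted p of 8.88e-08 from the same test. The immunoglobulin genes varied between stromal samples, Igkc from 10.2 to 868 and Ighm from 21.8 to 1178 normalized counts, both highest in O3. With one mouse left out in turn, the log2 fold change ran from -8.61 to -7.28 for Igkc and from -7.61 to -5.80 for Ighm.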

### In situ studies

RNA fluorescence in situ hybridization (FISH), immunohistochemistry (IHC), and immunofluorescence (IF) were performed in formalin-fixed paraffin-embedded murine esophageal specimens. IHC was performed for COL17A1 (Invitrogen, MA5-24848l, Clone 2C3 1:100), ATP1B3 (Abcam, ab137055; Clone EPR8981, 1:100) and CNFN (Novus Biologicals, NBP2-14668; 1:100). Slides were counterstained with Hematoxylin and imaged on a Leica DM30 microscope at 400X magnification. IF was performed for KRT14 (NeoMarkers, MS-115-PABX; Clone LL002; 1:200). Slides were counterstained with DAPI and imaged at 200X magnification. IHC and IF were performed using standard protocols^39,43^. RNA FISH was performed using RNAscope technology (Advanced Cell Diagnostics) following the manufacturer’s protocol and RNAscope probes for murine *Krt5*, *Krtdap*, positive control, and negative control. Slides were counterstained with DAPI and imaged on a Leica SP8 confocal microscope at 400X magnification.

### Immunoblotting

2 × 10^5^ primary murine epithelial cells were seeded in 6-well plates. After 72 h, cells were treated with 0.018 or 0.6 mM CaCl_2_ for an additional 72 h. Cells were lysed in cell lysis buffer (Cat# 9830 S, Cell Signaling Technology) containing protease/phosphatase inhibitor cocktail (Cat# 5872 S, Cell Signaling Technology). Protein concentration was determined by Qubit™ protein assay kit (Cat# Q33211, Invitrogen). Protein samples were solubilized in NuPAGE™ LDS Sample Buffer (Cat# NP0007, Invitrogen) and denatured with NuPAGE™ sample reducing agent (Cat# NP0009, Invitrogen) containing 50 mM dithiothreitol. 30 μg of denatured protein was fractionated on NuPAGE™ Bis-Tris 4–12% gel (Cat# NP0335BOX, Invitrogen). Following electrotransfer, Immobilon-P PVDF membranes (Cat# IPVH00010, Millipore Sigma) were blocked in blocking buffer containing 5% nonfat milk (Cat# LP0031B, ThermoFisher Scientific) in PBST (PBS and 0.1% Tween 20) for 1 h at room temperature. Membranes were then incubated overnight with primary antibodies diluted in blocking buffer and then with the appropriate HRP-conjugated secondary antibody for 1 h at room temperature. β-actin served as a loading control. A list of antibodies with dilutions used is provided in Supplementary Table S1.

### 3D organoid assays

Murine esophageal 3D organoid formation assays were performed on freshly isolated primary murine epithelial cells (PMECs)^43^. Briefly, a single cell suspension of PMECs in keratinocyte serum free medium was mixed with 90% Matrigel. For each well of a 24-well plate, 500–1000 cells in 50 μl Matrigel were seeded to initiate 3D organoid formation. After solidification, 500 μl of advanced DMEM/F12 supplemented with 1X Glutamax, 1X HEPES, 1X penicillin-streptomycin, 1X N2 Supplement, 1X B27 Supplement, 0.1 mM N-acetyl-L-cysteine, 50 ng/ml human recombinant EGF, and 2.0% Noggin/R-Spondin-conditioned media was added and replenished every 3–5 days. At the time of plating, 10 μM Y27632 was added to the culture medium. Organoids were grown for 15 days before recovering from Matrigel with Dispase I. Then, organoids were dissociated in 1 ml of 0.25% Trypsin-EDTA for 1 h at 37 °C with shaking at 1000 RPM. Trypsin and cells were forced through a cell strainer (70 μm) with 4 ml of 250 μg/ml STI in 1X PBS. Cells were pelleted at 1000 RPM for 5 min then resuspended in 500 μl of complete mouse KSFM. Cell number and viability were measured by Automated Cell Count.

### Imputation of cell populations in scRNA-seq data from human biopsy specimens and 3D murine

#### Esophageal organoids

Human epithelial scRNA-Seq data was obtained from Nowicki-Osuch and Zhang et al.^24^. A reference dataset for the normal human esophagus was made publicly available on the “Esophagus Cancer Atlas [https://www.esophaguscancercellatlas.org]”, from which the R object NE.rds was downloaded. For each cell in either the murine esophageal organoid or human epithelial dataset, an imputation was done to infer which of the cell populations in our integrated murine peeled epithelium data is analogous. This is done with Seurat’s label transfer pipeline (FindTransferAnchors and TransferData), which finds anchors between the reference integrated murine epithelium dataset and each query dataset and subsequently transfers the cell population labels onto the cells in the query datasets. Population labels are chosen based on which of the reference population has the max prediction score (a scale ranging from 0 to 1 signifying confidence for each label) for each of the query cells.

#### Mitochondrial assays

The activity of mitochondria Complex I was measured in peeled murine epithelium-enriched mucosal layer using Complex I Enzyme Activity Assay kit (Abcam, ab109721) according to the manufacturer’s instructions. Briefly, epithelium-enriched mucosal layer from young and aged mice was suspended in 500 µl chilled PBS and completely homogenized using a Dounce homogenizer with 20–40 passes. Protein lysis buffer was added to the tissue for protein extraction followed by 30 min ice incubation to allow solubilization. Samples were centrifuged at 16,000 x *g* for 20 min at 4 °C. Supernatant was collected as tissue lysate and diluted to a desired concentration after protein estimation. Tissue lysate was added to 96-well microplates precoated with capture antibodies specific for Complex I. Once target was immobilized, Complex I activity was determined following the oxidation of NADH to NAD and the simultaneous reduction of a dye. Absorbance was measured at OD = 450 nm using a spectrophotometer. mtDNA level was measured by qPCR of DNA from epithelium-enriched mucosal layer. DNA isolation was performed using DNeasy Blood and Tissue Kit (Qiagen Cat# 69506) according to the manufacturer’s instructions. qPCR was performed using PowerUp SYBR green master mix (Thermo Fisher) with the following primers: Ikbβ For: GCTGGTGTCTGGGGTACAGT Rev: ATCCTTGGGGAGGCATCTAC, and mtDNA D-Loop Fwd:ACTATCCCCTTCCCCATTTG Rev: TGTTGGTCATGGGCTGATTA. The relative fold change between samples of mtDNA D-loop was calculated with normalization to the nuclear encoded Ikbβ.

#### Statistics

Descriptive statistics are presented as mean ± standard error of the mean or median (minimum–maximum) for continuous variables and frequency counts (percentages) for categorical variables. Two-sample *t* test or Wilcoxon rank-sum test and one-way analysis of variance or Kruskal–Wallis test comparing two and three groups, respectively for continuous variables and chi-square test or Fisher’s exact test for categorical variables were used.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Information Inventory

Peer Review File

Supplementary Dataset 1

Reporting Summary

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request. Source data are provided with this paper for the following figures: 2c, d; 3a; 4b–e; 5e; 6d; 7e; S6; S7. Gene expression and pathway information for each cluster generated in this study are provided in the Supplementary Information/Source Data file. The processed cell and gene matrices are available at GEO accession “GSE193376” as Supplementary Files. The repository Whelan-scRNA-Esophagus-Dec21 is archived on Zenodo under the 10.5281/zenodo.6286725 on February 25, 2022.

# Supplementary material for: Single cell transcriptomic analysis reveals cellular diversity of murine esophageal epithelium
**Source:** Nat Commun. 2022 Apr 20;13:2167. doi: 10.1038/s41467-022-29747-x
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

‘Single cell transcriptomic analysis reveals cellular diversity of murine esophageal epithelium’

MF Kabir and AL Karami, et al.

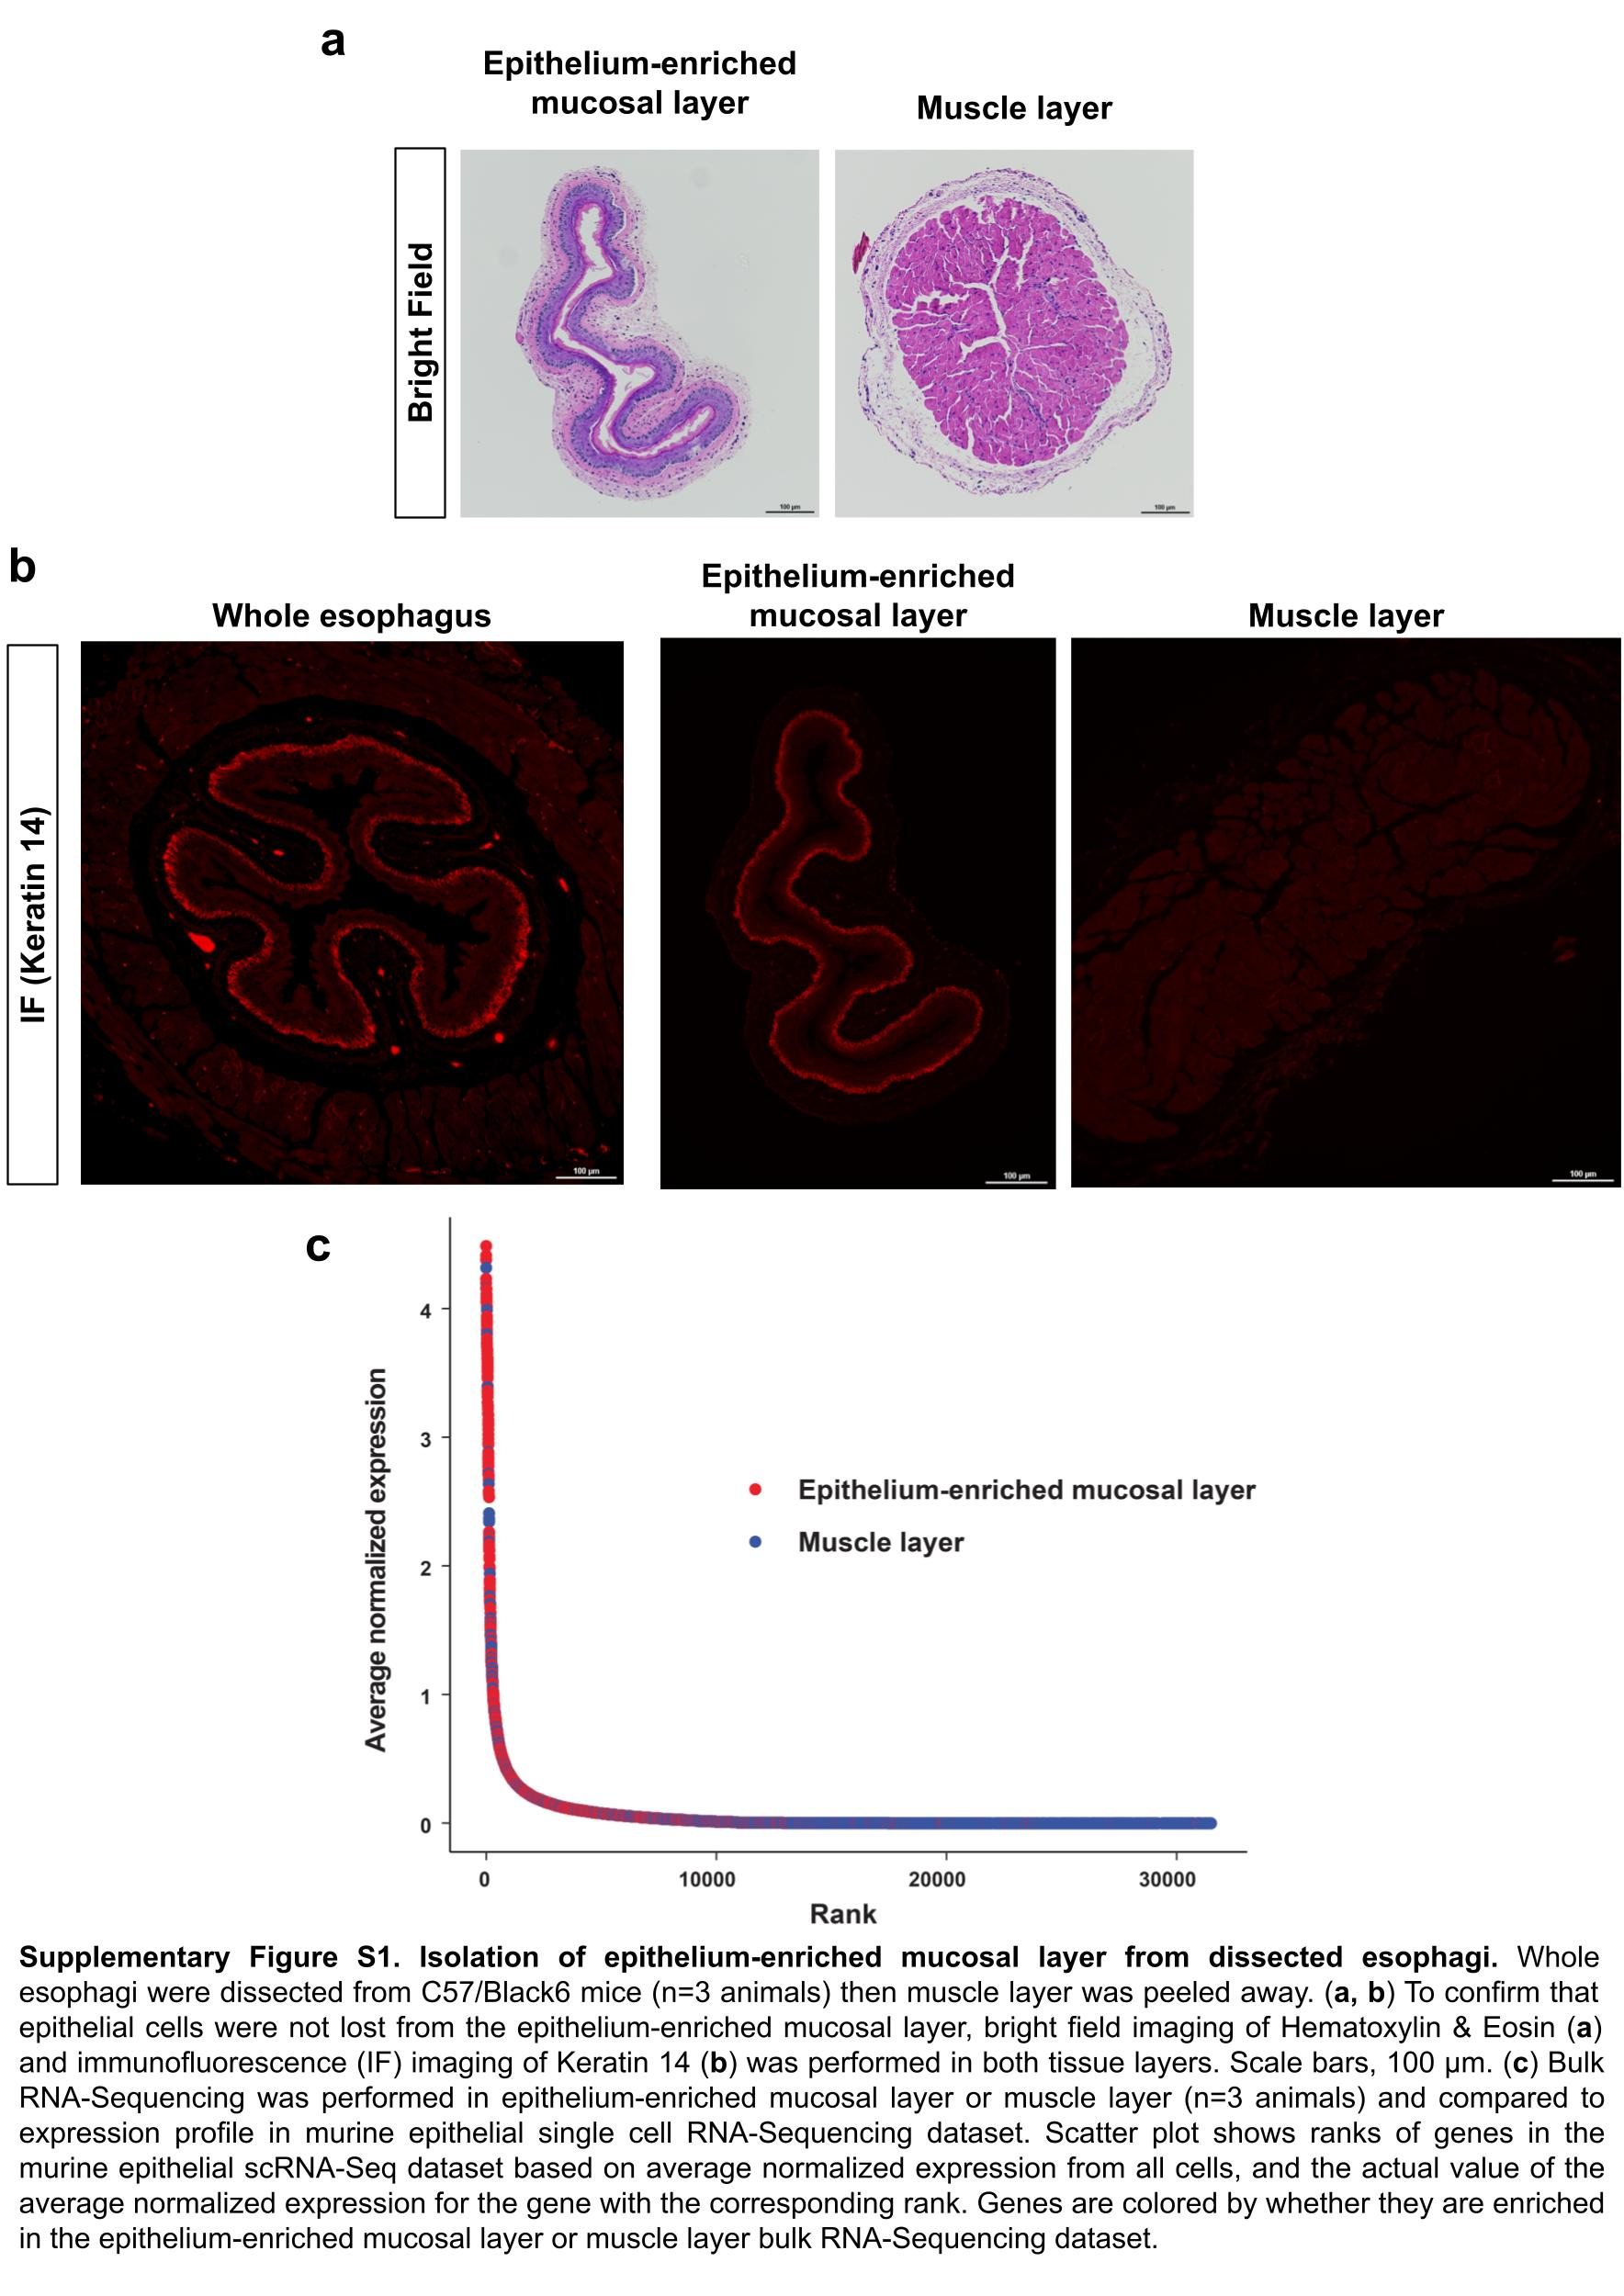

**
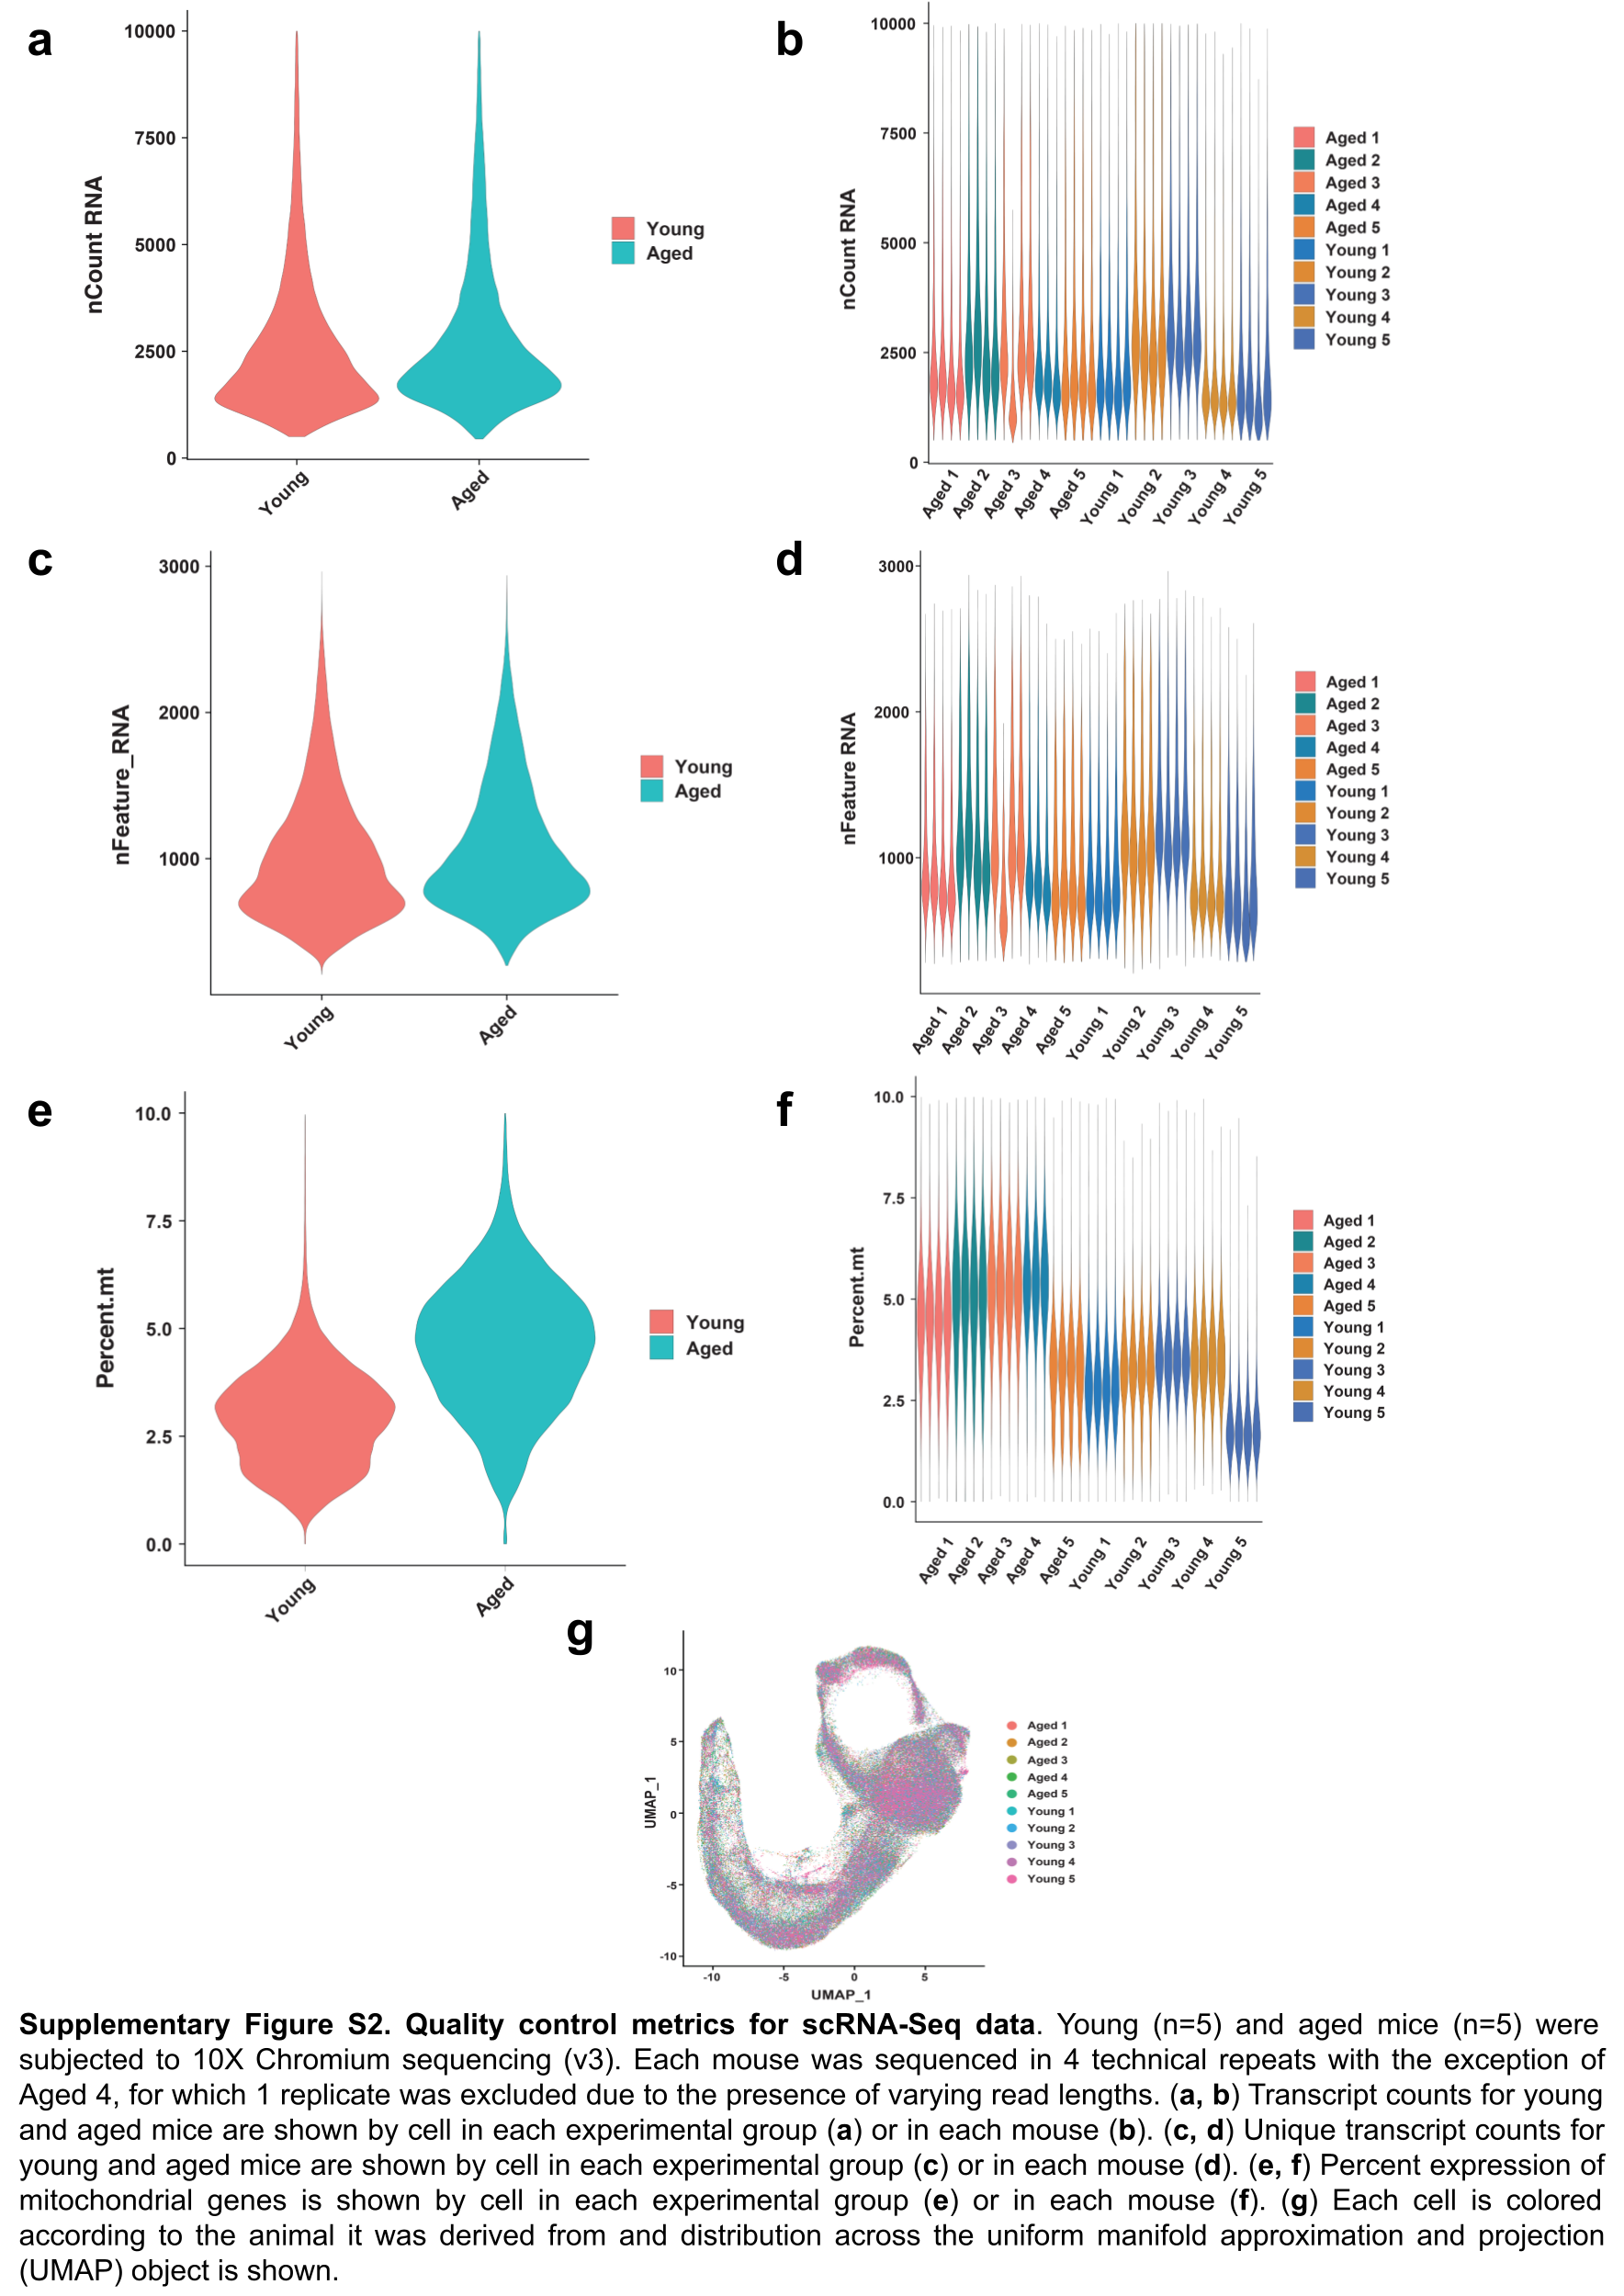
**

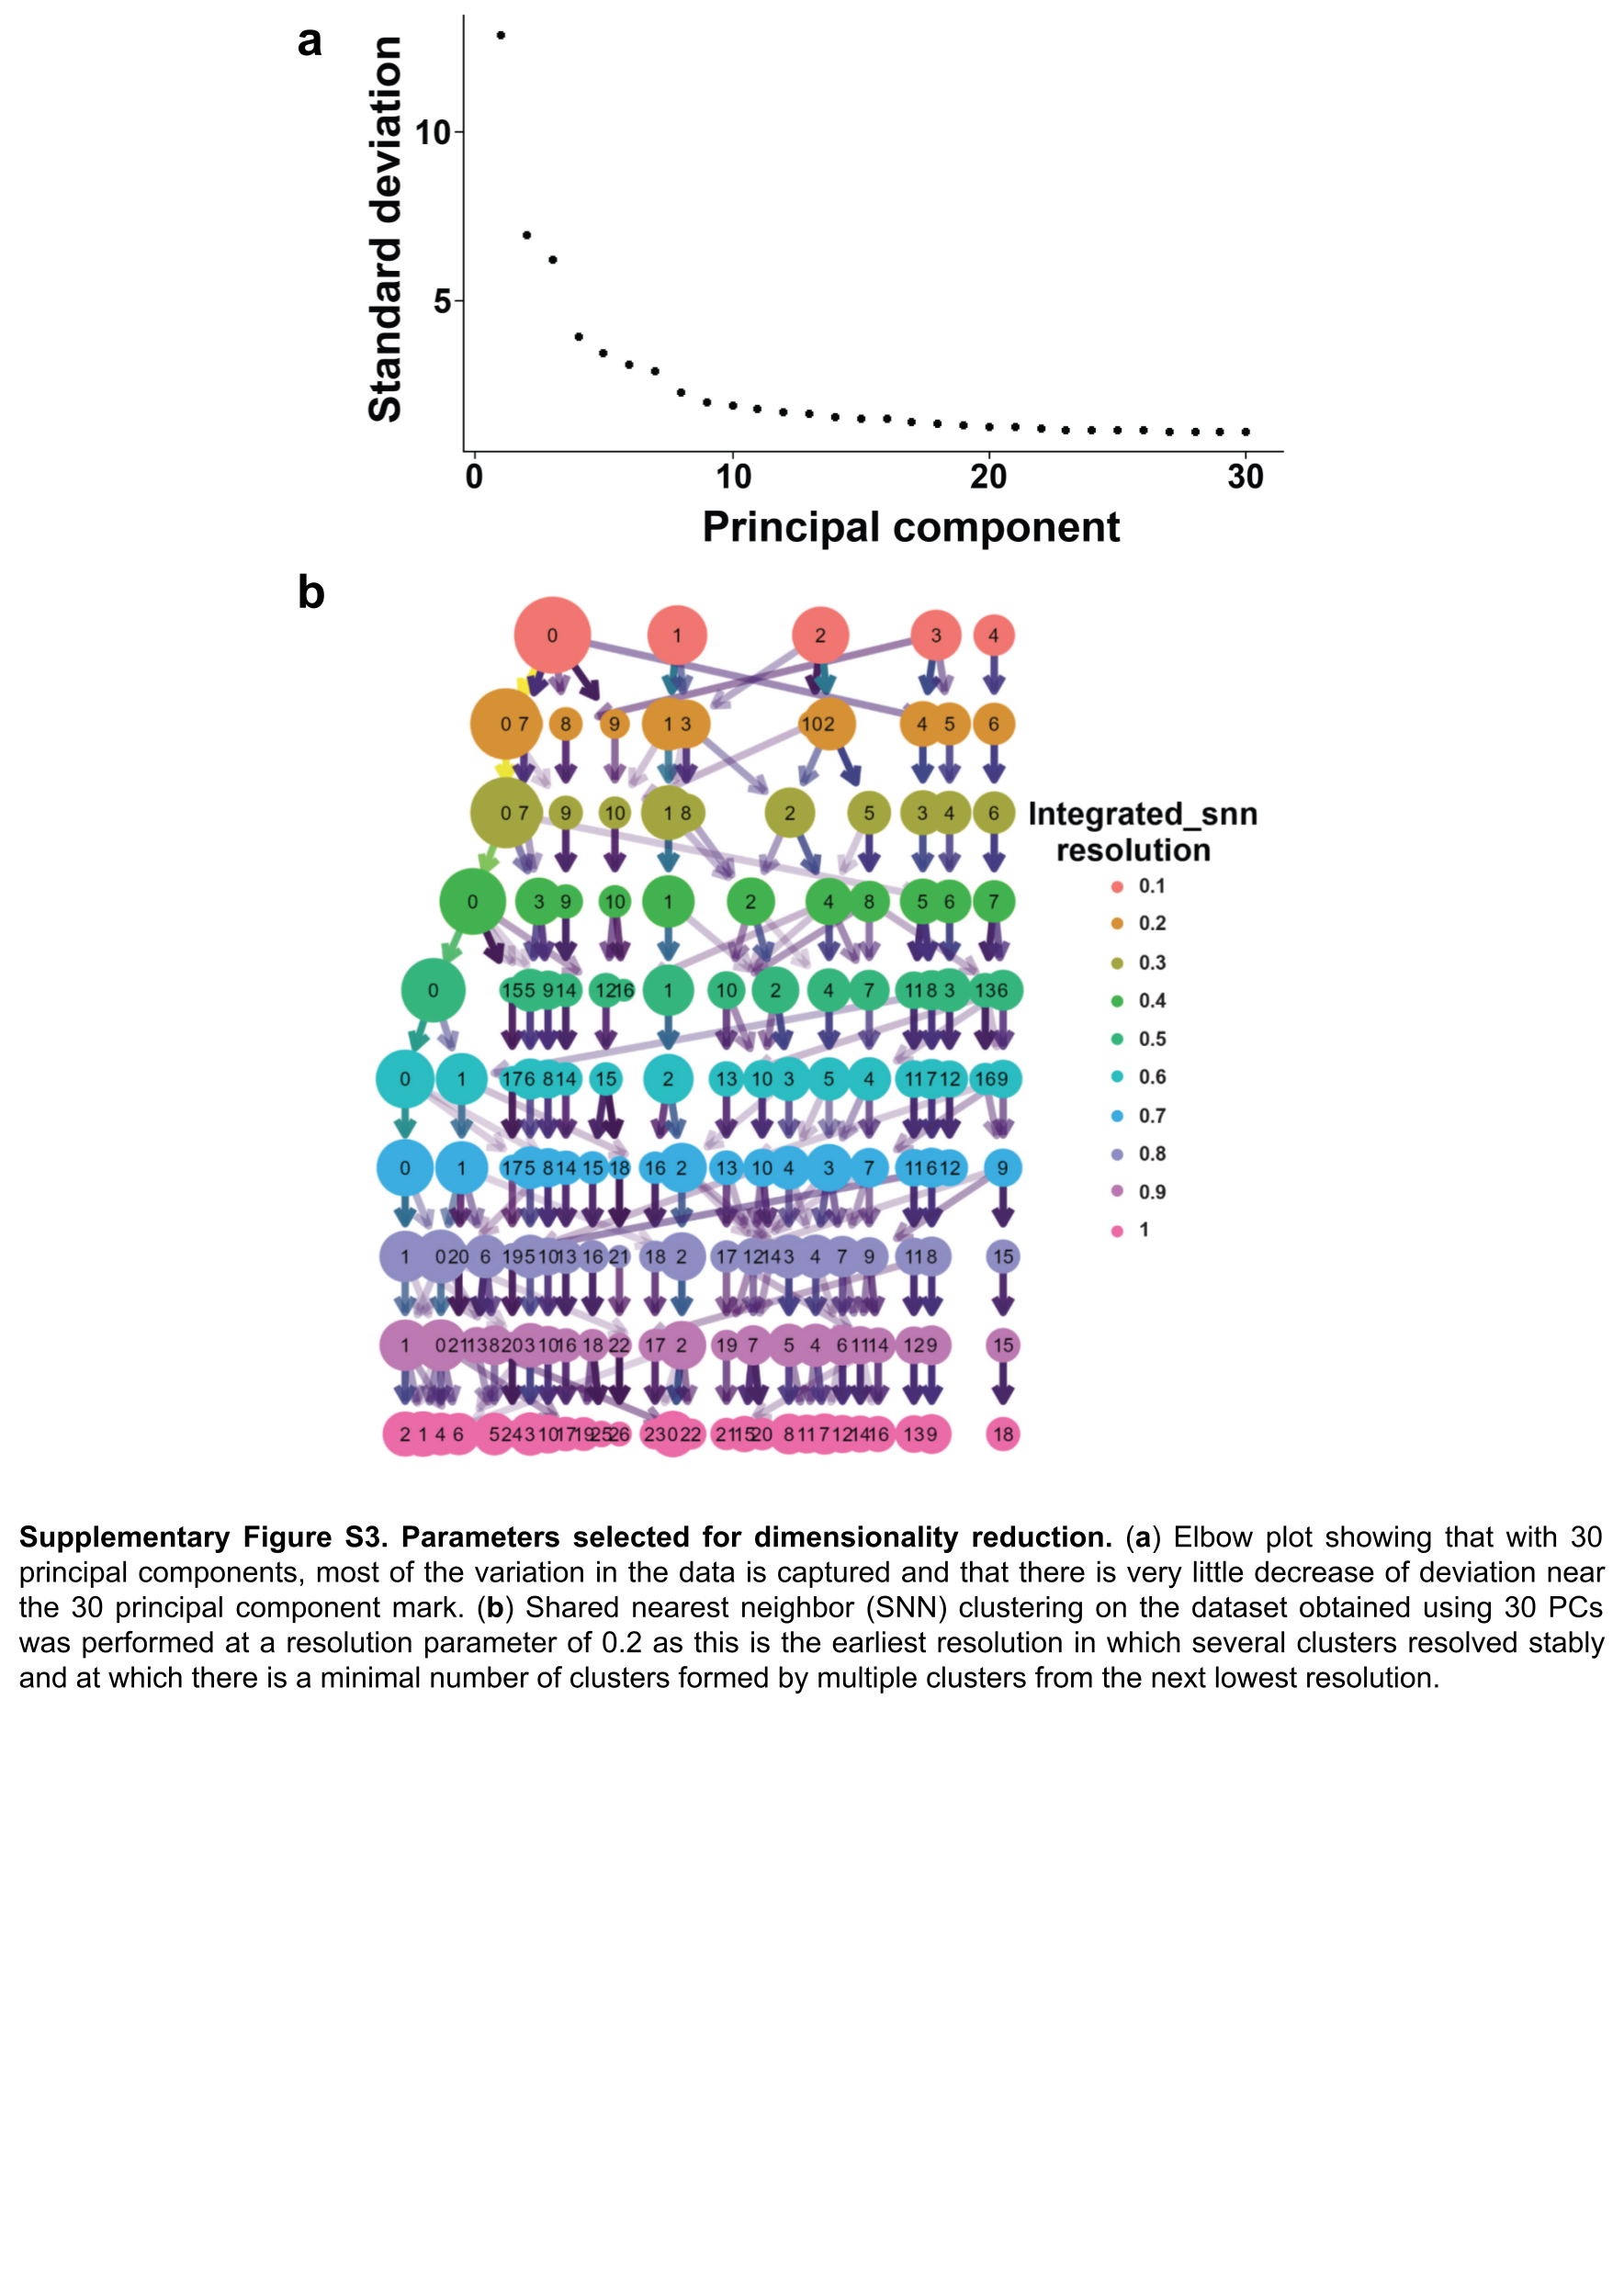

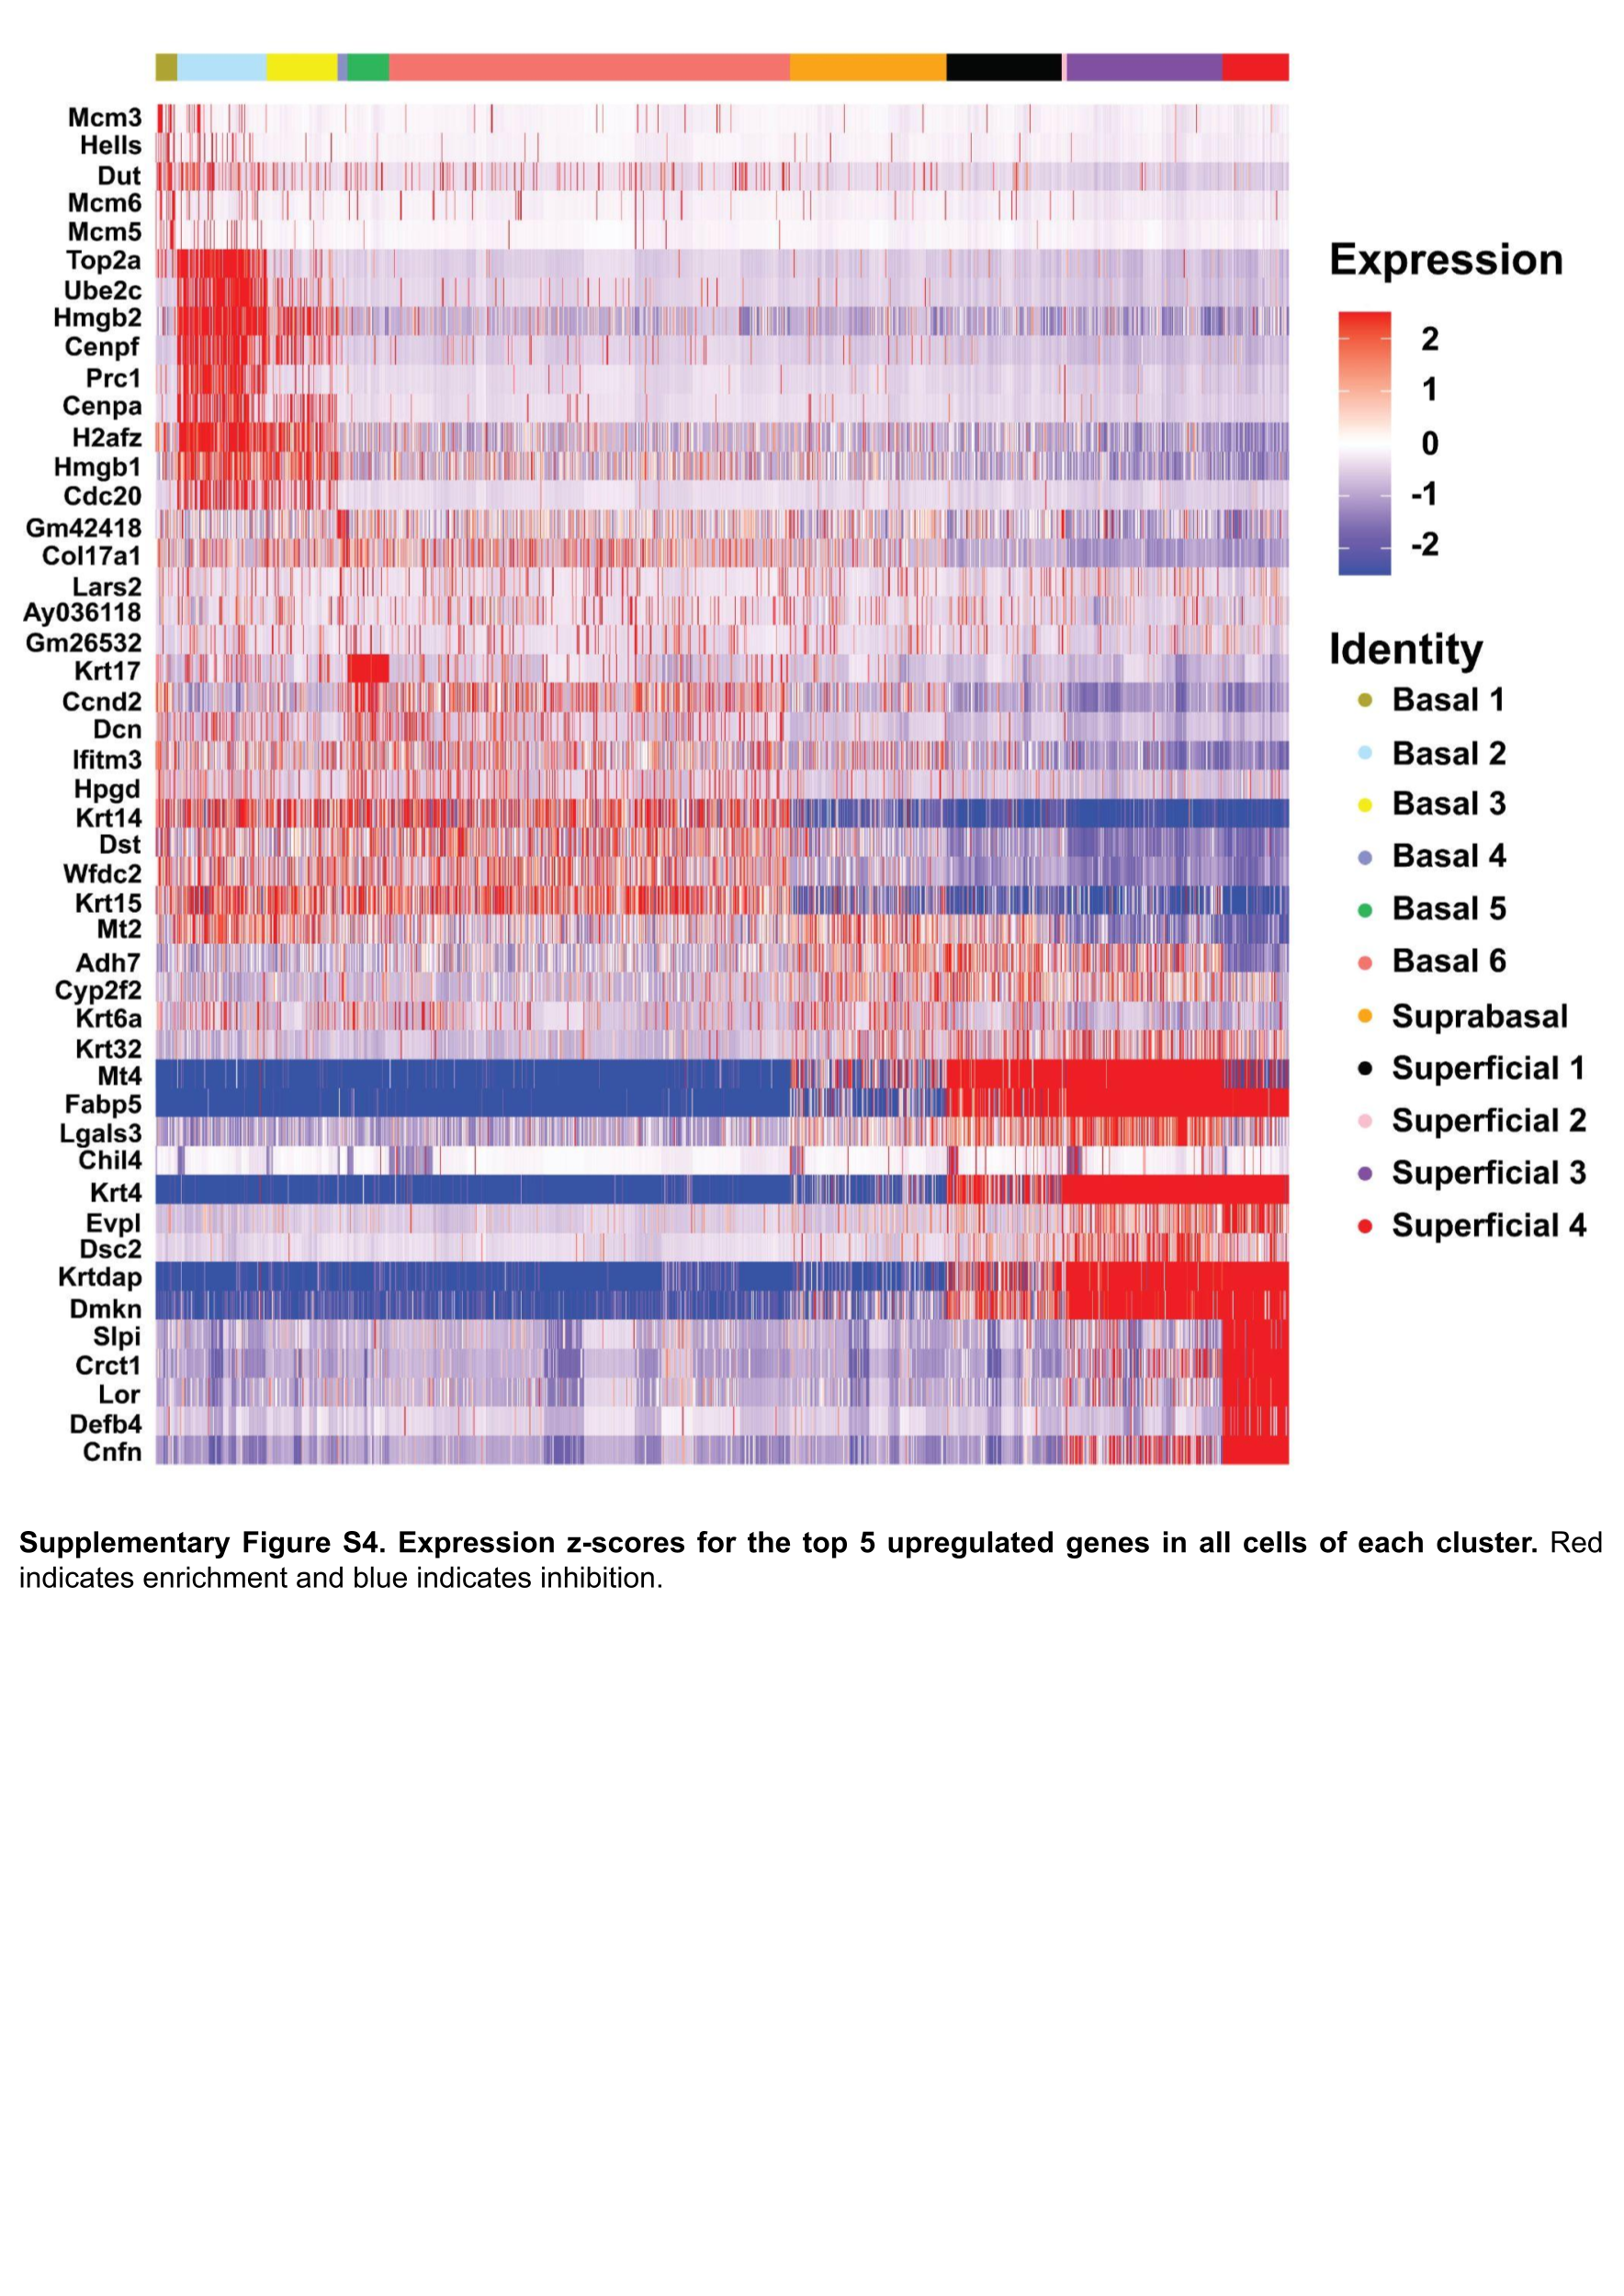

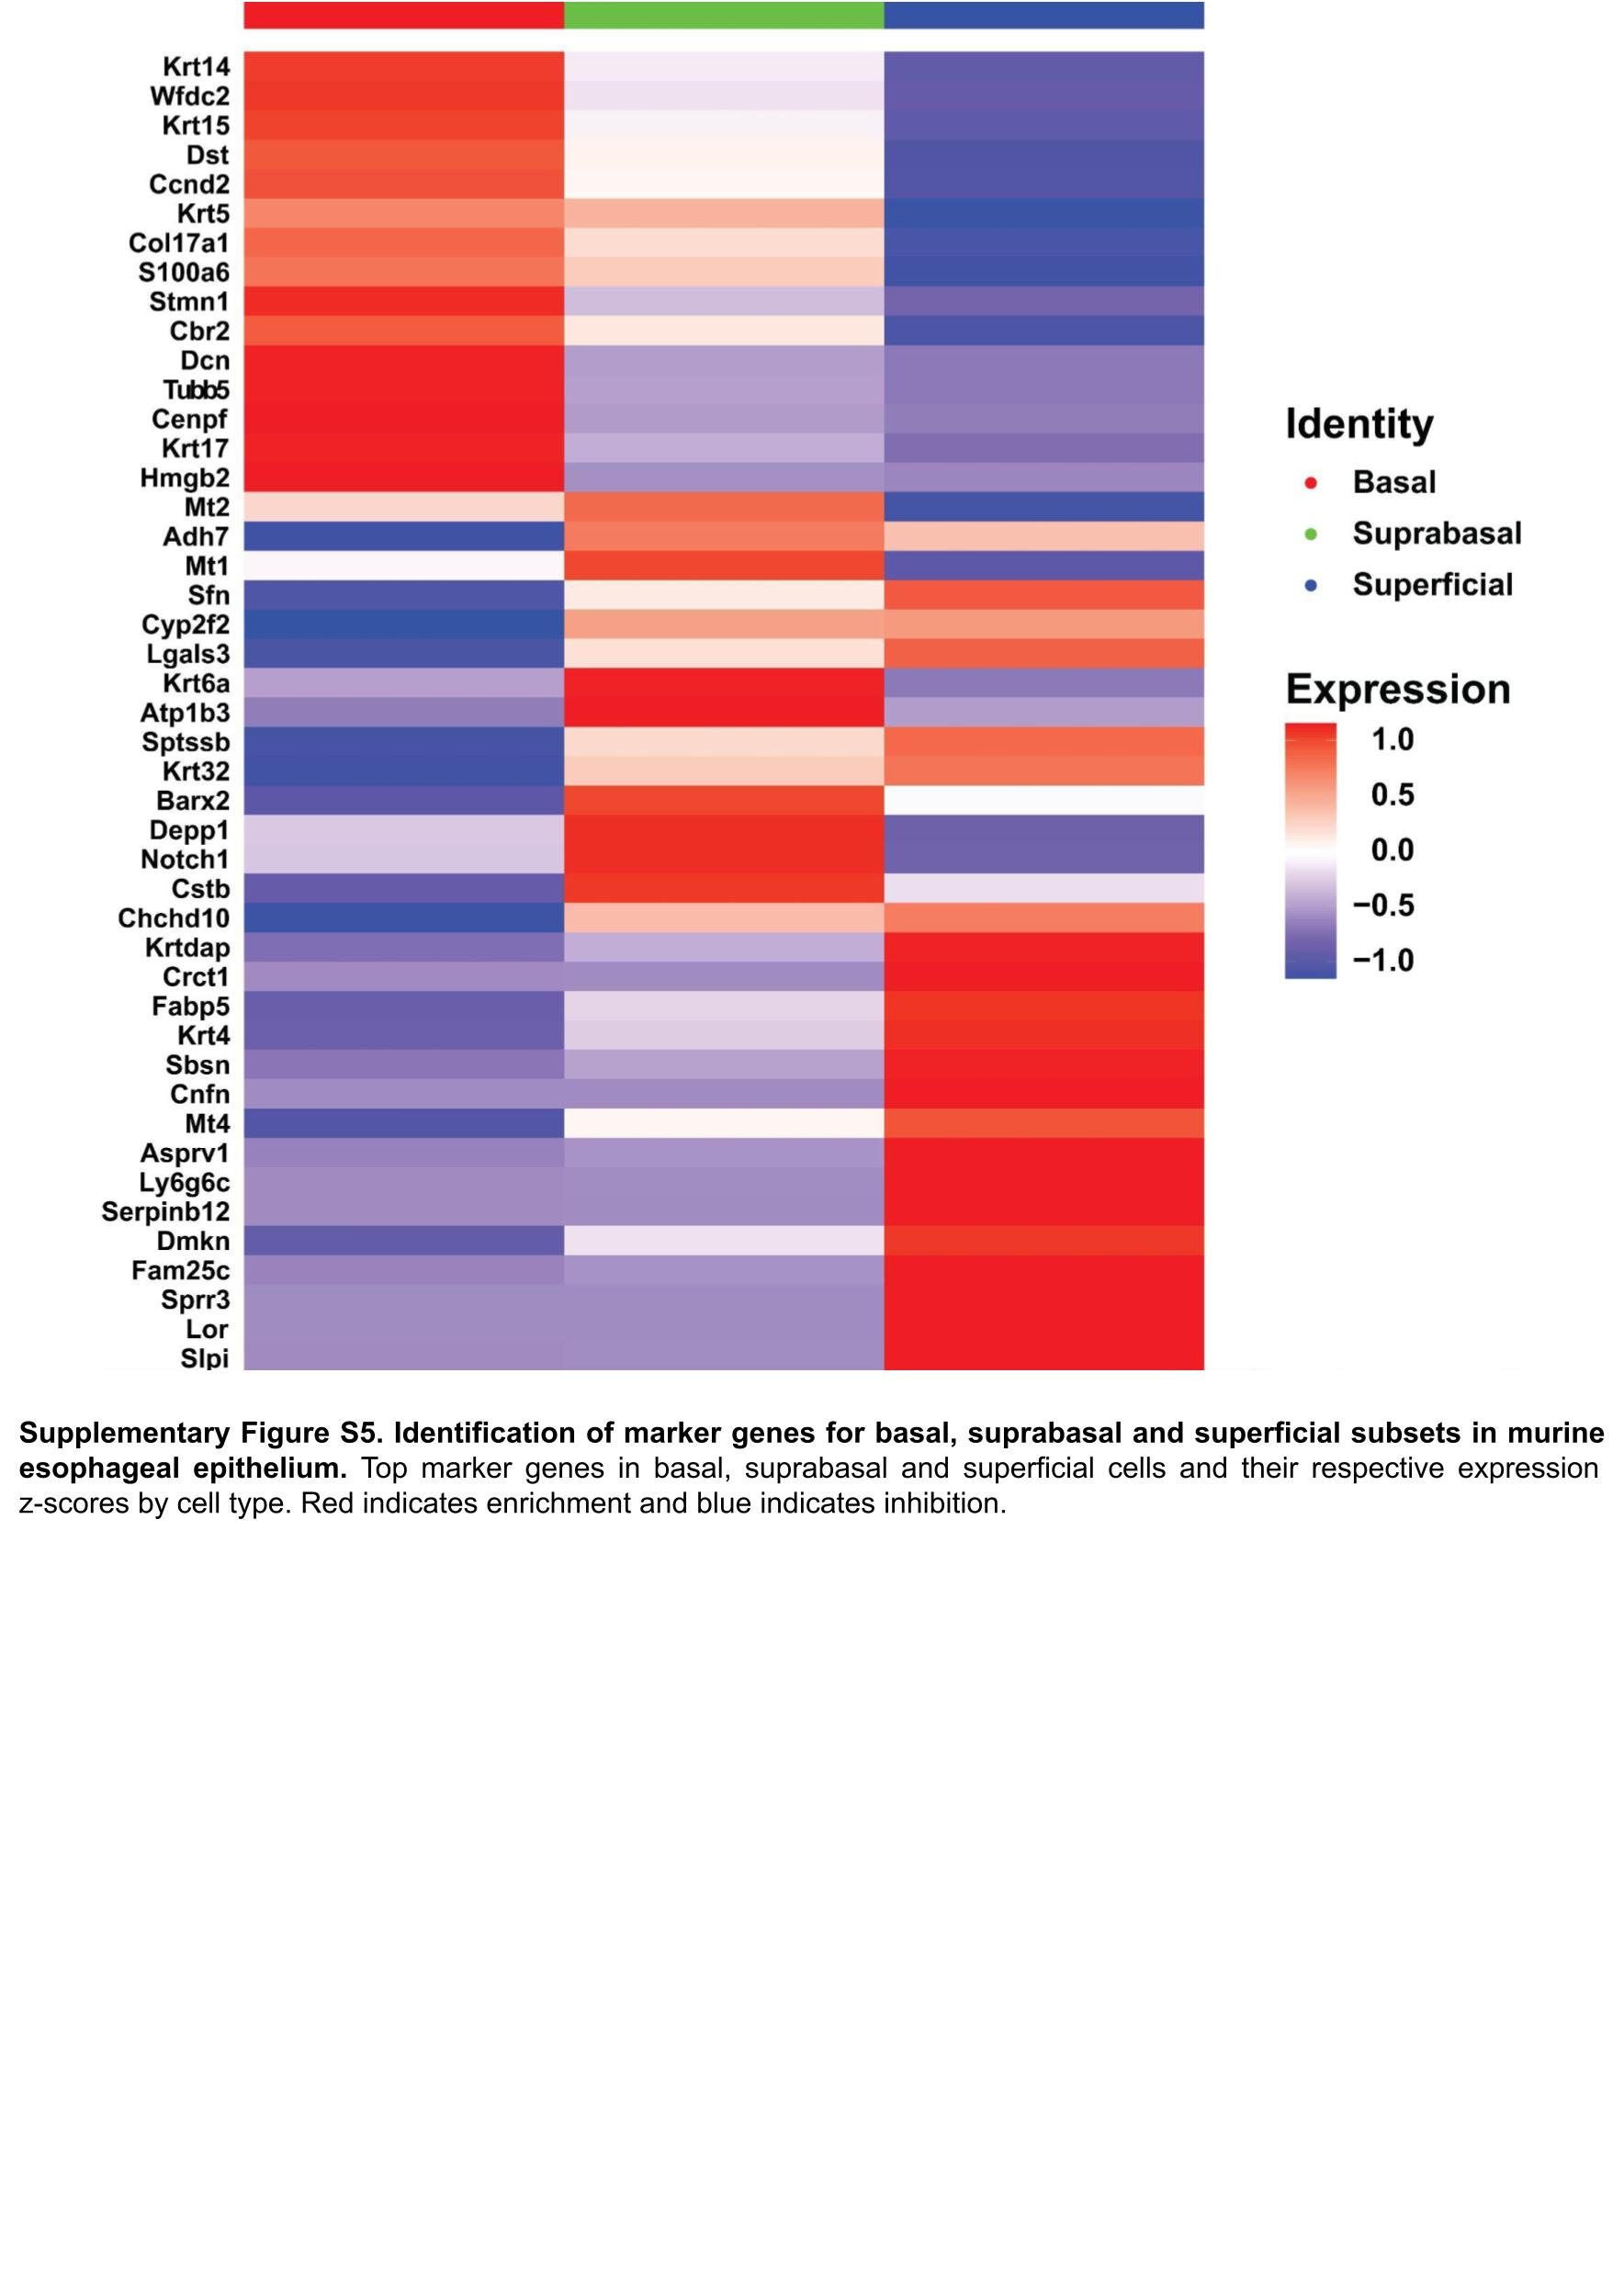

**
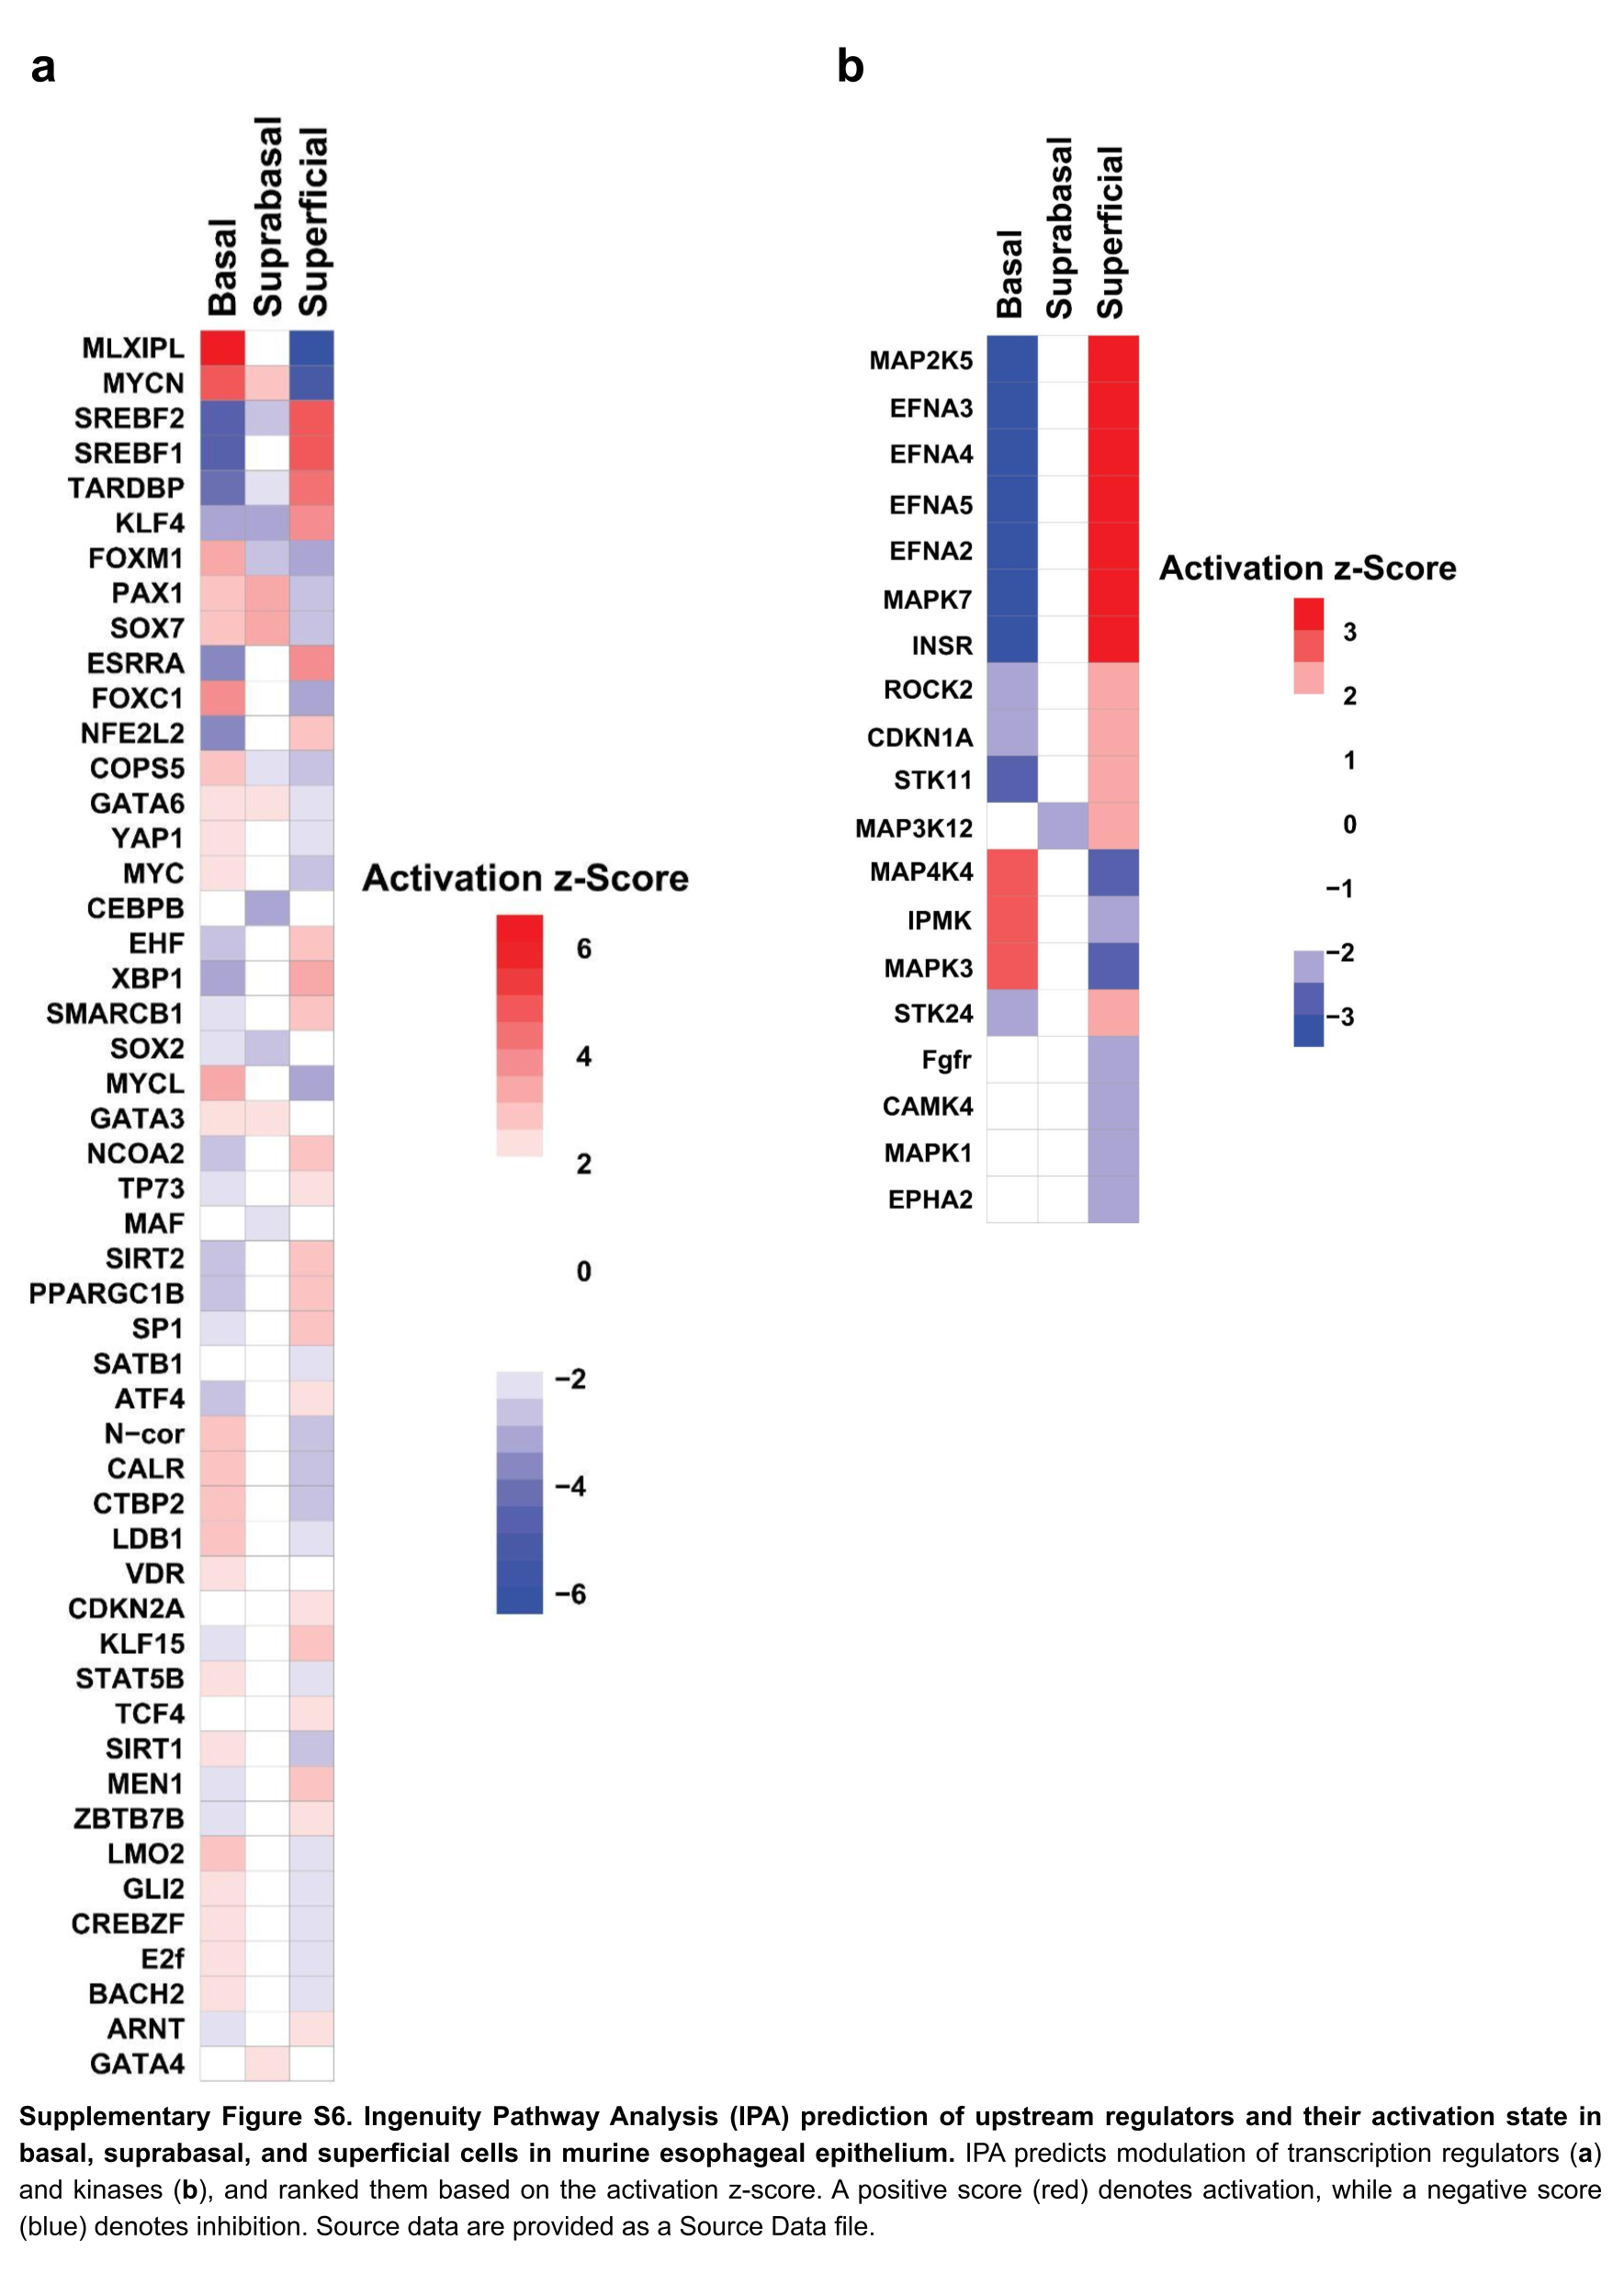
**

**
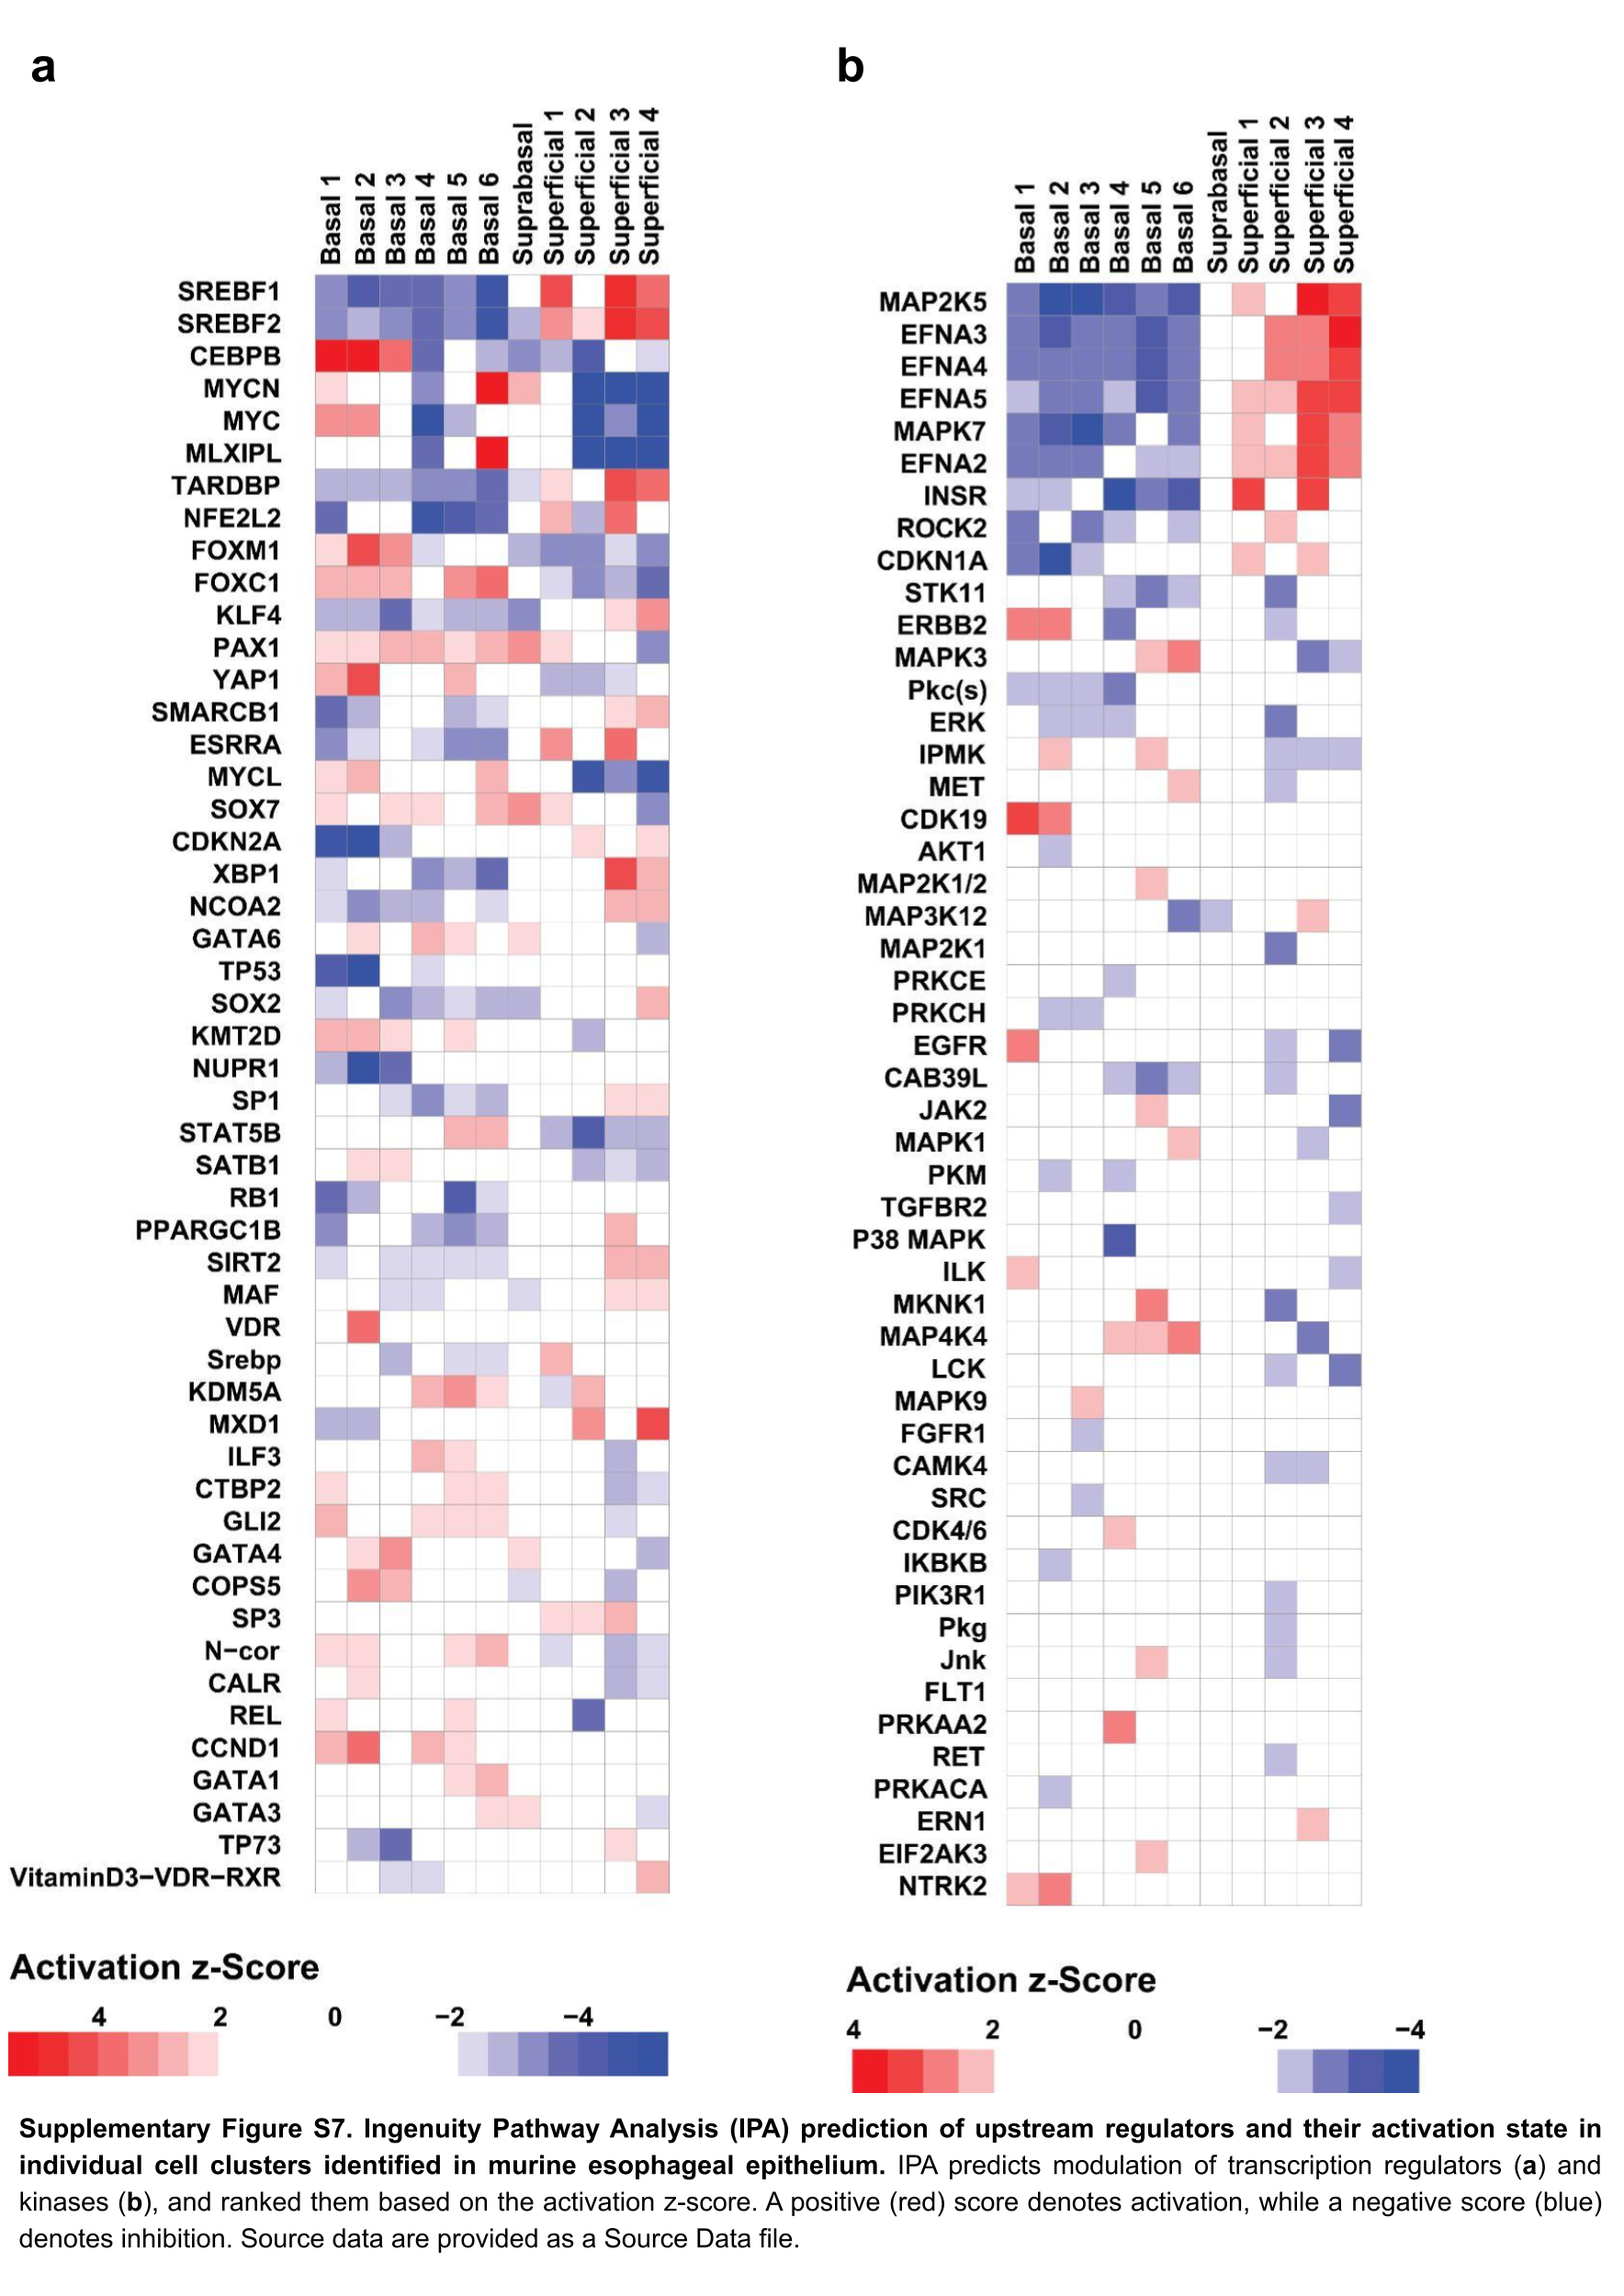
**

**
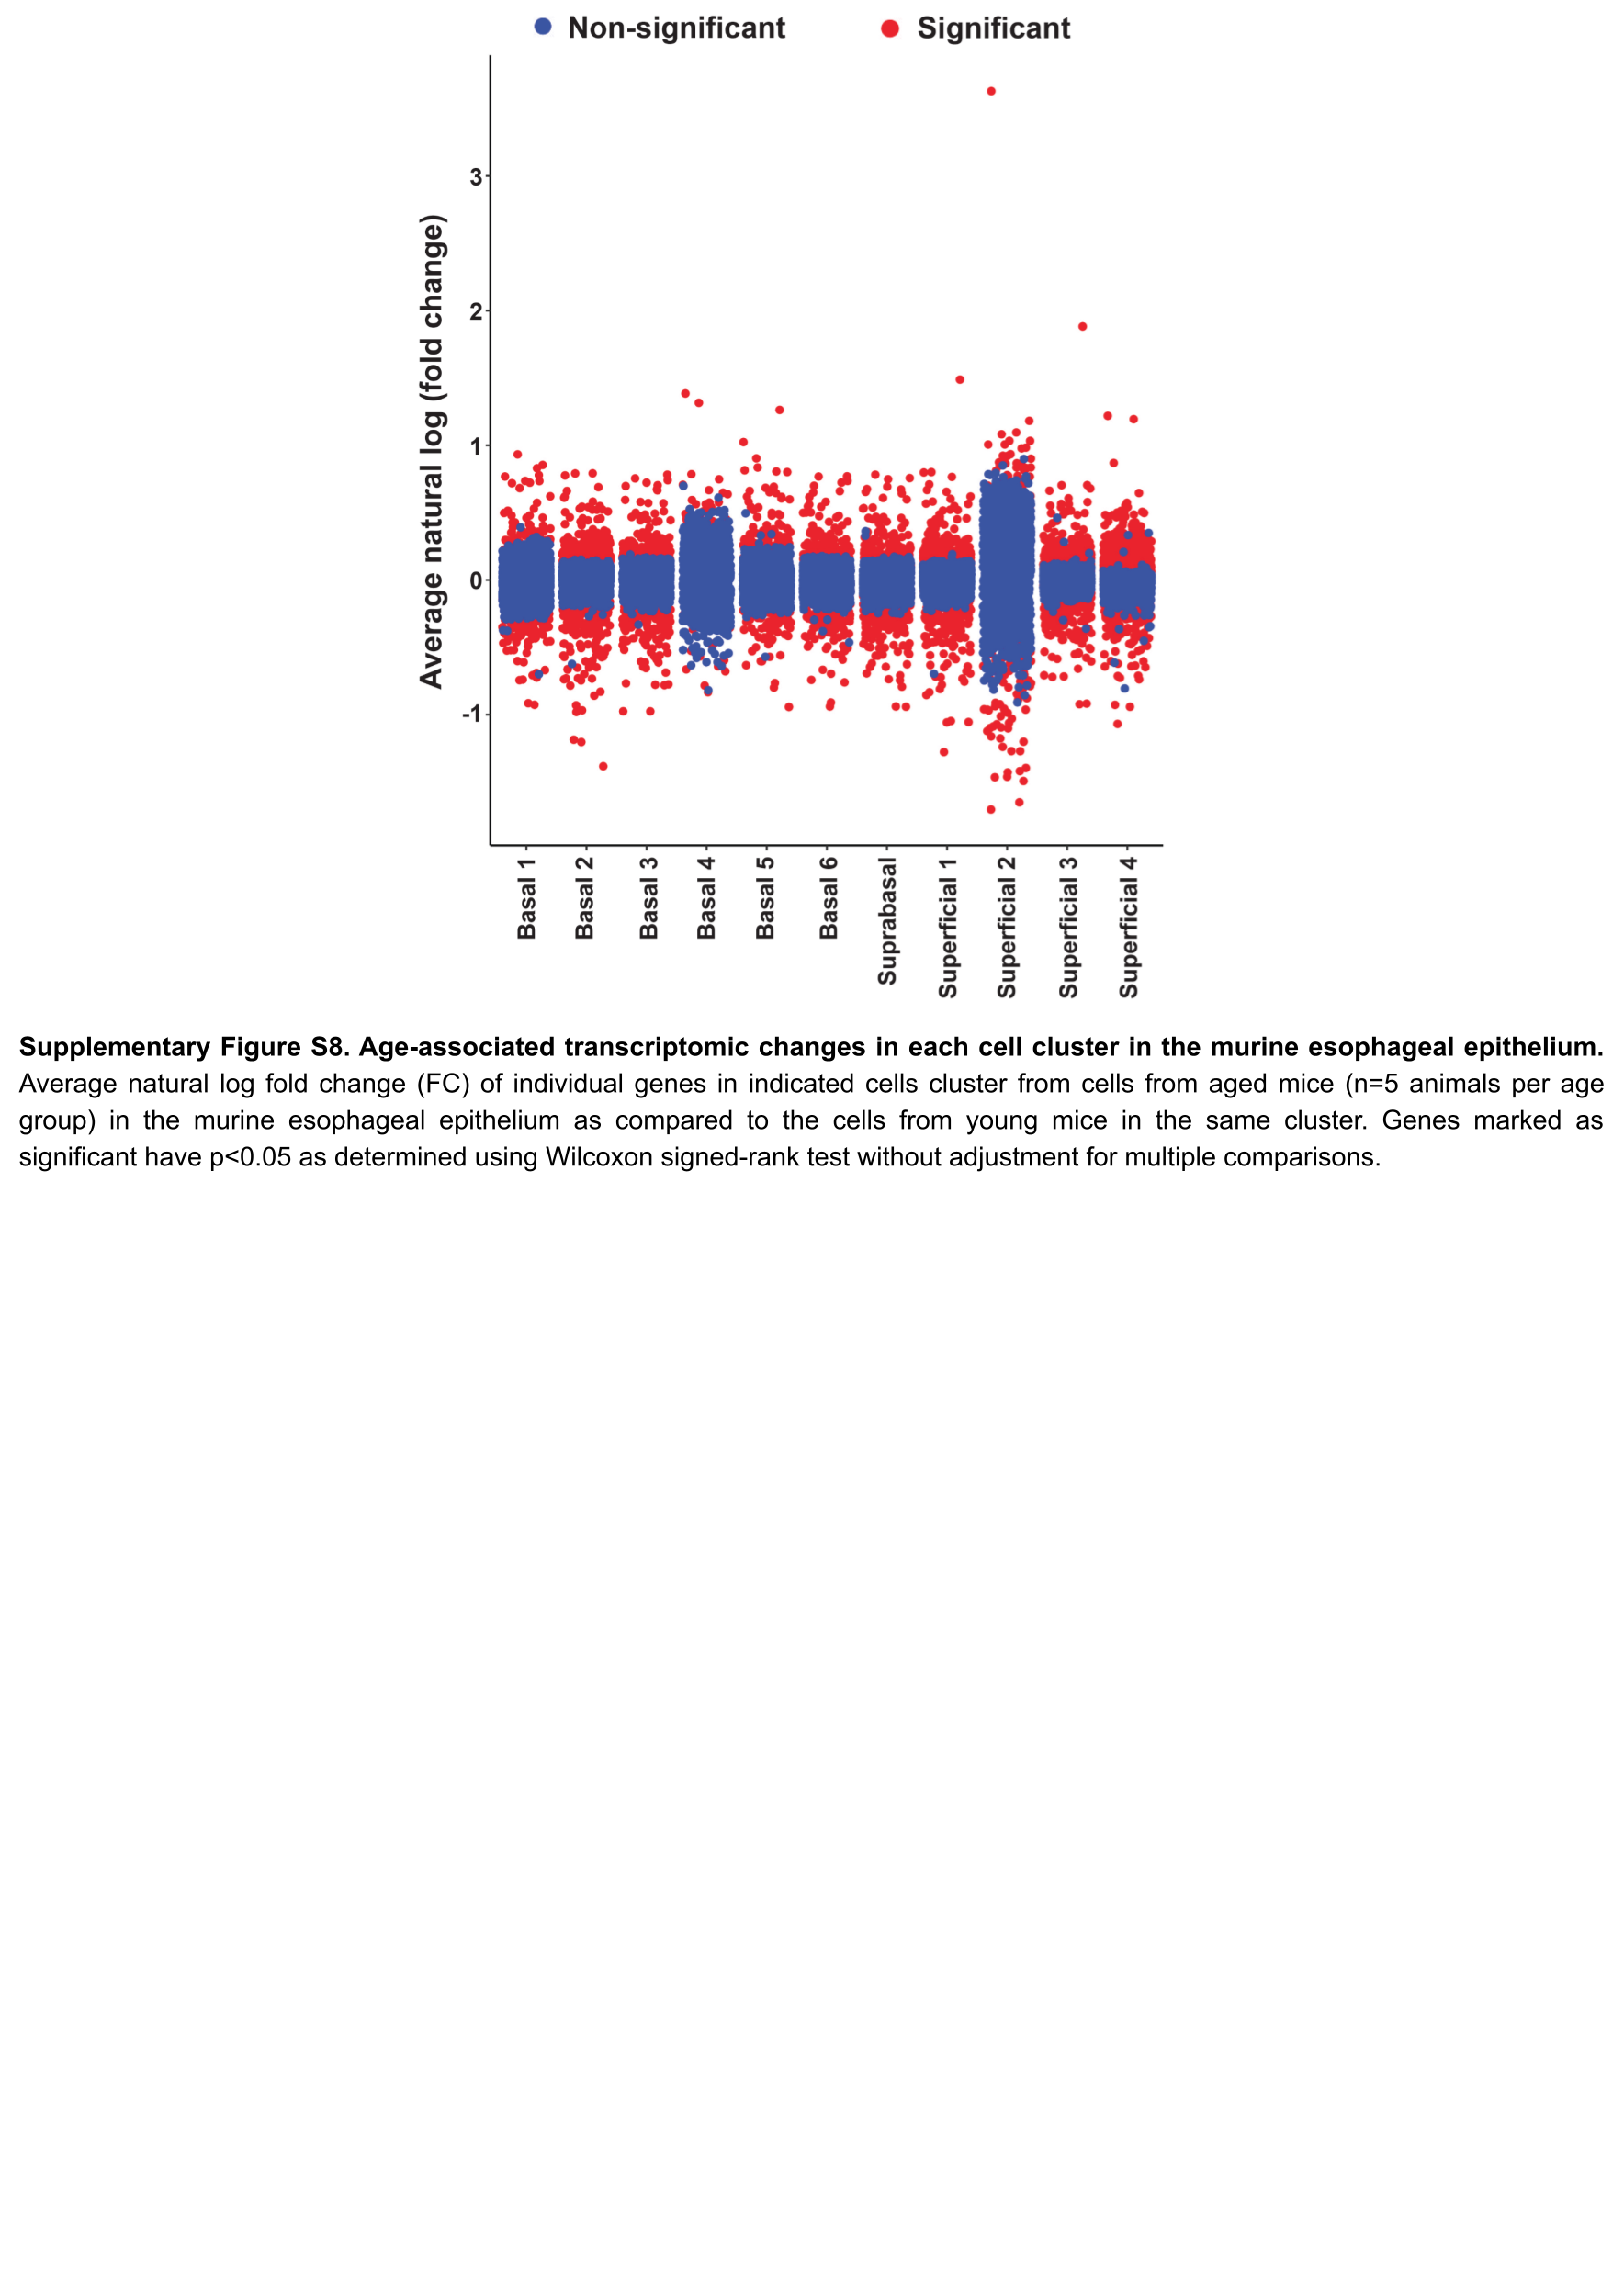
**

**
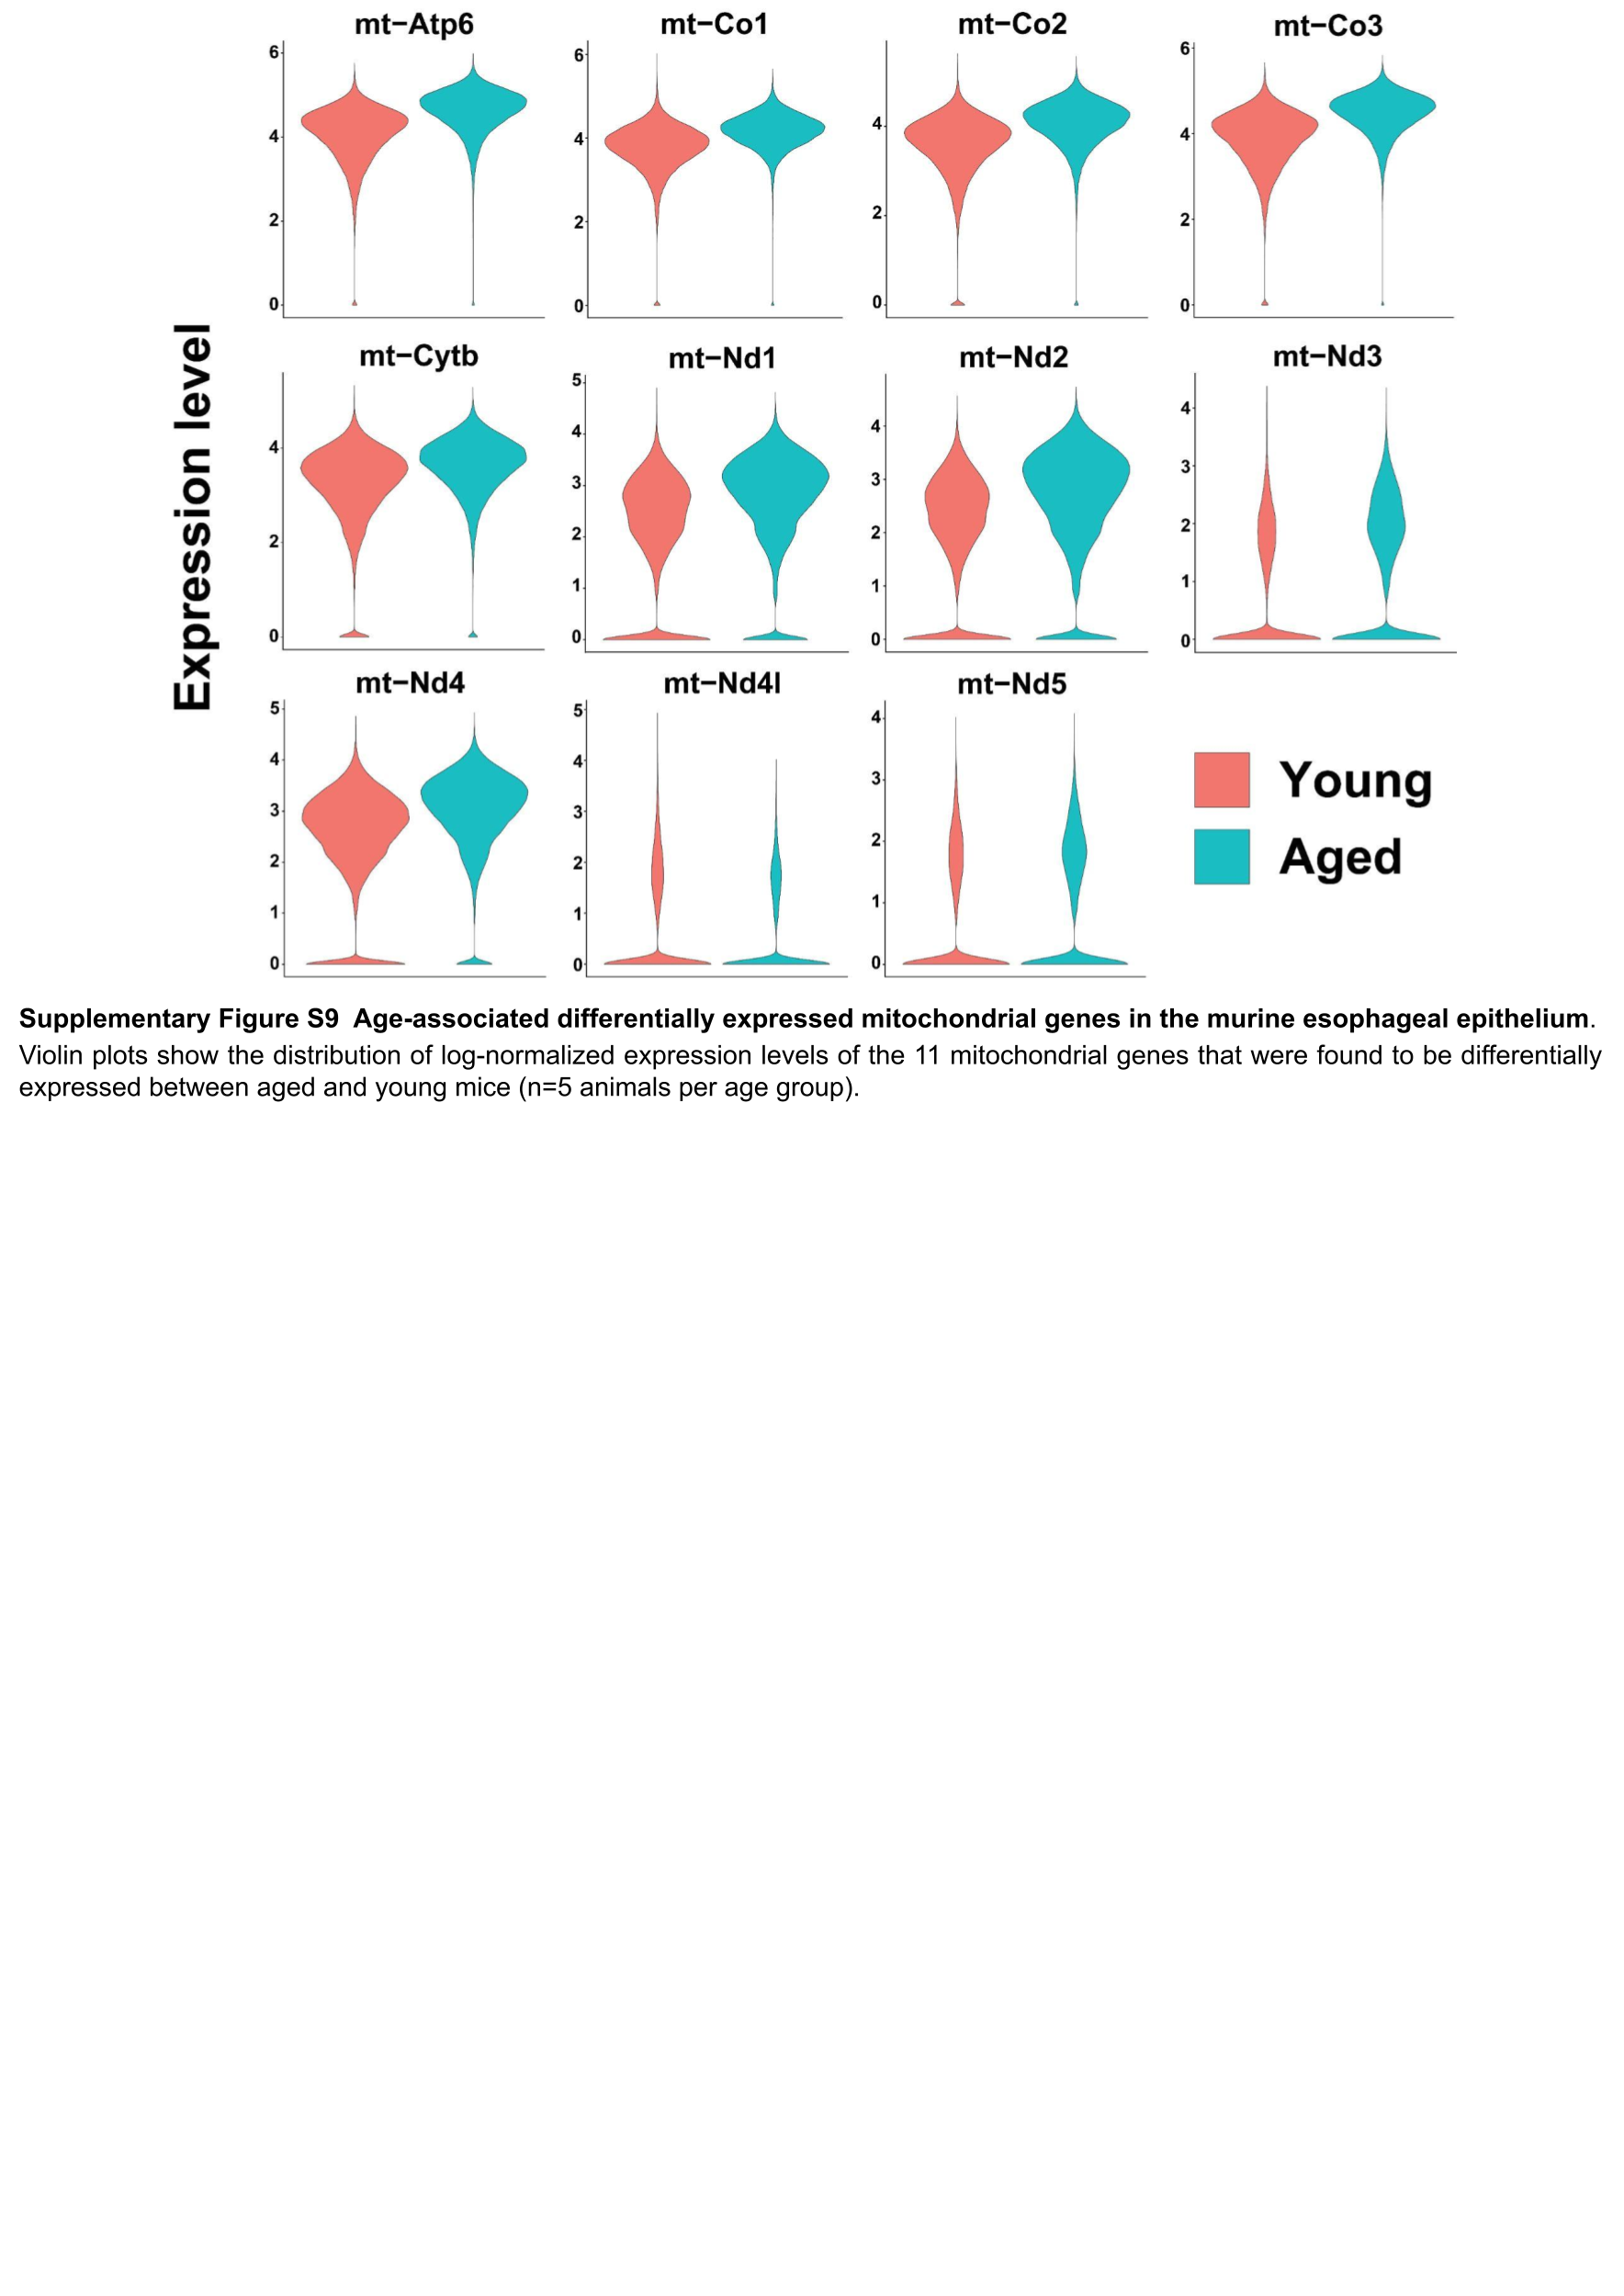
**

**
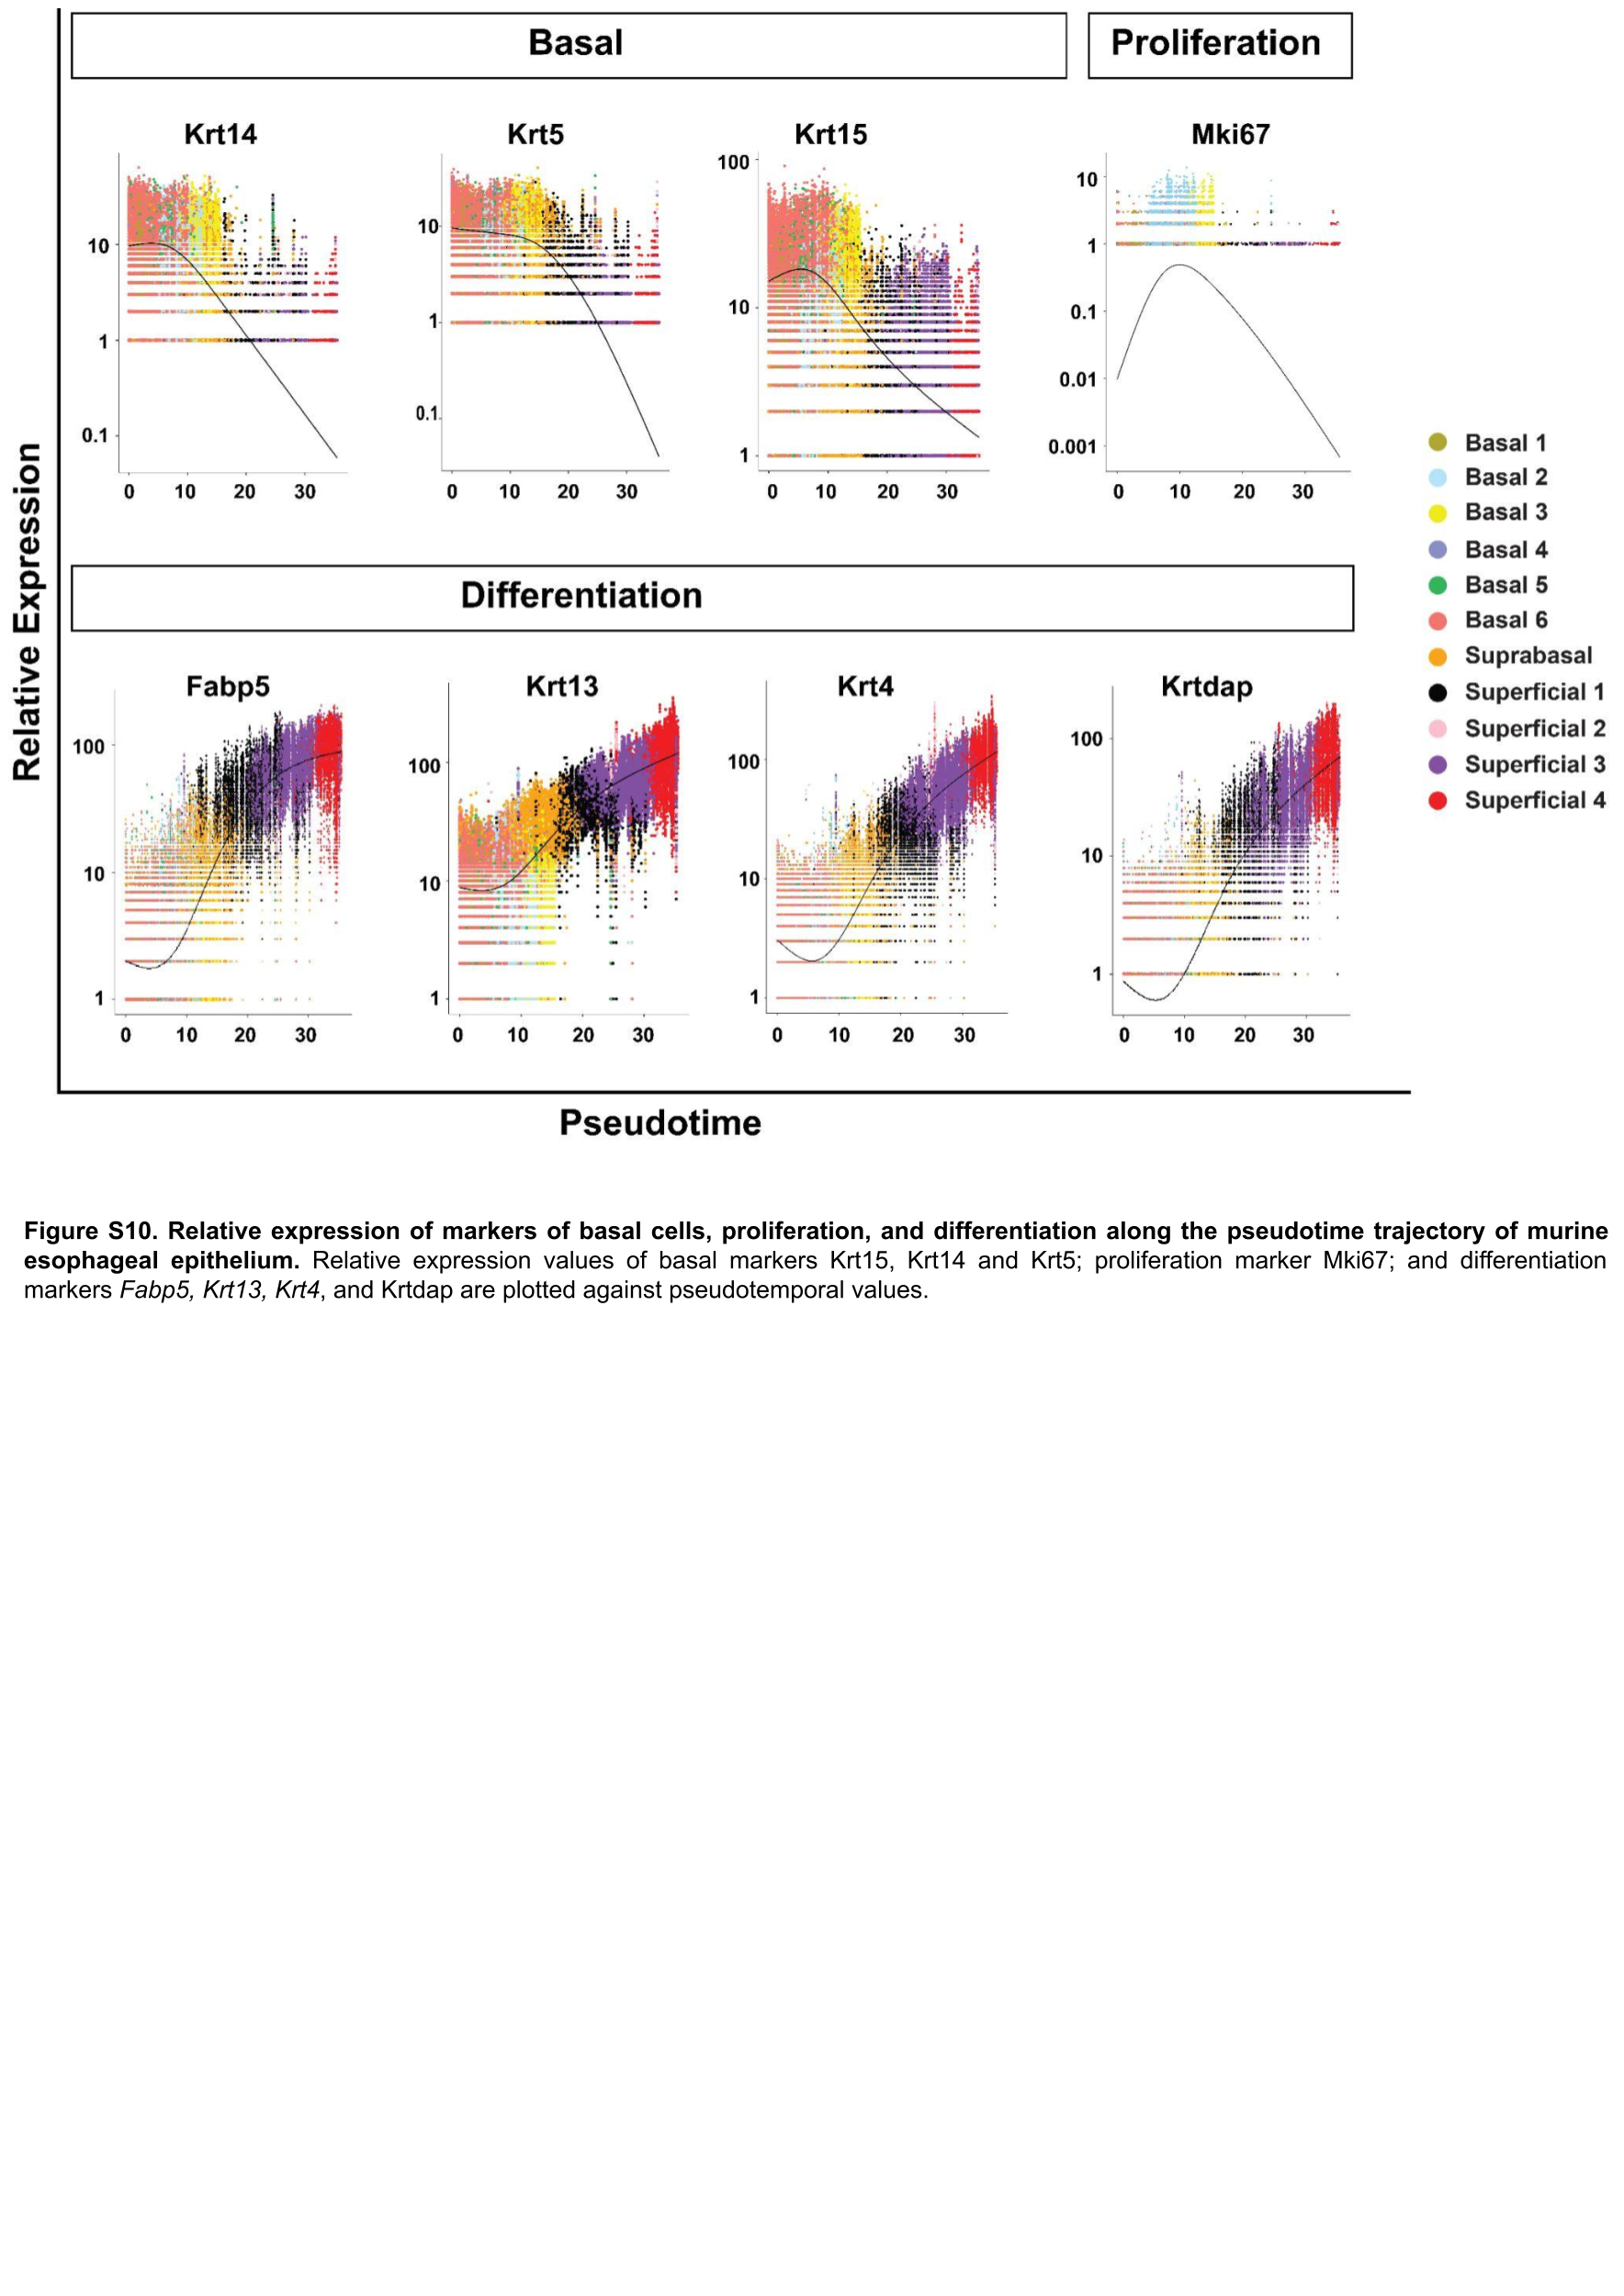
 Supplementary Table S1: Antibodies used in immunoblotting**

| **Antibody** | **Catalogue#** | **Manufacturer** | **Host species** | **Dilution** |
| --- | --- | --- | --- | --- |
| KRT5 | MA5-16372 | Invitrogen | Rabbit | 1:1000 |
| EIF2α | 9722S | Cell Signaling Technology | Rabbit | 1:1000 |
| EIF2Bε | 3595S | Cell Signaling Technology | Rabbit | 1:1000 |
| RPL10 | 72912S | Cell Signaling Technology | Rabbit | 1:1000 |
| RPS3 | 9538S | Cell Signaling Technology | Rabbit | 1:1000 |
| KRT13 | 10164-2-AP | Proteintech | Rabbit | 1:1000 |
| GSTP1 | 15902-1-AP | Proteintech | Rabbit | 1:1000 |
| GSTA4 | 17271-1-AP | Proteintech | Rabbit | 1:1000 |
| β-Actin | MA1-744 | Invitrogen | Mouse | 1:5000 |
| Anti-Rabbit IgG (H+L) HRP | 31466 | Invitrogen | Goat | 1:3000 |
| Anti-Mouse IgG (H+L) HRP | 20-304 | Genesee Scientific | Goat | 1:3000 |

# Supplementary material for: Single cell transcriptomic analysis reveals cellular diversity of murine esophageal epithelium
**Source:** Nat Commun. 2022 Apr 20;13:2167. doi: 10.1038/s41467-022-29747-x
**Supplement:** Supplementary file 2 — Supplementary Information Inventory

**Inventory of Supporting Information**

Supplementary Information: Supplementary Figures and Legends

Supplementary Dataset 1: Source Data File

# Supplementary material for: Single cell transcriptomic analysis reveals cellular diversity of murine esophageal epithelium
**Source:** Nat Commun. 2022 Apr 20;13:2167. doi: 10.1038/s41467-022-29747-x
**Supplement:** Supplementary file 5 — Reporting Summary

Last updated by author(s): Mar 7, 2022

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Cell Ranger 6

Data analysis Seurat 4.0; Monocle 3.1; ggpubr 0.4; ggplot2 3.3.5; Clustree 0.4.4. on Custom scripts are available at <https://github.com/alkarami/Whelan-scRNA-Esophagus-Dec21>.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files. Source data are provided with this paper for the following figures: 2c, d; 3a; 4b-e; 5e; 6d; 7e; S6; S7. Gene expression and pathway information for each cluster generated in this study are provided in the Supplementary Information/Source Data file. The processed cell and gene matrices are available at GEO accession GSE193376 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193376>] as supplementary files. The repository Whelan-scRNA-Esophagus-Dec21 is archived on Zenodo under the DOI 10.5281/zenodo.6286725 on February 25, 2022.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined by performing power calculations on published or preliminary data.                                                                                                                                                                                                                                                                                                                                                                                      |
| Data exclusions | We excluded single cell RNA-seq data for non-epithelial cell clusters (immune cells, fibroblasts, endothelial cells). This was part of the study design as the goal of the current study was to extensively characterize esophageal epithelium. Each mouse was sequenced in 4 technical replicates for single cell RNA-Seq. All replicates were used for the current study with the exception of a single replicate from Aged mouse 4 due to the presence of varying read lengths. |
| Replication     | All experiments were performed in at least 3 independent animals (in vivo and in situ studies) or 3 independent trials (in vitro studies)                                                                                                                                                                                                                                                                                                                                          |
| Randomization   | Mice were purchased from Jackson labs at the appropriate age for all experiments. No randomization was necessary.                                                                                                                                                                                                                                                                                                                                                                  |
| Blinding        | Personnel were blinded to experimental conditions during data collection and analysis.                                                                                                                                                                                                                                                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | KRT5 (MA5-16372; Invitrogen; 1:1000), EIF2A (9722S; Cell Signaling Technology; 1:1000), EIF2BE (3595S; e11 Signaling Technology; 1:1000), RPL1:100 (2912S; Cell Signaling Technology; 1:1000), RPS3 (9538S; Cell Signaling Technology; 1:1000), KRT13 (10164-2-AP, Proteintech; 1:1000) ; GSTP1 (15902-1-AP; Proteintech; 1:1000), GSTA4 (17271-1-AP; Proteintech; 1:1000); B-Actin (MA1-744; Invitrogen; 1:5000), Anti-Rabbit IgG (H+L) HRP (31466; Invitrogen; 1:3000); Anti-Mouse IgG (H+L) HRP (20-304; Invitrogen; 1:3000), COL17A1 (Invitrogen, MA5-24848, Clone 2C3 1:100), ATP1B3 (Abcam, ab137055; Clone EPR8981, 1:100) and CNFN (Novus Biologicals, NBP2-14668; 1:100). |
| Validation      | Each antibody used for IHC was validated in murine esophageal epithelium using a no primary antibody control.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                                                                                                                                                                                                                                               |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | Both male and female wild type C57Black6/6 mice (Cat# 000664) were purchased from Jackson Laboratories at age 10 weeks or 70 weeks. Mice were allowed to acclimate for at least 2 weeks prior to use for experiments. Information on housing conditions in provided in the Methods.                                                                           |
| Wild animals       | <i>Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.</i> |

Field-collected samples

*For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.*

Ethics oversight

All studies were completed under a Temple University Institutional Animal Care & Use Committee-approved protocol (#5018). This is noted in the Methods.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

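Bulk RNA-Seq of peeled esophageal epithelium and of stroma from young and aged C57Black6 mice was re-analysed. The 14 samples were 5 aged and 4 young epithelial samples and 3 aged and 2 young stromal samples. Layer, age and mouse were taken from the sample labels, and no sample was left out. The single-cell RNA-Seq, organoid, imaging and human data of the paper were not analysed here.

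For each sample, the authors deposited counts of reads per gene, as whole numbers without normalization. They had aligned the reads to GRCm38.p6 with Rsubread and counted them with featureCounts at the gene level. The paper's text names neither the annotation release nor the settings for strand and for reads that match several genes. Gene positions and types were taken from the GENCODE M21 annotation of GRCm38, in which 53292 of the 55291 symbols were found.

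Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr with a minimum count of 10, estimateDisp, and glmQLFit with robust estimation), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Epithelium was compared with stroma over all 14 samples without a covariate. Age was compared within the 9 epithelial samples with the form of the mouse code as a covariate, because OF5, OM8, YF5 and YM4 carry codes of another form and have no stroma. Age was also compared within the 5 stromal samples, and the interaction of age and layer in the 10 samples of the 5 mice with both layers. These 5 mice are paired by the code shared by their epithelial and stromal labels, and a fit with mouse as a block was run beside each fit of the layers.

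Lists of genes were tested by the percentile of their median log2 fold change among 10000 random lists matched within 50 ranks of mean expression, for which the smallest p is 0.0002, or, for age, by camera from limma 3.58.1 with an inter-gene correlation of 0.01. Shares of counts were compared by exact permutation tests, two-sided, with scipy 1.17.1. The marker genes of the paper's text, of Supplementary Figs. S5 and S9 and of the source data of Fig. 7e were copied from the paper; lists for skeletal muscle, smooth muscle, fibroblasts and other stromal cells were written before the counts were read.

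Genes are named in the text by a rule fixed in advance: the 16 marker genes in the paper's text, the 11 genes of Supplementary Fig. S9, the genes of the lists, and in each comparison up to 5 genes in each direction with the largest log2 fold change among those called with an average log2 CPM of at least 5 and no overlap between groups. Genes outside the rule are marked where they appear.

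The alternatives tried were DESeq2 1.42.0, no filter and a stricter filter on counts, upper quartile normalization, other covariates and sample subsets, mouse as a block, a test against a fold change of 2, mitochondrial or sex-linked genes left out, and each mouse left out in turn. DESeq2 gave no p-value for 140 of 16791 genes in the comparison of the layers, which were counted as not called.

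The procedure was tested on simulated counts drawn from the means and library sizes of the samples with 200 genes changed. It recovered 107 of them between epithelium and stroma with 5 false calls and 167 by age in epithelium with 15 false calls. It recovered 38 by age in stroma with 8 false calls and 19 in the interaction with 2 false calls. Of 68 genes changed by a log2 of 1, it recovered 13 between epithelium and stroma and 41 by age in epithelium. Between the layers, 9441 genes were DEGs in the data, which makes the adjusted threshold less strict than in the simulation. The recovery simulated for the layers therefore cannot be carried over to the data. Depth limits the samples unevenly: protein-coding counts ran from 1041386 to 11051045 per epithelial sample, and 3 counts correspond to 0.0872 to 1.25 normalized counts on the TMM-adjusted library size of the layer comparison and to 0.0657 to 1.05 on that of the age comparison in epithelium. Intervals and tests cover counting error and the spread between mice, not the loss of molecules before sequencing.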

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

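Of the tests in this part, the split counts and the X and Y gene test were set out before the age comparison was run; the use of genes with an unadjusted p under 0.05 in the test for stromal tissue was chosen after the number of DEGs was seen.

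The paper reports age effects from single-cell data and none from the bulk epithelial samples. In the bulk data, 2 of 15859 genes were DEGs between aged and young epithelium (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5 aged and 4 young mice), and 509 had an unadjusted p under 0.05. The DEGs, named after their values were seen because both lie under the expression minimum set for named genes, were Rps4l and Espn. Rps4l (chromosome 6) had 0.918 ± 0.434 normalized counts in aged (SD, n = 5) and 4.65 ± 1.39 in young epithelium (SD, n = 4), a log2 fold change of -2.33 with an adjusted p of 0.000941, and was lower in 5 of 5 aged mice than in any young mouse; its values in OF5 and OM8 rest on 2 counts each, under the floor of 3. Espn (chromosome 4) had 11.0 ± 1.75 in aged (SD, n = 5) and 4.85 ± 0.516 in young epithelium (SD, n = 4), a log2 fold change of 1.19 with an adjusted p of 0.00768, and was higher in 5 of 5 aged mice than in any young mouse.

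The 9 samples can be split in 60 ways into groups of the same sizes within the 2 forms of mouse code. Of these 60 splits, 6 gave as many DEGs, the real one among them, so over all of them this number is not set apart. Each other split that gave as many keeps at least 3 of O3, Y3, OF5 and YF5 in one group. These are the epithelial samples with 1089 or more Xist counts, so those divisions are not arbitrary. The split with 5 DEGs sets apart all 4, and those with 13 and 3 DEGs each place 3 of these 4 together. The other splits with 2 DEGs keep O3, Y3 and YF5 together. The real split places 2 of these 4 in each group, and among other splits that do so the largest number was 1 DEG. This reading was chosen after the splits were seen. Stromal tissue left on the peeled epithelium was weighed as a technical explanation: among genes with an unadjusted p under 0.05 by age, 19.7% were DEGs higher in stroma, against 26.3% among all genes tested in both comparisons. But 52.6% were DEGs higher in epithelium, against 28.3% among all, and 61.6% of those lower in aged mice were, as a shift in the mix of layers would also give. The same explanation would shift stromal marker lists together by age; skeletal muscle and fibroblast genes were lower in aged epithelium and smooth muscle genes were not, as given under the other observations. These signs point in opposite directions, since more stroma in aged samples would lower epithelial genes and raise stromal ones, so for the genes with an unadjusted p under 0.05 the explanation was not settled. For the DEGs it gives no simple account. On the scale of the layer comparison, Rps4l had 3.12 to 8.04 normalized counts in young epithelium. It had 0.471 to 2.00 in aged epithelium and 0 to 2.01 in stroma, so that aged samples would have to be mostly stroma. The mean of Acta1 in epithelium was 1.02% of that in stroma, but this bounds skeletal muscle only. For Col1a1 it was 84.4%. Aged samples made mostly of stroma would also have far lower epithelial markers. By age, the log2 fold changes of the marker genes in the paper's text ran only from -0.35 for Krt14 to 0.50 for Ivl. Espn was higher in epithelium than in stroma (log2 fold change 1.54) and higher in aged mice. With genes of chromosomes X and Y left out, 2 DEGs were called, but neither DEG lies on these chromosomes, so this does not test sex of the mice. Samples with 1089 or more Xist counts (O3 and OF5 aged, Y3 and YF5 young) occur in both ages. So do samples with 48 or more Ddx3y counts (O1, O2 and OM8 aged, Y1 and YM4 young). For both DEGs no aged mouse overlaps a young one, a separation that a difference following these counts alone would not give. In the Xist samples, Espn was 10.9 and 12.5 in aged and 4.31 and 4.92 in young mice. In the Ddx3y samples it was 8.56 to 12.9 in aged and 4.64 and 5.53 in young mice. Rps4l was 0.596 and 1.15 against 4.57 and 5.26 in the former, and 0.396 to 1.48 against 2.76 and 6.02 in the latter. For these DEGs the values argue against sex as the explanation, as far as these counts mark it. Sex is given in the labels for 3 of the mice; OM8 (aged) and YM4 (young), both labelled male, had 12.9 and 5.53 normalized counts of Espn and 0.396 and 2.76 of Rps4l. In simulated data of this design, 167 of 200 changed genes were recovered. Rps4l is annotated as a transcribed processed pseudogene and shares a run of 38 bases with Rps4x, so its reads could have been divided between these genes by the counting. GC content, gene length and variants of the mice against the reference were not tested. The pattern is not called biological.

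In young epithelium, Flg in mouse YF5 had a log2 normalized count (with 0.5 added) of 7.99, far below the 9.77 to 10.12 of the other 3 young mice. In aged epithelium, the mean log2 normalized count of the 6 fibroblast genes was 5.22 in mouse OM8 and 5.76 to 5.89 in the other 4 aged mice. Both samples belong to the mice in which 63.9% or more of the counts fall on the ribosomal RNA gene. These were the only samples to stand apart in this way among 74 groups of 4 or 5 samples examined, where chance gives 3.7. Neither the depth of these samples nor a biological explanation was tested as a reason.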

How the results depend on the processing

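The alternatives were chosen before the data were examined, except for the form of the mouse code as a covariate in the layer comparison and the share of counts on protein-coding genes, which were chosen after seeing the data. For the changes reported below, the cause was not tested.

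Between epithelium and stroma, 9441 genes were DEGs. The number was 4316 with at least 10 counts in every sample, where only 6711 genes were tested, and 4885 in a test against a fold change of 2; without a filter it was 14026 of 49574 genes. In the other alternatives it stayed within 1.5 times of 9441, from 6435 in the 3 aged mice with both layers to 10018 with DESeq2, and from 8395 to 9484 across the 5 fits that each left out one mouse. With mouse as a block it was 8590. Of the 45 genes of Supplementary Fig. S5, 39 were DEGs higher in epithelium, 22 of 27 tested with at least 10 counts in every sample, and 31 to 40 in the other alternatives. The filter of at least 10 counts in every sample drops, by design, markers with few counts in stroma. DESeq2 gave no p-value for 8 of these 45 genes, Krtdap and Cnfn among the genes it left without one. The median of the genes of Fig. 7e kept its sign and its side of the threshold in all 14 alternatives, from -1.13 to -0.61.

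In the layer comparison, Tagln (log2 fold change 0.22) was at -0.043 in the 5 mice with both layers without the block, -0.57 in the aged mice with both layers, -0.058 with the form of the mouse code as a covariate, and from -0.034 to 1.39 across the fits that each left out one mouse. Lum (-0.20) was at 0.036 with mouse as a block and from -0.44 to 0.00404 across those fits.

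By age in epithelium, the 2 DEGs became 28 with DESeq2, 36 without a filter, 0 without the covariate for the form of the mouse code (241 genes at an unadjusted p under 0.05), and 4 in the 5 mice with both layers, and numbered from 0 (609 at an unadjusted p under 0.05) to 3 across the 9 fits that each left out one mouse. Over the alternatives for age in epithelium, Espn kept its direction but was no longer a DEG in 6 of 17, and Rps4l in 2 of 16. In stroma, 0 of 21323 genes were DEGs by age (776 at an unadjusted p under 0.05), 2 with DESeq2 and 26 without a filter. The interaction of age and layer gave 0 of 22771 genes (979 at an unadjusted p under 0.05), 62 with DESeq2, 98 without a filter, and 0 with mouse as a block (468 at an unadjusted p under 0.05). In simulated data with 3 aged and 2 young mice, 38 of 200 changed genes were recovered by age in stroma and 19 in the interaction, and at a log2 change of 1 it was 2 and 0 of 68, so most changes of that size would be missed in these comparisons.

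The 11 mitochondrially encoded genes (median log2 fold change 0.19 by age) had a median of -0.21 in the 5 mice with both layers, of 0.27 without the covariate, where camera did not pass its threshold, and from -0.021 to 0.51 across the fits that each left out one mouse. In the 5 mice with both layers, the log2 fold change was -0.21 for mt-Atp6, -0.13 for mt-Co1, -0.16 for mt-Co2, -0.40 for mt-Cytb, -0.32 for mt-Nd1, -0.46 for mt-Nd2, -0.26 for mt-Nd4, -0.34 for mt-Nd4l and -0.13 for mt-Nd5, all positive in the 9 mice. Leaving out one mouse in turn, it ran from -0.10 to 0.33 for mt-Atp6, -0.13 to 0.40 for mt-Cytb, -0.11 to 0.39 for mt-Nd1, -0.24 to 0.37 for mt-Nd2, -0.021 to 0.53 for mt-Nd4 and -0.17 to 0.40 for mt-Nd4l. The nuclear oxidative phosphorylation genes (-0.12) had a median of -0.030 in the 5 mice with both layers and from -0.19 to -0.024 with one mouse left out. The mitochondrially encoded share of counts, 1.72 percentage points higher in aged mice, was -0.0866 points in the 5 mice with both layers, 3.94 points in the other 4 mice, a subset taken after seeing the data (exact permutation p = 0.333, with 0.167 the smallest possible), and 1.29 to 2.42 points with one mouse left out, with an exact permutation p of 0.0357 without Y3.

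Among marker genes, none of which was a DEG by age, the 5 mice with both layers gave log2 fold changes of 0.32 for Krt5, 0.17 for Krt15, 0.019 for Trp63, 0.076 for Fabp5, 0.052 for Lor and 0.072 for Atp1b3, each negative in the 9 mice. Without the covariate, Krt5 was at 0.11 and Krt15 at 0.018, and without a filter Sox2 (0.011) was at -0.023. Leaving out one mouse in turn gave -0.38 to 0.13 for Krt5, -0.12 to 0.090 for Sox2, -0.27 to 0.012 for Trp63, -0.29 to 0.066 for Mki67, -0.22 to 0.023 for Fabp5, -0.23 to 0.032 for Krtdap and -0.19 to 0.036 for Atp1b3. The skeletal muscle genes (-1.15 by age) were at 0.14 in the 5 mice with both layers and from -2.11 to 0.12 with one mouse left out. The smooth muscle genes (0.00444) were at -0.00974 without a filter, -0.021 with at least 10 counts in every sample, -0.036 without the covariate, -0.028 in the 5 mice with both layers, and from -0.19 to 0.12 with one mouse left out.

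Of 1416 values of named genes and gene lists under the alternatives, 1327 kept their direction and their side of the threshold, 57 reversed, 24 kept their direction but no longer passed the threshold, and 8 kept their direction and newly passed it.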

Other observations

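In this part, the split counts for gene lists and for the forms of mouse code, and the tests on ribosomal RNA, Lars2 and on smooth muscle and fibroblast genes, were chosen only after the results were seen, as was the comparison restricted to splits that part the layers of all 5 mice; the drawn splits and the percentile test of the Fig. 7e genes were set before.

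The number of DEGs between epithelium and stroma was reached by 1 of the 32 splits that part the layers of all 5 mice, the real one; the largest number in the others was 2896, in the split that exchanges the layers of all 5 mice. It was also reached by only 1 of 100 splits drawn at random, with 2157 as the largest of the others, in a split that places 4 of the 5 stromal samples together. The number of Supplementary Fig. S5 genes that were DEGs higher in epithelium was reached by 1 of the 32 splits.

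The paper derives module 18 from epithelial single cells and gives its pathway genes in Fig. 7e. In the bulk data, 51 of the 56 genes were tested, and their median log2 fold change between epithelium and stroma was -1.05, at percentile 0 of 10000 matched random lists. With mouse as a block it was -0.85. DEGs were 27 genes lower and 6 higher in epithelium, and 1 of the 32 splits gave a median as far from 0. Transcripts of muscle-layer cells may therefore contribute to the level of these genes in whole tissue, where the percentile of 0 is on the side of the stroma; the bulk data cannot show in which cells of the epithelium the genes are expressed.

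Skeletal muscle genes were depleted from the peeled epithelium with log2 fold changes from -7.39 to -4.53. If smooth muscle and fibroblast RNA in the epithelium came only from carry-over of the muscle layer, alike for all its cell types, these genes would be depleted as far. Instead, all 11 smooth muscle and fibroblast genes, from -1.07 to 0.22, lie above the least depleted skeletal muscle genes, Des (-4.53) and Myh4 (-5.03). Depletion also differed between the lists for other stromal cells. With one mouse left out in turn, medians were -9.52 to -8.80 for adipocyte and -4.63 to -3.37 for glia and nerve genes. They were -1.92 to -1.59 for endothelial and -2.29 to -0.49 for immune genes. Carry-over that differs by cell type is therefore not excluded. A candidate explanation is that the peeled sheets keep a layer of mesenchymal and smooth muscle cells beneath the epithelium, which was not tested against images. The paper reports that its single-cell data of peeled epithelium held clusters of fibroblasts, endothelial cells and immune cells, which it left out. It names no smooth muscle cells among these. Depth and paralogs were not tested as explanations.

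By age, the 11 mitochondrially encoded genes of Supplementary Fig. S9 had a median log2 fold change of 0.19 in the 9 epithelial samples (from 0.02 to 0.40, none a DEG), and 77 nuclear oxidative phosphorylation genes a median of -0.12 (none a DEG). Camera gave p = 0.00369 and 2.33e-04, but in a permutation of ages over the 60 splits it gave a p under 0.05 in 39 and 37 of them, so these p-values are not relied on. Of the 60 splits of the ages within the forms of mouse code, 32 gave a median as far from 0 for the first list and 24 for the second, so that neither list is distinguished from a chance division of these mice. The mitochondrially encoded share of counts, seen in each sample before it was tested, was 4.52% ± 1.24 in aged (SD, n = 5) and 2.80% ± 1.47 in young epithelium (SD, n = 4; exact permutation test, two-sided, p = 0.111, and p = 0.2 when ages were permuted within the forms of mouse code). Most of this share was mitochondrial rRNA. In epithelium, mt-Rnr1 and mt-Rnr2 took 1.37% to 5.70% of the counts, and the 13 mitochondrial protein-coding genes 0.163% to 0.556%. After 8 of the 10 genes with the highest counts were left out, all but the mitochondrial rRNA genes mt-Rnr1 and mt-Rnr2, the difference was 5.65 percentage points (exact permutation p = 0.421), and for 13 mitochondrial protein-coding genes as a share of protein-coding counts, a measure chosen after seeing the data, 0.502 points (exact permutation p = 0.476).

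None of the 16 marker genes was a DEG by age, with log2 fold changes from -0.35 for Krt14 to 0.50 for Ivl. The fibroblast genes had a median of -0.33 by age and the skeletal muscle genes of -1.15 (camera p = 3.77e-05 and 1.82e-05), but by permutation of ages 7 and 27 of the 60 splits gave a median as far from 0, so chance division of the mice is not excluded for either.

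The forms of mouse code divide the epithelial samples more than age. Between them, 2225 of 15859 genes were DEGs, reached by 1 of the 60 splits within ages (largest of the others 50), and the first principal component of the epithelial samples, 48.2% of the variance, separates them. The share of counts on the ribosomal RNA gene CT010467.1 differed between the forms by 55.0 percentage points (exact permutation test, two-sided, p = 0.00794, the smallest that 126 permutations allow) and, within the forms, between aged and young mice by -6.39 points (12.2% against 19.6% in the 5 mice with both layers and 67.6% against 72.8% in the other 4; exact permutation of ages within the forms, two-sided, p = 0.05, which does not pass the threshold). The labels describe enrichment of polyadenylated RNA for all samples. A difference in how the libraries were made may explain the first. Lars2, which shares a run of 52 bases with Gm15564, had a log2 fold change of 3.79 between the forms, against -1.45 to 0.65 for 16 other mitochondrial aminoacyl-tRNA synthetase genes, a difference of 3.14 from the highest of these. Ribosomal RNA reads counted on Lars2 are a candidate explanation; a rise of the Lars2 transcript itself was not excluded.

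Counts of Xist and Ddx3y were alike in the layers that carry the code of one mouse, which leaves open an exchange between mice with similar counts. In O3 and Y3 both layers had 2462 to 4923 Xist counts and 0 Ddx3y counts, and in O1, O2 and Y1 both layers had 268 to 589 Ddx3y counts and 0 to 46 Xist counts.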
